# Defective ventral neurogenesis due to midfetal *Chd8* mutation drives autistic-like behavior in mice

**DOI:** 10.1038/s41467-026-73416-2

**Published:** 2026-05-27

**Authors:** Kenta Nitahara, Atsuki Kawamura, Ayumu Tashiro, Tomoya Iwasaki, Shin-Ichi Horike, Jumpei Terakawa, Takiko Daikoku, Koichi Higashi, Ken Kurokawa, Kiyoko Kato, Masaaki Nishiyama

**Keywords:** Disease model, Autism spectrum disorders, Epigenetics and behaviour

## Abstract

Autism spectrum disorder (ASD) is a common neurodevelopmental condition characterized by behavioral abnormalities. Although mouse models have been widely adopted to recapitulate the pathology of ASD, the identification of specific neural abnormalities responsible for autistic-like behavior has remained challenging. Here we provide insight into this causal relation by identifying the critical period and cell type responsible for the development of such behavior in ASD model mice with a *Chd8* mutation. We find that *Chd8* mutation induced at embryonic day 14.5 gives rise to ASD-like behavioral phenotypes, including abnormal social interaction and increased anxiety-like behavior, as well as to accelerated cell-cycle exit and differentiation in ventral progenitor cells. Restoration of *Chd8* expression in ventral progenitor cells ameliorates both the behavioral phenotypes and aberrant ventral differentiation in *Chd8* mutant mice. Our findings indicate that *Chd8* mutation during the midfetal period—in particular, in ventral progenitor cells—contributes to the development of autistic-like behavior.

## Abstract (web summary)

Midfetal *Chd8* mutation in ventral progenitor cells disrupts neurogenesis, leading to altered neuronal development and autistic-like behaviors in mice. Restoring *Chd8* in these cells rescues both neural defects and behavior.

## Introduction

Autism spectrum disorder (ASD) has emerged as an important sociomedical issue because of its high prevalence and distinctive symptoms^1–3^. ASD is characterized primarily by its behavioral deficits, including impaired social interaction and a pattern of restrictive, repetitive behaviors^2,3^. Given the difficulty in obtaining brain specimens of human patients, mouse models have become important research tools for studies of the pathology of neurodevelopmental disorders, including ASD^4–6^. Many mouse models of ASD have been developed and found to recapitulate neural abnormalities and behavioral symptoms of humans with ASD^7–9^. However, despite the identification of various alterations in neurogenesis in mouse ASD models, the primary neurodevelopmental phase and specific alterations responsible for the development of behavioral abnormalities have remained poorly understood. Such knowledge is key to providing insight into ASD pathogenesis as well as to the development of new therapies.

Recent large-scale exome sequencing studies have revealed that genes related to chromatin regulation are frequently mutated in individuals with ASD^10–13^. The gene encoding chromodomain helicase DNA-binding protein 8 (CHD8), one of the major chromatin remodelers, has thus been identified as one of the most frequently mutated genes in ASD^10–13^. Whereas homozygous deletion of *Chd8* in mice results in early embryonic death^14^, *Chd8* heterozygous mutant mice manifest behavioral abnormalities, macrocephaly, and gastrointestinal disturbances that resemble characteristics of ASD patients with *CHD8* mutations^14–18^. CHD8, similar to other chromatin remodelers, is widely expressed in various cell types and regulates gene expression essential for the development of both neural and nonneural organs^14,19,20^. In the cerebral cortex, CHD8 sustains the function of pyramidal neurons, with its deficiency resulting in structural disorganization of cortical layers and macrocephaly^15,21,22^. CHD8 also plays an important role in the proliferation and differentiation of progenitor cells for γ-aminobutyric acid–positive (GABAergic) interneurons^23,24^ as well as of those for oligodendrocytes^25–27^ and astrocytes^28^. Outside of the nervous system, CHD8 deficiency is associated with gastrointestinal symptoms^17,18^, infertility^20^, and slenderness^19^. Among the various neural and nonneural alterations that have been detected in mice with *Chd8* mutations, however, it has remained unclear which specific changes are primarily responsible for autistic-like behavior.

During neural development, the proliferation and differentiation of the various neural cell populations are precisely regulated in a spatiotemporally specific manner^29,30^. Disruption of this spatiotemporal harmony in neurogenesis is implicated in the development of ASD^31^. Elucidation of the pathology of ASD will require pinpointing when (critical period) and in which cell type the primary neural changes occur. Here we show that induction of *Chd8* mutation during the midfetal stage leads to behavioral abnormalities, accompanied by accelerated cell-cycle exit and differentiation of ventral progenitor cells. We further demonstrate that restoration of *Chd8* expression in these cells ameliorates both neural and behavioral phenotypes. These findings establish a spatiotemporal framework linking disrupted ventral neurogenesis to autistic-like behavior.

## Results

### Identification of the critical period for development of autistic-like behavior due to *Chd8* heterozygous mutation

Given that CHD8 is broadly expressed in both neural and nonneural tissues^20^, we first investigated whether neural cell–specific heterozygous mutation of *Chd8* would recapitulate the phenotypes observed in global *Chd8* heterozygous mutants. For this purpose, we generated *Nestin-Cre/Chd8*^+/F^ mice to induce neural stem cell–specific *Chd8* heterozygous mutation^32^. Neural stem cell–specific heterozygous mutation of *Chd8* resulted in macrocephaly as well as behavioral abnormalities, including increased anxiety-like behavior, reduced locomotion, and increased contact time in both female and male mice (Supplementary Fig. 1a–l); of note, no aggressive interactions were observed during the direct social-interaction test. On the other hand, no significant difference was observed with regard to cognitive flexibility, motor stereotypies (self-grooming test and circling behavior), sensory processing, or the sociability index and social-novelty index in three-chamber tests (Supplementary Fig. 1m–o and Supplementary Fig. 2). Overall, these phenotypes resembled those for global heterozygous mutation of *Chd8*^14–18^.

We therefore next attempted to identify the critical developmental time point at which *Chd8* mutation gives rise to behavioral phenotypes. To elicit *Chd8* mutation during embryonic or postnatal periods, we adopted *Nestin-CreER*^T2^ and *CAG-CreER* systems, respectively, which allow the induction of Cre-mediated recombination at a specific time point by tamoxifen administration^33,34^. Given that the onset of Nestin-Cre activity has been shown to occur between embryonic day (E) 9.5 and E11.5^35–37^, we induced *Chd8* mutation by tamoxifen administration at E11.5 (early fetal stage), E14.5 (midfetal stage), E17.5 (late fetal stage), or postnatal day (P) 1 to P3 (postnatal stage) (Fig. 1a). Mice exposed to tamoxifen in utero were delivered by cesarean section and fostered, given that tamoxifen-treated dams can experience difficulties in vaginal delivery^38^. Whereas induction of *Chd8* heterozygous mutation at E17.5 or later was not associated with behavioral abnormalities, such induction at E14.5 or earlier resulted in abnormalities in social contact in the reciprocal social-interaction test (Fig. 1b, Supplementary Fig. 3c, and Supplementary Fig. 4c, d) as well as in increased anxiety-like behavior in the light-dark transition, elevated plus-maze, or open-field tests (Fig. 1c–h, Supplementary Fig. 3d, e, and Supplementary Fig. 4e–j), without the development of macrocephaly (Supplementary Fig. 3a, b and Supplementary Fig. 4a, b). We confirmed that the procedures of cesarean delivery and fostering alone did not induce behavioral changes in *Nestin-CreER*^T2^/*Chd8*^+/F^ mice (Supplementary Fig. 5). These findings indicated that midfetal induction of *Chd8* heterozygous mutation is critical for the development of behavioral abnormalities.

**Fig. 1:**
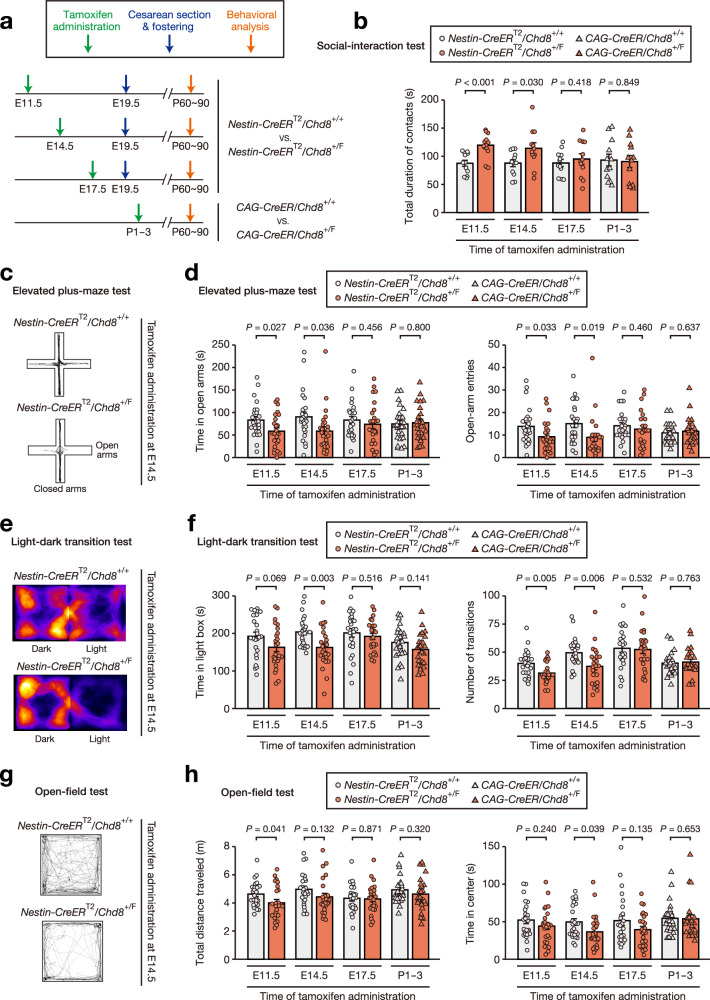
Identification of the critical period for the development of autistic-like behavior due to *Chd8* heterozygous mutation. **a** Strategy for induction of *Chd8* mutation by tamoxifen administration at the indicated time points, followed by cesarean delivery, fostering, and behavioral assays for *Nestin-CreER*^T2^ mice or by behavioral assays for *CAG-CreER* mice. **b** Total duration of contacts for the social-interaction test. **c**, **d** Representative traces (**c**) as well as time spent in the open arms and number of entries into the open arms (**d**) for the elevated plus-maze test. **e**, **f** Representative traces (**e**) as well as time spent in the light chamber and number of transitions between the light and dark chambers (**f**) for the light-dark transition test. **g**, **h** Representative traces (**g**) as well as total distance traveled and time spent in the central area (**h**) for the open-field test. All quantitative data are means ± s.e.m. and were obtained with *Nestin-CreER*^T2^/*Chd8*^+/+^ and *Nestin-CreER*^T2^/*Chd8*^+/F^ adult male mice treated with tamoxifen at E11.5, E14.5, or E17.5, or with *CAG-CreER*/*Chd8*^+/+^ and *CAG-CreER*/*Chd8*^+/F^ adult male mice treated with tamoxifen at P1–3. For the social-interaction test only, *n* = 12 pairs per genotype per induction time (one pair = two unfamiliar mice), whereas *n* = 25 mice per genotype per induction time for all other tests. All behavioral tests were conducted with mice at 9 to 13 weeks of age. *P-*values were calculated with the two-tailed Student’s *t* test. For (**b**) (E11.5), exact *P* = 7.7 × 10^–4^.

### Lineage tracing and scRNA-seq analysis reveal cell type–specific gene expression changes due to midfetal induction of *Chd8* heterozygous mutation

We hypothesized that neural alterations observed during the critical period might underlie the development of autistic-like behavior. We therefore examined changes in gene expression associated with a *Chd8* heterozygous mutation at E14.5. To trace cells in which Cre-mediated recombination had occurred, we crossed *Nestin-CreER*^T2^ mice with mice harboring a tdTomato reporter gene with a CAG promoter and loxP-flanked stop (LSL) cassette at the *Rosa26* locus (*Rosa26*^+*/CAG-LSL-tdTomato*^, hereafter referred to as *Rosa26-tdTomato*)^39^. We compared tdTomato expression patterns for the brain of adult *Nestin-CreER*^T2^*/Rosa26-tdTomato* mice after tamoxifen administration at E11.5, E14.5, or E17.5 (Fig. 2a and Supplementary Fig. 6a). For mice in which tamoxifen was administered at E11.5, tdTomato was highly expressed in the forebrain, including the olfactory bulb, cortex, striatum, hippocampus, and thalamus (Fig. 2a, b). For those in which tamoxifen was administered at E14.5, a relatively high level of tdTomato expression was apparent in the telencephalon—including the olfactory bulb, cerebral cortex, striatum, and hippocampus—but not in the thalamus, whereas the expression persisted in the olfactory bulb, upper-layer cortex, and hippocampus for mice in which tamoxifen was administered at E17.5 (Fig. 2a, b). Given our identification of the critical period, we inferred that the cerebral cortex and striatum—in both of which tdTomato expression was pronounced for mice treated with tamoxifen at E14.5 but was downregulated for those treated at E17.5—may contribute to the development of autistic-like behavior.

**Fig. 2:**
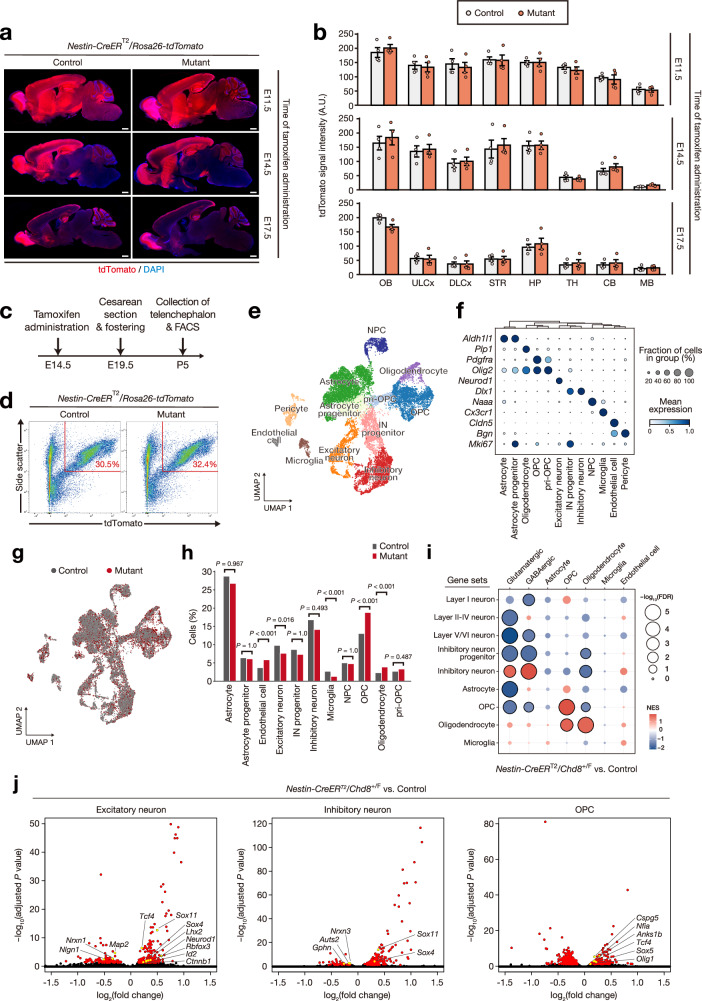
Combination of lineage tracing and scRNA-seq analysis reveals cell type–specific changes in gene expression due to midfetal induction of *Chd8* heterozygous mutation. **a**, **b** Representative images of tdTomato immunofluorescence staining for sagittal brain sections from 8-week-old *Nestin-CreER*^T2^*/Rosa26-tdTomato/Chd8*^+/+^ (control) and *Nestin-CreER*^T2^*/Rosa26-tdTomato/Chd8*^+/F^ (mutant) mice and after tamoxifen administration at E11.5, E14.5, or E17.5 (**a**), and quantification of tdTomato signal intensity (data are means ± s.e.m., *n* = 4 mice per genotype) (**b**). Nuclei were stained with 4′6-diamidino-2-phenylindole (DAPI). Scale bars, 1 mm. A.U., arbitrary unit; OB, olfactory bulb; ULCx, upper-layer cortex; DLCx, deep-layer cortex; STR, striatum; HP, hippocampus; TH, thalamus; CB, cerebellum; MB, midbrain. **c** Protocol for isolation of tdTomato-positive cells from the telencephalon of *Nestin-CreER*^T2^*/Rosa26-tdTomato* mice (control or mutant) treated with tamoxifen at E14.5. **d** FACS gating strategy for sorting tdTomato-positive cells from the telencephalon of control and mutant mice after size-gating and exclusion of dead cells (Supplementary Fig. 6b, c). **e** UMAP for 8681 control and 8940 mutant tdTomato-positive cells isolated from the mouse telencephalon at P5 after tamoxifen treatment at E14.5. NPC, neural progenitor cell; pri-OPC, primitive oligodendrocyte progenitor cell; IN, inhibitory neuron. **f** Dot plot representing the expression of signature genes across the 12 clusters. **g**, **h** UMAP (**g**) and bar graph (**h**) representing the distribution and percentage of the various cell types among control (gray) and mutant (red) cells. The *P-*values were calculated using Fisher’s exact test with Bonferroni correction for multiple comparisons. The exact *P-*values for endothelial cell, microglia, OPC, and oligodendrocyte clusters in (**h**) were 3.1 × 10^–10^, 3.4 × 10^–9^, 3.1 × 10^–22^, and 7.9 × 10^–9^, respectively. **i** GSEA for expression of cell type–specific gene sets in the indicated clusters of mutant mice compared with control mice. FDR, false discovery rate; NES, normalized enrichment score. **j** Volcano plots for DEGs in the indicated clusters of mutant versus control mice. DEGs (FDR-adjusted *P-*value of < 0.05) are shown in red. Genes related to the differentiation or function of each cell type are highlighted in yellow. Wilcoxon rank-sum test (two-sided) with Benjamini–Hochberg correction in (**j**).

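Gene expression was profiled by single-cell RNA sequencing of tdTomato-positive cells sorted from the telencephalon at postnatal day 5, after tamoxifen at embryonic day 14.5. Tamoxifen activates the Cre recombinase expressed in Nestin-positive neural progenitor cells, which switches on the tdTomato reporter in those cells and their progeny. In the mutants, it also removes the loxP-flanked part of 1 *Chd8* allele. There were 2 libraries per genotype (control replicates 1 and 2 and mutant replicates 1 and 2), each made with the 10x Genomics Chromium 3′ chemistry from cells pooled from 3 mice, with an input of 5000 cells. Because the mice of a library were pooled, the spread between mice could not be measured and the library was taken as the replicate. The authors deposited for each library a matrix of counts of unique molecular identifiers (UMIs, tags that mark each captured transcript molecule) for every gene and every barcode that Cell Ranger called as a cell. The counts were not normalized and precede the filters on cells that the paper describes. The matrices held 79328841 UMIs over 7221 barcodes for control replicate 1 and 46274374 UMIs over 6107 barcodes for control replicate 2. They held 78211984 UMIs over 7135 barcodes for mutant replicate 1 and 50616343 UMIs over 7279 barcodes for mutant replicate 2. The paper states that reads were mapped to mm10 with Cell Ranger v7.0.0, and the headers of the matrices named version 7.0.0 for both libraries of replicate 1 and version 5.0.1 for both libraries of replicate 2. The software version therefore coincided with the replicate number, while each genotype had a library of each version. Between the control libraries, the median log2 difference in scaled counts (CPM, counts per 1e6 UMIs, replicate 2 over replicate 1) was 0.14 for the 1865 multi-exon genes with the least intronic sequence (median 1013 bases) and -0.996 for the 1865 with the most (median 211825 bases). *Xist*, which is expressed from the inactive X chromosome, was counted at 1633 CPM in control replicate 2 and 1749 CPM in mutant replicate 2, against 0.149 and 0.153 CPM in the control and mutant libraries of replicate 1. The reporting summary of the paper states male mice. For these reasons, most differences between genotypes below are given for each library or within each replicate beside the value over all 4. Levels of signature genes by cell type are mostly given over all cells of a type. Starting from the counts, cells were filtered at the paper's thresholds, clustered after centring each gene within each library, and named from marker genes. Counts were then summed over the cells of a type within each library, and genotypes were compared with edgeR's quasi-likelihood test, with the libraries as replicates and no term for the replicate. Shares of cells were compared with an exact two-sided permutation test, for which 2 libraries against 2 cannot give a p-value below 0.333. The limit on mitochondrial counts, the centring within libraries, the cluster resolution and the use of libraries or of cells as replicates could change the values. So could a term for the replicate, the filter on low counts, the thinning of cells to equal depth and the test used for gene sets.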

To characterize tdTomato-positive cells and investigate the effects of *Chd8* mutation on neural development and function, we isolated these cells by fluorescence-activated cell sorting (FACS) from the telencephalon of P5 mice that had been treated with tamoxifen at E14.5 and then subjected the sorted cells to single-cell RNA-sequencing (scRNA-seq) analysis (Fig. 2c). After size-gating and removal of dead cells, about one-third of telencephalon cells were counted as tdTomato positive for both *Nestin-CreER*^T2^*/Rosa26-tdTomato/Chd8*^+/+^ (control) and *Nestin-CreER*^T2^*/Rosa26-tdTomato/Chd8*^+/F^ (mutant) samples (Fig. 2d and Supplementary Fig. 6b, c). 

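Barcodes with fewer than 2000 or more than 40000 UMIs, with fewer than 1000 detected genes or with more than 10% of their UMIs from mitochondrial genes were removed from each library. Of the barcodes, 5710 (79.1%, exact 95% confidence interval 78.1 to 80.0) were kept in control replicate 1 and 5659 (79.3%, 78.4 to 80.2) in mutant replicate 1. In replicate 2, 2973 barcodes (48.7%, 47.4 to 49.9) were kept for the control and 3281 (45.1%, 43.9 to 46.2) for the mutant. The mitochondrial limit accounted for part of this contrast, with 9.38% and 12.3% of barcodes above it in the control and mutant libraries of replicate 1 and 44.0% and 37.8% in those of replicate 2. In all, 8683 control cells and 8940 mutant cells, or 17623 of 27742 barcodes, passed the filters. A mitochondrial limit of 5% left 6150 control cells and 6626 mutant cells, of which replicate 2 contributed 1069 and 1730. The doublet caller Scrublet marked 2.50% of the cells of control replicate 1 and 2.60% of those of mutant replicate 1, but only 0.471% and 0.0914% of the control and mutant cells of replicate 2, so that its threshold was not informative for replicate 2, and no cell was removed on its account in the values given.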

After quality control, scRNA-seq data processing yielded 8681 control cells and 8940 mutant cells for downstream analysis. 

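Cells were grouped on 30 principal components of the 2000 most variable genes, after log-normalized counts had been centred and scaled within each library in place of the paper's scVI model, which was not used here. Leiden clustering at a resolution of 1 gave 43 clusters, of which 40 were assigned to 16 cell types by lists of marker genes. The other 3 clusters, with 1255 cells, were left unnamed and held 8.81% and 7.10% of the cells of control replicates 1 and 2 and 6.73% and 4.88% of those of mutant replicates 1 and 2. Even after centring, 16 clusters had over 90% of their cells from libraries of the same replicate. Levels of the signature genes of Fig. 2f, as CPM over all cells of a type, were 374 for *Aldh1l1* in 4034 astrocytes, 1282 for *Pdgfra* in 2788 OPCs, 962 for *Neurod1* in 1262 excitatory neurons and 527 for *Dlx1* in 2863 inhibitory neurons. *Cx3cr1* was counted at 1828 CPM in 265 microglia, *Cldn5* at 5952 CPM in 166 endothelial cells and *Bgn* at 872 CPM in 569 pericytes. The proliferation gene *Mki67* was counted at 699 CPM in astrocyte progenitors, 512 CPM in inhibitory neuron (IN) progenitors and 478 CPM in primitive oligodendrocyte progenitor cells (pri-OPCs). *Naaa* was counted at 132 CPM in the 119 cells named as neural progenitor cells (NPCs) and at 343 CPM in 914 cells named as ependymal cells, a type that had been given its own markers. Ependymal cells, choroid plexus cells, border macrophages and fibroblasts were separated from the other types by these lists.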

We identified 12 molecularly distinct cell clusters by dimension reduction with uniform manifold approximation and projection (UMAP) and characterized these clusters on the basis of the expression of marker genes (Fig. 2e, f). Among these clusters, the proportions of excitatory neurons and microglia were higher for the control cells, whereas the proportions of endothelial cells, oligodendrocyte progenitor cells (OPCs), and oligodendrocytes were higher for the mutant cells (Fig. 2g, h). 

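Shares were computed within each library, as the percentage of the cells that passed the filters. OPCs made up 12.2% (exact Clopper-Pearson 95% interval 11.4 to 13.1) of control replicate 1, 13.7% (12.5 to 15.0) of control replicate 2, 19.8% (18.7 to 20.8) of mutant replicate 1 and 17.2% (15.9 to 18.5) of mutant replicate 2. The mean share of OPCs was 13.0% ± 1.06 (SD, n = 2 libraries) for the control and 18.5% ± 1.85 (SD, n = 2) for the mutant. Both mutant libraries lay above both control libraries (exact permutation test, two-sided, p = 0.333, the smallest that this design allows). The difference in the share of OPCs was 7.55 percentage points in replicate 1 and 3.44 in replicate 2, and it ranged from 4.19 to 6.80 when each library was left out in turn. Clustering without any correction for the library moved it most, to 4.05 percentage points, with 0.710 in replicate 2. In that clustering control replicate 1 (13.4%) lay above mutant replicate 2 (9.05%), so that the order of the libraries did not hold (exact permutation test, p = 0.667). With a mitochondrial limit of 5% the order held, and the difference in replicate 2 was 0.462 percentage points. Endothelial cells were few, at 10 and 26 cells in control replicates 1 and 2 and 62 and 68 cells in mutant replicates 1 and 2, with both mutant libraries again the higher (exact permutation test, p = 0.333). Their mean share was 0.525% ± 0.495 (SD, n = 2) for the control and 1.58% ± 0.691 (SD, n = 2) for the mutant. Without mutant replicate 2, where the replicates weighed unequally, that difference fell from 1.06 to 0.571 percentage points. Oligodendrocytes made up 3.29% and 1.48% of control replicates 1 and 2 and 5.18% and 1.77% of mutant replicates 1 and 2. Their shares differed by 1.89 percentage points in replicate 1 and 0.288 in replicate 2, or 1.09 on average, with SDs of 1.28 between the control libraries and 2.41 between the mutant libraries (exact permutation test, p = 0.667). Without mutant replicate 1 the mean difference was -0.618, since the replicates then weighed unequally, although the mutant share was the higher within each replicate. Excitatory neurons made up 8.93% and 6.26% of control replicates 1 and 2 and 6.34% and 6.31% of mutant replicates 1 and 2. Their mean was therefore set apart by control replicate 1 alone. The difference was -2.59 percentage points in replicate 1, 0.0527 in replicate 2 and 0.0702 over the libraries without control replicate 1 (exact permutation test over all 4, p = 1). Over the alternatives, their mean difference ran from -1.50 percentage points without correction for the library to -0.106 with a mitochondrial limit of 5%, where the replicates differed by -2.35 and 2.14. Microglia made up 2.63% and 0.774% of control replicates 1 and 2 and 0.919% and 1.22% of mutant replicates 1 and 2, so that the mutant was lower in replicate 1 and higher in replicate 2 (exact permutation test, p = 1). In edgeR's quasi-likelihood test on the numbers of cells, the log2 change in abundance was 0.51 for OPCs, 1.63 for endothelial cells, 0.54 for oligodendrocytes, -0.26 for excitatory neurons and -0.68 for microglia, each with an adjusted p-value of 0.987. None of 16 types passed an adjusted p-value of 0.05, and 0 had an unadjusted p-value under 0.05. With a replicate block, the standard error for OPCs fell from 0.679 to 0.208 (log2 change 0.51, adjusted p = 0.461). Only endothelial cells then had an unadjusted p-value under 0.05 (log2 change 1.84, adjusted p = 0.461), and again none of the types passed the adjusted threshold.

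**Figure D1:**
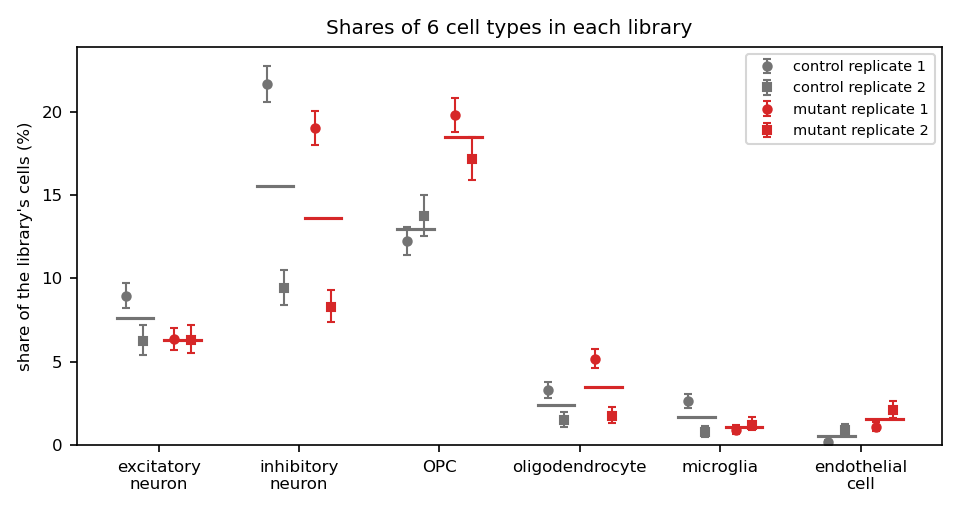
Share of each library's cells (%, y axis) for 6 cell types (x axis). Circles are the libraries of replicate 1 and squares those of replicate 2, in gray for the control and red for the mutant, with exact 95% intervals that cover counting error only, and horizontal lines are the means of 2 libraries. The OPC shares of both mutant libraries lie above those of both control libraries, whereas for excitatory neurons and microglia control replicate 1 stands apart from the other 3 libraries.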

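The targeted gene was examined before any other. *Chd8* (ENSMUSG00000053754) lies on chromosome 14 of mm10 from base 52198151 to base 52257780 on the minus strand and encodes a chromodomain helicase. Over all cells, 4541 *Chd8* UMIs were counted in control replicate 1, 3354 in control replicate 2, 4944 in mutant replicate 1 and 3919 in mutant replicate 2, or 61.7, 89.8, 68.7 and 94.9 CPM in that order. The *Chd8* level of the mutant library was 111% of that of the control library in replicate 1 (exact 95% limits 107 to 116, counting error only) and 106% in replicate 2 (101 to 111). With counts summed over all cells, the log2 change was 0.09 (standard error 0.335) in edgeR's quasi-likelihood test. Within cell types it was 0.22 in excitatory neurons, 0.30 in inhibitory neurons, 0.19 in OPCs and -0.21 in oligodendrocytes, each less than its standard error. In replicates 1 and 2 it was 0.35 and 0.14 in excitatory neurons, 0.14 and 0.41 in inhibitory neurons and 0.21 and 0.17 in OPCs. In oligodendrocytes it took opposite signs, at 0.16 and -0.48. With a library left out, the log2 change over all cells ranged from -0.19 without control replicate 1 to 0.39 without control replicate 2, since the replicates then weighed unequally. Over all cells, the *Chd8* level was thus not lower in the library labelled mutant within either replicate. The deposited counts are per gene, from the 3′ ends of transcripts, and do not show whether a transcript came from the intact or the recombined allele. Directions of change are therefore given for the libraries as labelled. By immunoblot, the paper reports less CHD8 protein in tdTomato-positive cells of mutant embryos after tamoxifen at the same embryonic day, in other mice.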

We then analyzed differential gene expression due to the *Chd8* heterozygous mutation induced during the critical period. Whereas many genes related to various biological processes were differentially expressed in the different clusters (Supplementary Fig. 6d, e and Supplementary Data 1), gene set enrichment analysis (GSEA) revealed substantial alterations in cell type–specific gene expression in the clusters corresponding to glutamatergic neurons, GABAergic neurons, and oligodendrocyte-lineage cells (Fig. 2i and Supplementary Data 2). Such gene expression was mostly downregulated in the mutant cells of these cell categories, but the gene sets related to inhibitory neurons or to oligodendrocytes were upregulated in the mutant cells of the clusters corresponding to GABAergic neurons and oligodendrocyte-lineage cells, respectively (Fig. 2i and Supplementary Data 2). 

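Differential expression was tested in the 11 cell types that had at least 20 cells in every library, on counts summed per library. Between 6858 and 14830 genes passed edgeR's filter on low counts in each type. No gene had an adjusted p-value under 0.05 in any of the 11 types. The number with an unadjusted p-value under 0.05 was 6 of 12234 genes in excitatory neurons, 7 of 12874 in inhibitory neurons, 3 of 13738 in OPCs, 47 of 10743 in oligodendrocytes and 220 over all 11 types. These shares, from 0.0218% to 0.677% of the genes tested, were far below the 5% that chance gives under a model whose error matches the data. In data simulated at the same means and spread, with a 2-fold change in the mutant, up or down, in 191 of the genes tested in excitatory neurons, the same fit recovered 0% of them, as it did in inhibitory neurons, OPCs and oligodendrocytes. A count of 0 in this fit therefore sets no upper limit on the number of changed genes. The reason lay in the replicates, because for each type the deviations of the replicates from their mean were correlated across genes between control and mutant (Pearson's r from 0.609 to 0.893), which enlarged the spread between libraries of the same genotype. With a replicate block in the model, the simulated changes were recovered in 60.2% of cases in excitatory neurons, with 10 false calls, in 52.9% in inhibitory neurons (0 false calls), 65.1% in OPCs (6) and 44.4% in oligodendrocytes (2). On the deposited counts the replicate block called 38 genes in excitatory neurons (8 higher and 30 lower in the mutant) and 38 in oligodendrocytes (2 higher and 36 lower). In microglia it called 47, with the opposite balance (40 higher and 7 lower). Microglia numbered only 23 and 40 cells in control and mutant replicate 2, and the fit was not simulated for them. A rank-sum test over pooled cells, with cells as replicates, gave the reverse balance there (16 higher and 27 lower). The replicate block called 0 in inhibitory neurons and in OPCs, for which 405 and 309 genes had an unadjusted p-value under 0.05. Across genes, the effect of genotype in replicate 1 was not related to that in replicate 2 in any type (Spearman's rho from -0.0824 to 0.0907 across genes, which are not independent replicates). Of 99 tests of the 9 gene sets of Supplementary Data 2 in the 11 types, 23 passed an adjusted p-value of 0.05 with camera, which compares the genes of a set with the other genes at a preset correlation of 0.01. None of the 23 held with the correlation estimated from the libraries (0 of 99, with 5 at an unadjusted p-value under 0.05) or with limma's rotation test fry (0 of 99, with 2 at an unadjusted p-value under 0.05). These fits had no term for the replicate. With a replicate block, camera called 25 of 99 and fry 0 of 99, with 3 at an unadjusted p-value under 0.05, and fgsea on the statistic without a block called 33.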

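For each set, the mean log2 change of its genes was taken over that of the other genes tested in the same cell type, and is called the excess below. The columns of Supplementary Data 2 that hold interneuron genes are headed Int4, with *Dlx1*, *Dlx2* and *Sp9* among its genes, and Int2, with *Sst*, *Npy* and *Lhx6*. The headings do not state which label of Fig. 2i each carries. In excitatory neurons, the set of layer V-VI neurons was lower in the libraries labelled mutant (excess -0.19, adjusted p = 0.0190 with camera), at -0.31 in replicate 1 and 0.04 in replicate 2. That of layer II-IV neurons was not past the threshold (excess -0.17, adjusted p = 0.290), at -0.31 in replicate 1 and 0.18 in replicate 2. Both sets therefore took opposite signs in the replicates. The Int2 set was also lower in excitatory neurons (adjusted p = 0.00096), by an excess of -0.30 in replicate 1 and of -0.01 in replicate 2. In inhibitory neurons, the set of layer I neurons was lower in both replicates (excess -0.18 and -1.01 in replicates 1 and 2, adjusted p = 2.95e-19), as was the Int2 set (-0.08 and -0.45, adjusted p = 2.87e-06). This did not hold over cells. On genes ranked over the cells of replicate 2, a ranking chosen after seeing the data, fgsea gave both sets positive enrichment scores (0.866 for layer I and 0.790 for Int2). The Int4 set was higher by 0.01 and 0.14 without passing the threshold (adjusted p = 0.286). In OPCs, the excess of the OPC set was 0.07 in replicate 1 and -0.03 in replicate 2 (adjusted p = 0.650) and that of the oligodendrocyte set was 0.11 and -0.02 (adjusted p = 0.204). In oligodendrocytes, the oligodendrocyte set was higher in both replicates (0.24 and 0.38, adjusted p = 1.90e-08) and the OPC set was lower in both (-0.31 and -0.56, adjusted p = 2.95e-19). The oligodendrocyte set was higher in other types as well, with an excess of 0.31 in replicate 1 and 0.12 in replicate 2 in excitatory neurons. With a replicate block in place of none, the layer II-IV set of excitatory neurons passed the threshold (excess -0.14, adjusted p = 0.00456), and with a mitochondrial limit of 5% that of layer V-VI did not (adjusted p = 0.0664).

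**Figure D2:**
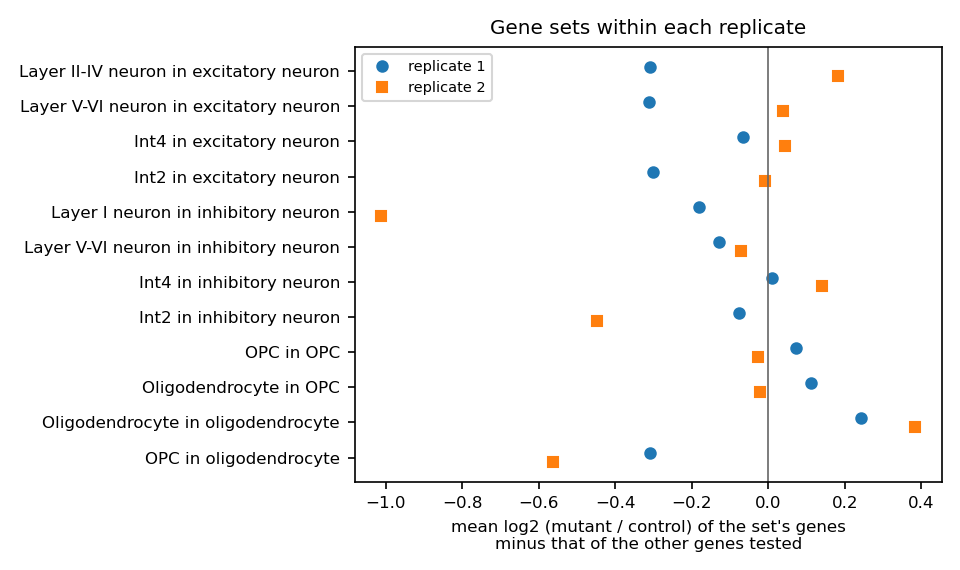
Mean log2 ratio of CPM (mutant over control) of the genes of a set minus that of the other genes tested (x axis), for 12 pairs of set and cell type (y axis). Circles are replicate 1 and squares are replicate 2, each comparing 1 mutant library with 1 control library. The oligodendrocyte and OPC sets in oligodendrocytes keep their sign in both replicates, whereas the layer II-IV and layer V-VI sets in excitatory neurons do not.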

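The genes given here were tested on counts summed per library within each type, and positions are those of mm10. In excitatory neurons, *Nlgn1* (ENSMUSG00000063887, chromosome 3 from 25426215 to 26332460), which encodes a postsynaptic adhesion molecule, had a log2 change of -0.21 (standard error 1.84), at -0.23 in replicate 1 and 0.14 in replicate 2. *Neurod1* (ENSMUSG00000034701, chromosome 2 from 79452521 to 79456751), a transcription factor gene, had a log2 change of 0.12 (standard error 0.440), at 0.47 in replicate 1 and -0.09 in replicate 2. In inhibitory neurons, *Auts2* (ENSMUSG00000029673, chromosome 5 from 131437333 to 132543344) was counted at 4199 and 3753 CPM in control and mutant replicate 1 and at 859 and 871 CPM in replicate 2, with a log2 change of -0.13 (standard error 1.03). *Nrxn3* (ENSMUSG00000066392, chromosome 12 from 88722876 to 90334935) and *Gphn* (ENSMUSG00000047454, chromosome 12 from 78226379 to 78684772) were lower in both replicates, by log2 values of -0.17 and -0.04 for *Nrxn3* and of -0.18 and -0.13 for *Gphn*, but each was lower in control replicate 2 than in mutant replicate 1 by far more. In OPCs, *Olig1* (ENSMUSG00000046160, chromosome 16 from 91269772 to 91271933) was counted at 1231 ± 108 CPM (SD, n = 2 libraries) in the control and 1484 ± 387 (SD, n = 2) in the mutant, with log2 changes of -0.11 in replicate 1 and 0.61 in replicate 2. *Tcf4* (ENSMUSG00000053477, chromosome 18 from 69343356 to 69689079) was higher in both replicates, by 0.05 and 0.28. *Nfia* (ENSMUSG00000028565, chromosome 4 from 97772734 to 98118874) differed by -0.03 and 0.45. None of these genes passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test, with a lowest adjusted p-value of 1.00 over all genes tested and 0.823 when adjusted over the list alone. The latter is not independent evidence because the study chose the list on these samples. *Nrxn3*, *Nlgn1* and *Gphn*, which span 1612060, 906246 and 458394 bases, were counted at 16668, 1227 and 584 CPM in control replicate 1 and at 1277, 53.2 and 34.3 CPM in control replicate 2. Among the other genes marked in Fig. 2j, both mutant libraries lay on the same side of both control libraries for *Map2*, which was lower by log2 values of -0.11 and -0.47 in replicates 1 and 2, and for *Tcf4* (0.17 and 0.25), *Lhx2* (0.19 and 0.33), *Rbfox3* (0.28 and 0.18) and *Id2* (0.11 and 0.24), which were higher, all in excitatory neurons. *Sox11* was higher in both replicates in excitatory neurons (0.19 and 0.49) and in inhibitory neurons (0.13 and 0.44), although control replicate 2 lay above mutant replicate 1 in both types (3849 against 2879 CPM and 2723 against 2702 CPM). The same held for *Sox4* in inhibitory neurons (0.03 and 0.50), while *Cspg5* in OPCs was higher by 0.05 and 0.14 with control replicate 1 above mutant replicate 2. The other 4 pairs of gene and type took opposite signs in replicates 1 and 2, *Anks1b* (0.21 and -0.16) and *Sox5* (0.17 and -0.06) in OPCs and *Sox4* (-0.06 and 0.32) and *Ctnnb1* (-0.01 and 0.40) in excitatory neurons. None of them passed the adjusted threshold.

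**Figure D3:**
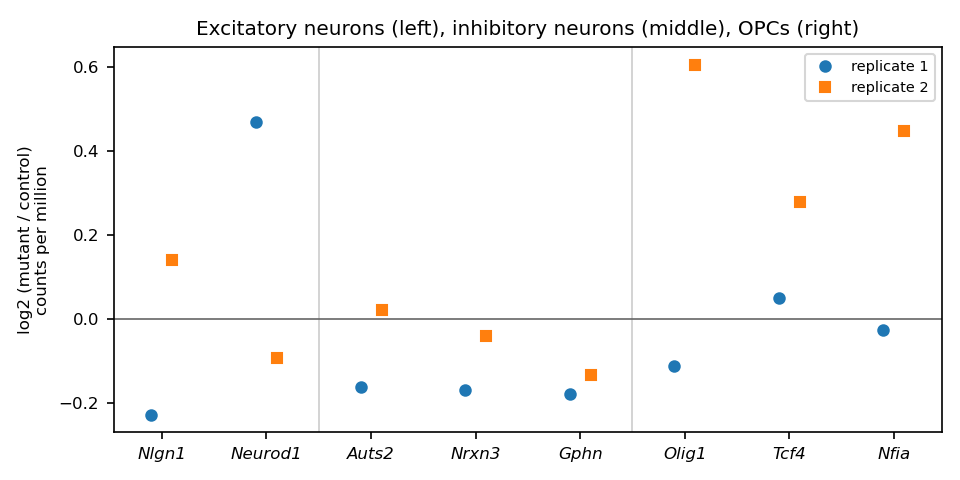
Log2 ratio of CPM, mutant over control (y axis), for 8 genes (x axis) in excitatory neurons (left), inhibitory neurons (middle) and OPCs (right). Circles are replicate 1 and squares are replicate 2, each from 1 mutant and 1 control library, and the line marks no difference. *Olig1*, *Nfia*, *Nlgn1*, *Neurod1* and *Auts2* take opposite signs in the replicates.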

Focusing on the expression patterns of individual representative genes, we identified numerous differentially expressed genes (DEGs) including *Nrxn1*, *Nlgn1*, and *Neurod1* in excitatory neurons; *Auts2*, *Nrxn3*, and *Gphn* in inhibitory neurons; and *Olig1*, *Tcf4*, and *Nfia* in OPCs, all of which are related to the differentiation or function of the corresponding cell types and include those associated with autism risk (Fig. 2j and Supplementary Data 1)^40^. Together, these findings suggested that a *Chd8* heterozygous mutation induced during the midfetal period (at E14.5) resulted in substantial changes in gene expression in excitatory neurons, inhibitory neurons, and oligodendrocyte-lineage cells.

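The paper's line of reasoning ran from these cells to the genotype as follows. It compared control and mutant cells with a Wilcoxon rank-sum test in each cluster, found DEGs in many clusters, ranked genes for GSEA against sets of cell type-specific genes, and singled out genes with known roles in excitatory neurons, inhibitory neurons and OPCs. From the enrichment of these sets and the DEGs, the paper proposes that the heterozygous mutation changed gene expression in excitatory neurons, inhibitory neurons and oligodendrocyte-lineage cells. With the pooled cells as replicates, the rank-sum test calls 3206 genes over the 11 cell types tested here, with an adjusted p-value under 0.05. The same test within each replicate, an alternative chosen after seeing the data, called 1850 genes in replicate 1 and 4265 in replicate 2, and of the 438 genes called within both replicates of a type, 145 (33.1%) changed in the same direction (91 of 270 in astrocytes). Of the 3206 genes called over pooled cells, 2484 (77.5%) had the same sign within both replicates, whether or not they were called there, a share that is raised because pooling favours such genes. Applied to the 2 control libraries, which share a genotype, it called 26110 genes, so the difference between replicates was larger than that between genotypes under this test.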

### *Chd8* heterozygous mutation is associated with accelerated cell-cycle exit and differentiation in ventral progenitor cells

To assess the impact of *Chd8* mutation on the temporal dynamics of brain development, we next performed trajectory analysis. 

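RNA velocity compares the spliced with the unspliced counts of each gene, and the deposited matrices hold a single count per gene and barcode, so the velocity field was not computed here. The matrices do give the numbers of progenitor cells from which such transitions would start. Astrocyte progenitors made up 2.89% and 8.17% of the cells of control replicates 1 and 2 and 3.25% and 6.64% of those of mutant replicates 1 and 2. The shares of pri-OPCs were 4.57% and 5.72% in the control libraries and 4.24% and 6.31% in the mutant libraries (exact permutation test, p = 1). The cells named as NPCs, at 53, 24, 34 and 8 cells in control replicates 1 and 2 and mutant replicates 1 and 2, were the least frequent of these. Their mean share was 0.868% ± 0.0855 (SD, n = 2) for the control and 0.422% ± 0.252 (SD, n = 2) for the mutant, lower in both mutant libraries (exact permutation test, p = 0.333). The cells named as ependymal, which carried more *Naaa*, made up 4.59%, 6.73%, 4.56% and 5.91% of the libraries in the same order (exact permutation test, p = 0.667).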

RNA velocity analysis of our scRNA-seq data revealed dynamic transitions from progenitor cells to various types of neurons and glial cells (Fig. 3a). 

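Fate probabilities, which CellRank derives from the velocity field, were not computed here for the same reason. As lineages, the cells named as excitatory neurons, the IN progenitors with the inhibitory neurons, and the pri-OPCs with the OPCs and oligodendrocytes were used in their place. The excitatory lineage held 510 and 186 cells in control replicates 1 and 2 and 359 and 207 cells in mutant replicates 1 and 2. In the same order of libraries, the inhibitory lineage held 1607, 388, 1419 and 342 cells and the oligodendrocyte lineage 1147, 622, 1652 and 828 cells. Replicate 2 thus contributed the fewest cells to each lineage in both genotypes.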

We then applied the CellRank algorithm to predict the fate probabilities for excitatory neurons, inhibitory neurons, and oligodendrocytes (Fig. 3b). In the case of excitatory neurons, the mature cell population, marked by genes such as *Rbfox1*, was similar for control and mutant groups (Fig. 3c). In contrast, for inhibitory neurons and oligodendrocytes, the mature cell populations—marked by genes such as *Gad1* and *Mbp*, respectively—were significantly larger in the mutant (Fig. 3c).

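In the excitatory lineage, the share of cells with at least 1 *Rbfox1* UMI was measured after each cell had been thinned at random to 2000 UMIs, so that cells of different depth could be compared. *Rbfox1* (ENSMUSG00000008658) lies on chromosome 16 of mm10 from 5885355 to 7411526 and encodes a neuronal splicing factor. The share was 76.7% and 11.3% in control replicates 1 and 2 and 72.7% and 20.8% in mutant replicates 1 and 2, or 44.0% ± 46.2 (SD, n = 2 libraries) for the control and 46.7% ± 36.7 (SD, n = 2) for the mutant (exact permutation test, two-sided, p = 1). The difference was -3.96 percentage points in replicate 1 and 9.48 in replicate 2. With a library left out, the mean difference ran from 35.4 without control replicate 1 to -29.9 without control replicate 2, since the replicates then weighed unequally. Median depths before thinning were 10375.5, 10386.5, 10600.0 and 11200.0 UMIs for control replicates 1 and 2 and mutant replicates 1 and 2, so depth did not account for the contrast between replicates. In ependymal cells, which should lack *Rbfox1* and had median depths from 14777 to 20701.5 UMIs, the share was 3.44%, 0%, 3.49% and 0.515% in the same order, where the exact 95% interval of 0 of 200 cells reaches 1.83%. In microglia and pericytes it was up to 9.62% (5 of 52) and 8.57% (3 of 35) in a library of replicate 1, and up to 0% and 1.55% in replicate 2. Summed over the lineage, *Rbfox1* was counted at 2958 and 2437 CPM in control and mutant replicate 1 and at 72.7 and 120.0 CPM in replicate 2. Its log2 change was -0.25 (standard error 2.01) in edgeR's quasi-likelihood test without a term for the replicate and 0.15 with a replicate block.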

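*Gad1* (ENSMUSG00000070880), which encodes a GABA-synthesizing enzyme, lies on chromosome 2 of mm10 from 70553072 to 70602014, and *Mbp* (ENSMUSG00000041607), which encodes myelin basic protein, on chromosome 18 from 82475146 to 82585637. After thinning to equal depth, a *Gad1* UMI was found in 42.3% and 26.8% of inhibitory-lineage cells of control replicates 1 and 2 and in 42.7% and 26.6% of those of mutant replicates 1 and 2 (34.5% ± 10.9 and 34.7% ± 11.4, SD, n = 2 libraries each, exact permutation test, two-sided, p = 1). The difference between genotypes was 0.453 percentage points in replicate 1 and -0.196 in replicate 2. Without thinning it was 3.38 percentage points over all libraries, at 0.339 and 6.42 in replicates 1 and 2. Median depths were 7742, 6078, 7633 and 6568 UMIs in control replicates 1 and 2 and mutant replicates 1 and 2. In ependymal cells, which should lack *Gad1*, 1.15% and 0.775% of cells had a UMI in the control and mutant libraries of replicate 1, and 0 of 200 and 0 of 194 in replicate 2 (exact 95% intervals up to 1.83% and 1.88%). Inhibitory neurons as a share of the lineage were 76.9% and 72.2% in the control libraries and 75.8% and 79.5% in the mutant libraries (exact permutation test, p = 0.667). An *Mbp* UMI was found in 15.7% and 9.16% of oligodendrocyte-lineage cells of control replicates 1 and 2 and in 18.7% and 14.0% of those of mutant replicates 1 and 2, or 12.4% ± 4.62 (SD, n = 2) and 16.4% ± 3.32 (SD, n = 2) (exact permutation test, p = 0.667). The mutant library was thus higher in both replicates, by 3.01 and 4.85 percentage points, with control replicate 1 above mutant replicate 2. Without control replicate 2, where the replicates weighed unequally, the difference fell from 3.93 to 0.664. Median depths in this lineage were 11665.0, 9910.0, 11267.5 and 9217 UMIs, and the share with an *Mbp* UMI in ependymal cells was 1.53%, 0.500%, 1.55% and 2.06%. In microglia it was 6 of 150, 0 of 23, 3 of 52 and 3 of 40 cells (4.00%, 0%, 5.77% and 7.50%), also higher in the mutant in both replicates, by 1.77 and 7.50 percentage points, and in pericytes 0%, 1.55%, 2.44% and 0.388%. Summed over the lineage, *Mbp* was counted at 604 and 392 CPM in control replicates 1 and 2 and at 725 and 664 CPM in mutant replicates 1 and 2, a log2 change of 0.48 (standard error 0.305), with both mutant libraries above both control libraries. That of *Gad1* was 0.01 (standard error 0.534), and neither passed an adjusted p-value of 0.05 over all genes. Oligodendrocytes as a share of the lineage were 16.4% and 7.07% in the control libraries and 17.7% and 7.00% in the mutant libraries (exact permutation test, p = 1).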

**Fig. 3:**
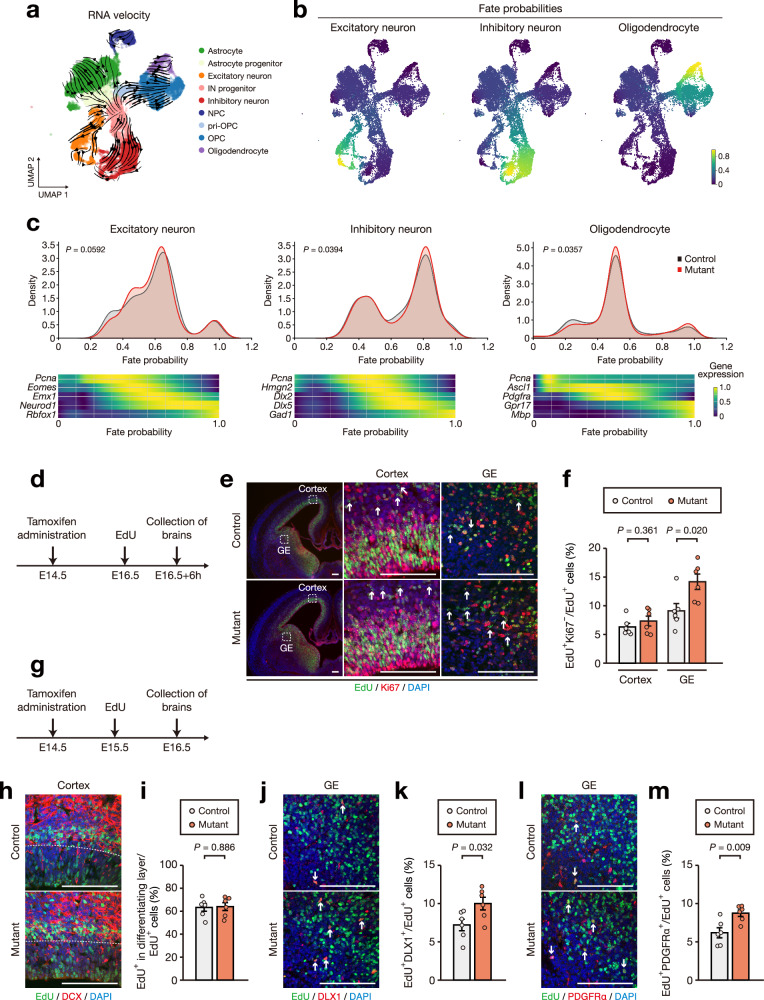
*Chd8* heterozygous mutation is associated with accelerated cell-cycle exit and differentiation in ventral progenitor cells. **a** RNA velocity field projected onto the UMAP of the scRNA-seq data, with exclusion of the clusters corresponding to microglia, pericytes, and endothelial cells. **b** UMAP visualization highlighting cell fate probabilities directed toward the three terminal states of excitatory neuron, inhibitory neuron, and oligodendrocyte. **c** Density plots (upper panels) for control and mutant cells showing fate probabilities toward excitatory neurons (left), inhibitory neurons (middle), and oligodendrocytes (right), as well as corresponding heat maps (lower panels) representing the expression trends for the indicated genes across the fate probabilities. **d**–**f** Protocol for EdU pulse-chase analysis of cell-cycle exit (**d**), immunofluorescence staining of Ki67 and EdU (**e**), and quantification of the number of cells negative for Ki67 among EdU^+^ cells (**f**) in the cortex and ganglionic eminence (GE) of *Nestin-CreER*^T2^*/Rosa26-tdTomato/Chd8*^+/+^ (control) and *Nestin-CreER*^T2^*/Rosa26-tdTomato/Chd8*^+/F^ (mutant) embryos at 6 h after pulse-labeling with EdU at E16.5 and administration of tamoxifen at E14.5 (*n* = 6 mice per genotype). Arrows indicate EdU^+^/Ki67^–^ cells. Scale bars, 100 µm. **g**–**m** Protocol for EdU pulse-chase analysis of progenitor cell differentiation (**g**); immunofluorescence staining of DCX and EdU (**h**) and quantification of the number of cells in the differentiating layer marked by DCX among EdU^+^ cells (**i**) in the cortex; immunofluorescence staining of DLX1 and EdU (**j**) and quantification of the number of cells positive for DLX1 among EdU^+^ cells (**k**) in the GE; and immunofluorescence staining of PDGFRα and EdU (**l**) and quantification of the number of cells positive for PDGFRα among EdU^+^ cells (**m**) in the GE of *Nestin-CreER*^T2^*/Rosa26-tdTomato/Chd8*^+/+^ (control) and *Nestin-CreER*^T2^*/Rosa26-tdTomato/Chd8*^+/F^ (mutant) embryos at 24 h after pulse-labeling with EdU at E15.5 and administration of tamoxifen at E14.5 (*n* = 6 mice per genotype). Arrows indicate DLX1^+^/EdU^+^ and PDGFRα^+^/EdU^+^ cells in (**j**) and (**l**), respectively. Scale bars, 100 µm. Data in (**f**), (**i**), (**k**), and (**m**) are means ± s.e.m., and the *P-*values were calculated with the two-tailed Student’s *t* test.

To analyze further the differences observed in the fate probability analysis, we examined the primary effects of *Chd8* mutation on embryonic neural development. During embryonic neurogenesis, excitatory neurons originate from the ventricular zone of the dorsal telencephalon, whereas inhibitory neurons and oligodendrocyte-lineage cells originate from the ventricular zone of the ventral telencephalon (that is, the ganglionic eminence)^41–45^. Cre-mediated recombination was efficiently induced in SOX2-positive progenitor cells in the dorsal and ventral ventricular zone of *Nestin-CreER*^T2^ mice as early as 6 h after tamoxifen administration at E14.5 (Supplementary Fig. 7a–d). We confirmed that the abundance of CHD8 in tdTomato-positive cells with a *Chd8* heterozygous mutation induced at E14.5 was significantly lower than that in those of control mice beginning at E16.5 (Supplementary Fig. 7e–g). On the basis of these findings, we investigated the differentiation status of dorsal and ventral cells at E16.5 by 5-ethynyl-2’-deoxyuridine (EdU) pulse-chase analysis. Pulse-labeling with EdU for 6 h at E16.5 revealed that the *Chd8* heterozygous mutation induced at E14.5 was associated with a significantly higher proportion of Ki67-negative EdU^+^ cells (cells that had exited the cell cycle) in the ganglionic eminence but not in the cortex (Fig. 3d–f). In addition, EdU pulse-labeling for 24 h between E15.5 and E16.5 confirmed that the frequency of cells in the differentiating layer of the cortex, marked by DCX, was similar between control and mutant mice, whereas the frequency of differentiating interneurons and oligodendrocytes—marked by DLX1 and PDGFRα, respectively—was significantly higher in the ganglionic eminence of the mutant mice (Fig. 3g–m). These results suggested that the midfetal induction of *Chd8* heterozygous mutation results in acceleration of cell-cycle exit and differentiation of ventral progenitor cells.

### Spatial transcriptome analysis reveals that *Chd8* mutation is associated with region-specific changes in gene expression and cell communication in the adult brain

To examine the impact of altered neurogenesis due to *Chd8* mutation on the adult mouse brain, we performed spatial transcriptome analysis with the use of a CosMx Spatial Molecular Imager and 1000-Plex RNA Mouse Neuroscience Panel^46^. The analysis was performed with coronal sections of the cortex and striatum from the brain of control (global *Chd8* wild-type; *Chd8*^+/+^) and mutant (global *Chd8* heterozygous; *Chd8*^+/–^) mice at 8 weeks of age (Fig. 4a). After data integration, we visualized 14 clusters by UMAP and detected specific expression of marker genes in each cluster (Fig. 4b, c and Supplementary Fig. 8a). These clusters and the expression of the representative genes were spatially visualized in the cortex and striatum, covering distinct regions including cortical layers, white matter, and ventricular areas (Fig. 4d and Supplementary Fig. 8b, c). The cell populations in each cluster were similar between the control and mutant groups (Fig. 4e, f). Comparisons of gene expression between the mutant and control brain across each cluster revealed several DEGs, with both unique and overlapping expression changes in various cell types and regions (Fig. 4g–l, Supplementary Fig. 8d, and Supplementary Data 3). For the layer II–IV neuron cluster, we observed an increase in immediate-early gene expression together with a decrease in synapse-related and GABA receptor gene expression in the mutant, with these expression changes including several layer-specific changes (Fig. 4g, h). For the D1-type medium spiny neuron (D1-MSN) cluster, the expression of *Drd1* as well as of several genes encoding ion channels and neurotransmitter receptors was increased in the mutant (Fig. 4i). About half of the DEGs for the D1-MSN cluster were shared with the D2-MSN cluster (Fig. 4j). For the interneuron cluster, the expression of *Slc32a1*, which encodes vesicular inhibitory amino acid transporter (VGAT), was downregulated in the mutant cortex (Supplementary Fig. 9a, b and Supplementary Data 3). In addition, oligodendrocytes in the cortex and striatum showed correlated changes in gene expression, with a common decrease in the expression of myelin-related genes such as *Mag*, *Mog*, and *Plp1* in the mutant (Fig. 4k, l).

**Fig. 4:**
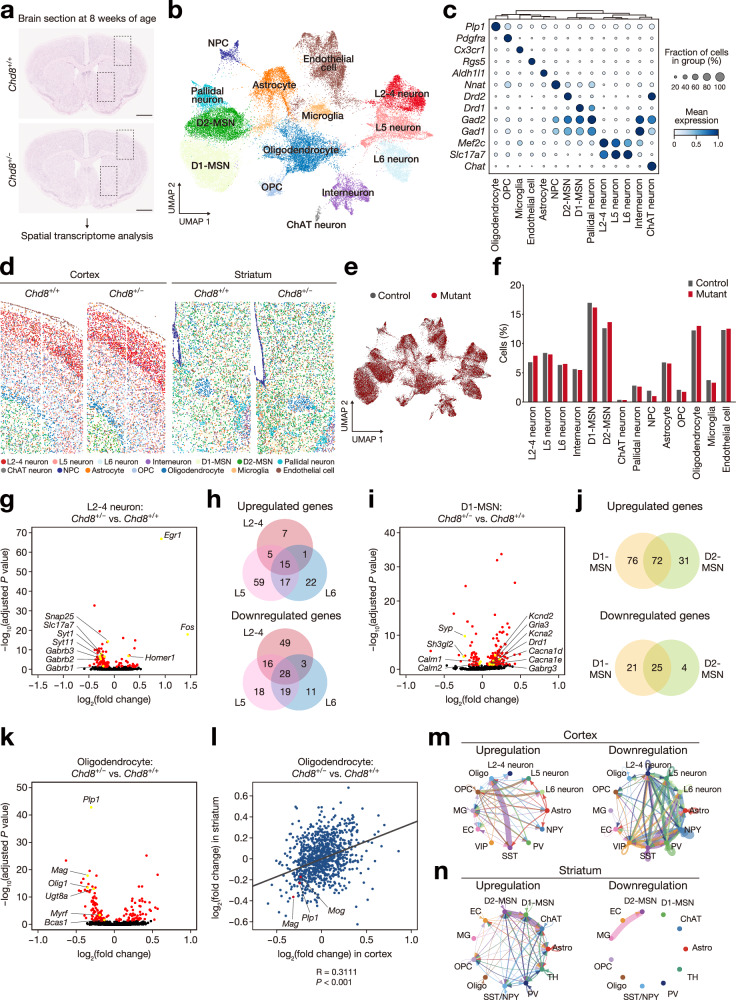
Spatial transcriptome analysis reveals that *Chd8* mutation is associated with region-specific changes in gene expression and cell communication in the adult brain. **a** In situ hybridization for *Actb* mRNA in serial coronal brain sections from one 8-week-old *Chd8*^+/–^ (mutant) and one age-matched *Chd8*^+/+^ (control) mouse. Four regions (two cortical and two striatal) per genotype were analyzed. The black boxes represent regions selected for spatial transcriptome analysis. Scale bars, 1 mm. **b** UMAP of 50,505 cells from the cortex and striatum of mutant and control mice. **c** Dot plot showing expression of signature genes across the 14 clusters identified in (**b**). **d** Spatial distribution of each cluster characterized in (**b**). **e**, **f** UMAP (**e**) and quantification (**f**) of cell-type distribution in control (gray) and mutant (red) cells (two-sided Fisher’s exact test with Bonferroni correction). **g** Volcano plot for DEGs in the cortical layer II–IV (L2-4) neuron cluster of mutant versus control. DEGs (FDR-adjusted *P-*value < 0.05) are shown in red. Synapse-, neurotransmitter receptor–, and neuronal activity–related genes are highlighted in yellow. **h** Venn diagrams showing overlap of up- and downregulated DEGs among L2-4, L5, and L6 neuron clusters. **i** Volcano plot for DEGs in the D1-type medium spiny neuron (D1-MSN) cluster of mutant versus control. Synapse- and ion channel–related genes are highlighted in yellow. **j** Venn diagrams showing overlap of up- and downregulated DEGs between D1-MSN and D2-MSN clusters. **k** Volcano plot for DEGs in the oligodendrocyte cluster of mutant versus control. Genes related to myelination are highlighted in yellow. **l** Pearson correlation analysis (two-sided) for fold change in gene expression in the oligodendrocyte clusters of the cortex and striatum for *Chd8* mutant versus control (*P* = 6.0 × 10^–24^). **m**, **n** Circle plots representing upregulated and downregulated intercellular communication networks among cell type clusters in the cortex (**m**) or striatum (**n**) for mutant versus control. Astro, astrocyte; EC, endothelial cell; MG, microglia; Oligo, oligodendrocyte; NPY, PV, SST, VIP, and TH, interneurons positive for neuropeptide Y, parvalbumin, somatostatin, vasoactive intestinal peptide, or tyrosine hydroxylase, respectively. Wilcoxon rank-sum test (two-sided) with Benjamini–Hochberg correction in (**g**, **i**, **k**).

We then investigated the effect of these gene expression changes in each cluster on intercellular communication networks with the use of the NeuronChat algorithm, which predicts the strength of connections on the basis of the expression of genes for neurotransmitter receptors and those related to signaling pathways^47^. Given the heterogeneity of interneuron subtypes, we further subdivided the interneuron cluster into specific subclusters, distinguishing cortical subtypes such as parvalbumin (PV), somatostatin (SST), and vasoactive intestinal peptide (VIP) neurons as well as striatal subtypes including PV, SST/neuropeptide Y (NPY), and tyrosine hydroxylase (TH) neurons (Supplementary Fig. 8e–g). We found that interneurons manifested downregulation of GABA signaling, resulting in decreased interactions with excitatory neurons across various layers in the cortex of *Chd8* mutant mice (Fig. 4m and Supplementary Fig. 9c). In contrast, intercellular communication among MSNs, choline acetyltransferase (ChAT) neurons, and interneurons was upregulated in the striatum of *Chd8* mutant mice (Fig. 4n and Supplementary Fig. 9d). Together, our spatial transcriptome analysis of the adult brain revealed that CHD8 haploinsufficiency resulted in dysregulation of gene expression and alterations in cell-to-cell communication in inhibitory neurons in a region-dependent manner.

### Functional deficits in excitatory and inhibitory neuronal networks in *Chd8* mutant mice

Having uncovered transcriptomic changes associated with CHD8 haploinsufficiency, we next investigated neuronal function in *Chd8* mutant mice. To assess inhibitory connectivity in vivo, we used fiber photometry combined with optogenetic manipulation in the medial prefrontal cortex. We first validated successful optogenetic activation of inhibitory neurons. We injected the adeno-associated virus (AAV) vectors AAV-Syn-FLEX-GCaMP6f and AAV-Syn-FLEX-ChrimsonR-tdTomato^48^ into *Vgat-ires-Cre* mice^49^, in which Cre recombinase is expressed specifically in GABAergic interneurons that express *Slc32a1* (*Vgat*), and implanted an optic fiber above the injection site (Fig. 5a–c). This strategy achieved Cre-dependent and therefore interneuron-specific expression of both the Ca^2+^ indicator GCaMP6f and the red-shifted opsin ChrimsonR, allowing simultaneous optical activation and Ca^2+^ signal recording. Light stimulation of ChrimsonR at 648 nm resulted in an immediate increase in Ca^2+^‑dependent GCaMP6f fluorescence (Fig. 5d), whereas the Ca^2+^‑independent signal remained unchanged (Fig. 5e), confirming successful activation of inhibitory neurons.

**Fig. 5:**
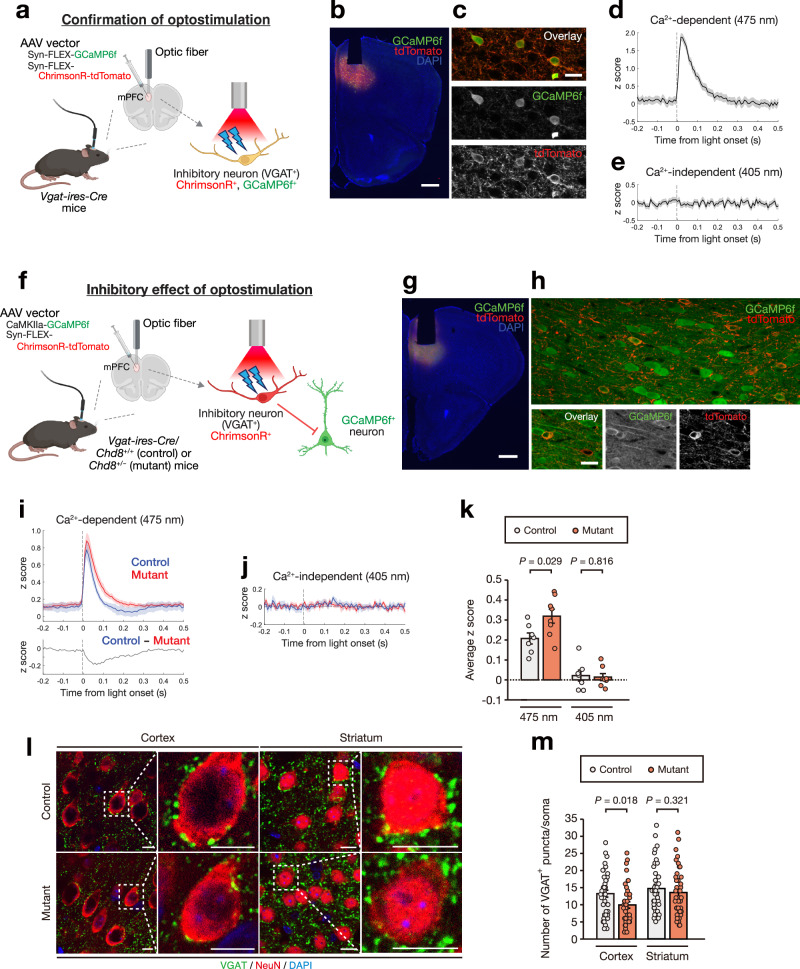
Functional deficits of excitatory and inhibitory neuronal networks in *Chd8* mutant mice. **a** Schematic representation of the experimental approach to confirm optogenetic stimulation of VGAT^+^ inhibitory neurons. AAV-mediated Cre-dependent coexpression of the Ca^2+^ indicator GCaMP6f and the red-shifted opsin ChrimsonR allows detection of light-induced neuronal activation by fiber photometry. **b** Fluorescence image showing the site of optic fiber implantation and expression of GCaMP6f and (ChrimsonR-)tdTomato in the medial prefrontal cortex. **c** Fluorescence images showing coexpression of GCaMP6f and (ChrimsonR-)tdTomato. **d**, **e** Stimulus‑triggered average traces of z-scored GCaMP6f fluorescence in *Vgat-ires-Cre/Chd8*^+/+^ mice. A rapid increase in Ca^2+^-dependent fluorescence (**d**), without an increase in Ca^2+^-independent fluorescence (**e**), indicates successful optogenetic activation of ChrimsonR-expressing interneurons. **f** Schematic representation of the experimental approach to examine the effect of optogenetically activated VGAT^+^ inhibitory neurons on surrounding neurons. AAV-mediated expression of ChrimsonR in VGAT^+^ neurons and GCaMP6f in surrounding neurons allows detection of synaptic inhibition. **g** Fluorescence image showing the site of optic fiber implantation and expression of GCaMP6f and (ChrimsonR-)tdTomato in the medial prefrontal cortex. **h** Fluorescence images showing that most GCaMP6f-positive neurons were negative for (ChrimsonR-)tdTomato, with a small subset showing coexpression. **i**,**j** Stimulus-triggered average z-scored traces of GCaMP6f fluorescence in control (*Chd8*^+/+^) and mutant (*Chd8*^+/–^) mice. Ca^2+^-dependent and Ca^2+^-independent traces are shown in (**i**, upper) and (**j**), respectively. The subtracted trace (control – mutant) is shown in (**i**, lower trace). **k** Mean z scores over the first 300 ms after light stimulation for control (*n* = 7 mice) and mutant (*n* = 8 mice). **l**, **m** Immunofluorescence staining of VGAT and NeuN (**l**) and quantification of VGAT^+^ puncta per NeuN^+^ soma (**m**) in the cortex and striatum of *Chd8*^+/–^ (mutant) and *Chd8*^+/+^ (control) mice at 8 weeks of age (*n* = 40 somas per genotype). Scale bars, 500 µm (**b**,**g**), 20 µm (**c**,**h**), or 10 µm (**l**). Lines and shaded regions in (**d**), (**e**), (**i**), and (**j**) indicate means ± s.e.m. Data in (**k**) and (**m**) are means ± s.e.m., and *P-*values were calculated with two-tailed Student’s *t* test. Parts of Fig. 5a, f were created in BioRender. Created in BioRender. Tashiro, A. (2026) https://BioRender.com/zbnnto5. Created in BioRender. Tashiro, A. (2026) https://BioRender.com/qnnrmmm.

We then examined whether CHD8 haploinsufficiency alters the function of inhibitory neuronal circuits. To this end, we induced ChrimsonR expression specifically in inhibitory neurons while expressing GCaMP6f under the control of the Ca^2+^/calmodulin-dependent protein kinase IIα (CaMKIIα) gene promoter in the medial prefrontal cortex (Fig. 5f). Although the CaMKIIα gene promoter has been described as specific for excitatory neurons, the short promoter sequence commonly included in AAV vectors is not strictly specific to excitatory neurons and is active also in interneurons^50^. Consistent with this nonspecific promoter activity, whereas most GCaMP6f-positive neurons were negative for ChrimsonR-tdTomato, a small proportion showed coexpression (Fig. 5g, h).

In control mice, 648-nm light stimulation evoked a biphasic response in the Ca^2+^-dependent signal (Fig. 5i). Immediately after stimulus onset, Ca^2+^-dependent fluorescence showed a rapid, transient increase, likely reflecting direct optogenetic activation of the small population of ChrimsonR/GCaMP6f double-positive inhibitory neurons. This initial increase was followed by a slower late-phase decrease in the Ca^2+^-dependent signal that dropped below the baseline level, consistent with synaptic inhibition exerted by the activated inhibitory neurons on surrounding GCaMP6f-positive neurons. Light stimulation did not elicit a response in the Ca^2+^‑independent signal (Fig. 5j).

In *Chd8* mutant mice, the evoked Ca^2+^-dependent signal was higher than that in control mice over the entire course of the biphasic response (Fig. 5i). The time course of the difference in the Ca^2+^ signal between the control and mutant mice did not resemble the early-phase response; instead, it showed a slower profile that overlapped with the late-phase component. This result indicated that the difference was unlikely due to an increased early‑phase direct activation of ChrimsonR‑expressing neurons in the mutant mice, but more likely reflected a decrease in the late‑phase synaptic inhibitory response in the mutant mice. Quantification of the light‑evoked Ca^2+^‑dependent response within the first 300 ms after stimulation onset revealed a significantly larger signal in *Chd8* mutant mice than in the control animals (Fig. 5k), reflecting the absence of or a reduction in the late‑phase undershoot below baseline in the mutant. These findings were thus suggestive of impaired functional connectivity of GABAergic neurons in the medial prefrontal cortex of adult *Chd8* mutant mice.

To characterize further the functional properties of excitatory and inhibitory neurons individually, we performed microelectrode array (MEA) recordings. For the assessment of excitatory neuronal activity, we prepared primary cultures from the E13.5 cortex, which were predominantly excitatory (Supplementary Fig. 10a–c). Excitatory neurons from *Chd8* mutant embryos manifested a significant reduction in mean firing rate, whereas spike amplitude and total axonal length were similar to those for control mice (Supplementary Fig. 10d–h), indicative of hypoactivity in excitatory neurons without an overt change in single-spike amplitude or gross morphology. For investigation of inhibitory neurons, we established primary cultures from the E13.5 ganglionic eminence (Supplementary Fig. 10a–c)^51^. Inhibitory neurons from *Chd8* mutant embryos showed a significantly shorter axonal branch length compared with control embryos, whereas firing frequency and spike amplitude were unchanged (Supplementary Fig. 10i–m), suggestive of a reduced capacity of inhibitory neurons in the mutant mice to influence surrounding network activity.

Consistent with the impaired inhibitory connectivity for *Chd8* mutant mice indicated by transcriptome analysis (Fig. 4m, n), in vivo functional assay (Fig. 5i, k), and axonal morphology in MEA recordings (Supplementary Fig. 10l, m), immunostaining of the *Chd8* mutant cortex revealed a significant reduction in perisomatic VGAT-positive puncta (Fig. 5l, m). Collectively, these in vivo and in vitro findings were indicative of dysfunction of both excitatory and inhibitory neurons in *Chd8* mutant mice.

### Genetic rescue of *Chd8* expression in neural stem cells at E14.5 or in ventral progenitor cells ameliorates behavioral abnormalities

We next investigated whether the restoration of *Chd8* expression at a specific time or location might prevent the development of phenotypes associated with *Chd8* heterozygous mutation. For this purpose, we generated knock-in mice harboring an LSL cassette preceded by a splicing acceptor site between exons 8 and 9 of the endogenous *Chd8* locus (*Chd8*^+/LSL^ mice) (Fig. 6a). *Nestin-Cre/Chd8*^+/LSL^ mice manifested CHD8 haploinsufficiency in the testis (absence of Cre-mediated recombination), whereas the expression of CHD8 was restored to near wild-type levels in the brain (with Cre-mediated recombination) (Supplementary Fig. 11a, b). As expected, *Chd8*^+/LSL^ mice developed macrocephaly, without a change in body weight (Supplementary Fig. 12a, b), as well as autistic-like behavioral phenotypes including contact abnormality in the reciprocal social-interaction test (Supplementary Fig. 12c, d) and increased anxiety-like behavior in the elevated plus-maze, light-dark transition, and open-field tests (Supplementary Fig. 12e–k), similar to the characteristics of *Chd8*^+/–^ mice^14,15^. Neural stem cell–specific restoration of CHD8 expression by the *Nestin-Cre* transgene attenuated the development of macrocephaly and behavioral abnormalities in both male and female *Chd8*^+/LSL^ mice (Supplementary Fig. 12b–k). We then investigated whether the timing of the restoration of *Chd8* expression influences this improvement in behavioral phenotypes. The genetic rescue of *Chd8* expression at E14.5 or before, but not at E17.5 or after, ameliorated autistic-like behavior in both male and female mice without affecting macrocephaly (Fig. 6b–d, Supplementary Fig. 13, and Supplementary Fig. 14). These findings suggested that, similar to the relation between *Chd8* heterozygous mutation and behavioral abnormalities, the midfetal restoration of *Chd8* expression is critical for improvement of behavioral phenotypes.

**Fig. 6:**
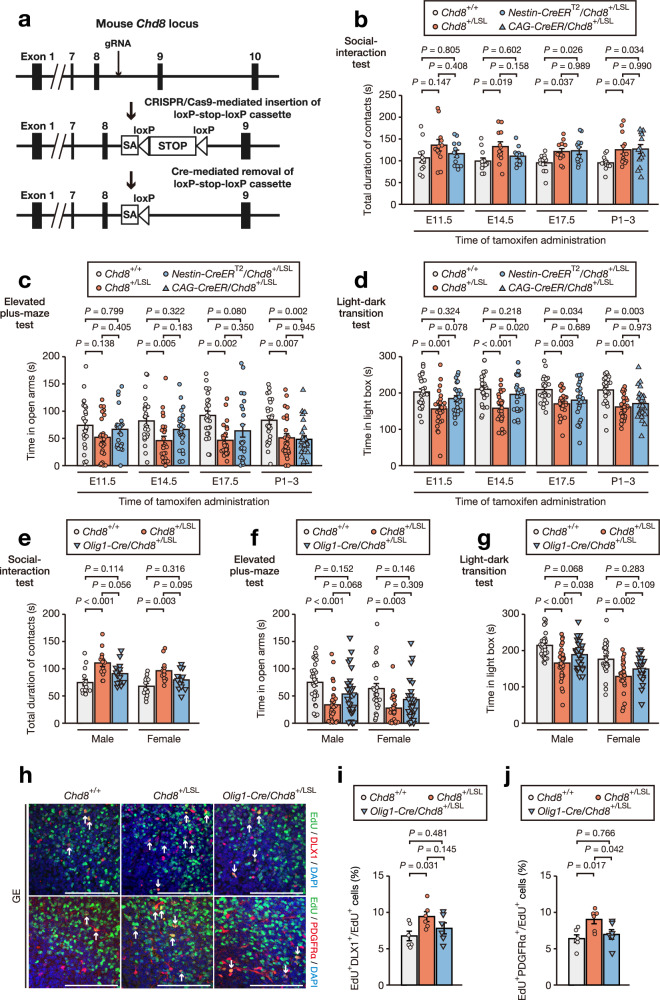
Genetic rescue of *Chd8* expression in neural stem cells at E14.5 or in ventral progenitor cells ameliorates behavioral abnormalities. **a** Schematic depicting the generation of *Chd8*^+/LSL^ mice for Cre-dependent rescue of *Chd8* expression. gRNA, guide RNA; SA, splice acceptor. **b**–**d** Total duration of contacts for the social-interaction test (**b**), time spent in the open arms for the elevated plus-maze test (**c**), and time spent in the light chamber for the light-dark transition test (**d**) in *Chd8*^+/+^, *Chd8*^+/LSL^, and *Nestin-CreER*^T2^/*Chd8*^+/LSL^ adult male mice treated with tamoxifen at E11.5, E14.5, or E17.5 (*n* = 24 per genotype), and with *Chd8*^+/+^, *Chd8*^+/LSL^, and *CAG-CreER*/*Chd8*^+/LSL^ adult male mice treated with tamoxifen at P1–3 (*n* = 26 per genotype). **e**–**g** Total duration of contacts for the social-interaction test (**e**), time spent in the open arms for the elevated plus-maze test (**f**), and time spent in the light chamber for the light-dark transition test (**g**) in *Chd8*^+/+^, *Chd8*^+/LSL^, and *Olig1-Cre*/*Chd8*^+/LSL^ adult male mice (*n* = 30, 29, and 30 per genotype, respectively) and female mice (*n* = 24 per genotype). All behavioral tests in (**b**) to (**g**) were conducted with mice at 9 to 13 weeks of age. **h**–**j** Immunofluorescence staining of DLX1 and EdU (upper) and of PDGFRα and EdU (bottom) (**h**) as well as quantification of the number of cells positive for DLX1 among EdU^+^ cells (**i**) and of those positive for PDGFRα among EdU^+^ cells (**j**) in the ganglionic eminence (GE) of *Chd8*^+/+^, *Chd8*^+/LSL^, and *Olig1-Cre*/*Chd8*^+/LSL^ mice at 24 h after pulse-labeling with EdU at E15.5 (*n* = 6 per genotype). Arrows indicate DLX1^+^/EdU^+^ and PDGFRα^+^/EdU^+^ cells in (**h**, upper) and (**h**, bottom), respectively. Scale bars, 100 µm. All data are means ± s.e.m. *P-*values were calculated by one-way ANOVA with Tukey’s post hoc test. The exact *P-*values for (**d**) (*Chd8*^+/+^ versus *Chd8*^+/LSL^ at E14.5), (**e**–**g**) (male *Chd8*^+/+^ vs *Chd8*^+/LSL^) were 9.8 × 10^–5^, 2.3 × 10^–4^, 2.5 × 10^–4^, and 2.6 × 10^–5^, respectively.

Given that we found that neurogenesis was defective in ventral progenitor cells of *Chd8* mutant mice, we examined whether ventral cell–specific restoration of CHD8 expression might also prevent the development of behavioral phenotypes. We previously showed that *Olig1-Cre*–induced mutation of *Chd8* (*Olig1-Cre/Chd8*^+/F^ mice) gave rise to autistic-like behavior^26^. *Olig1-Cre* expression was detected in ventral progenitor cells but not in dorsal progenitor cells at E14.5 (Supplementary Fig. 11c–e), consistent with previous results showing that OLIG1 is widely expressed in the progenitors of both oligodendrocytes and interneurons^52,53^. Behavioral tests showed that autistic-like behavioral phenotypes, but not macrocephaly, were attenuated in both male and female *Olig1-Cre/Chd8*^+/LSL^ mice compared with *Chd8*^+/LSL^ mice (Fig. 6e–g and Supplementary Fig. 15). We confirmed that restoration of *Chd8* expression in ventral progenitor cells by *Olig1-Cre* resulted in normalization of the differentiation of progenitors of both interneurons and oligodendrocytes (Fig. 6h–j). These results thus indicated that the restoration of *Chd8* expression in ventral progenitor cells is sufficient to ameliorate behavioral phenotypes and the altered differentiation status of ventral cells conferred by CHD8 haploinsufficiency. The generation of *Chd8*^+/LSL^ mice to rescue CHD8 expression thus uncovered the critical period and region for correction of behavioral phenotypes.

## Discussion

With the use of behavioral tests and transcriptome analysis, we have here identified in an unbiased manner both the critical period and brain region responsible for the development of behavioral abnormalities due to *Chd8* heterozygous mutation. Among the various alterations in neurogenesis induced by CHD8 haploinsufficiency, our results indicate that accelerated differentiation of ventral progenitor cells is associated with the development of autistic-like behavior. The genetic restoration of *Chd8* expression with an LSL mouse model further corroborated this relation.

*Chd8* heterozygous mutant mice have been studied as a model of ASD because their phenotypes recapitulate key features of humans with this condition due to *CHD8* mutations^14,15^. Similar to other major autism-related proteins, CHD8 is expressed in a variety of cell types and contributes to the developmental processes of multiple cell lineages^22–26^. Given that behavioral abnormalities are central to ASD symptomatology and that their improvement is a primary therapeutic goal^1,3^, deciphering the causal relation between neural and behavioral abnormalities is crucial. Our study has now provided unbiased insight into the spatiotemporal identity of specific neural alterations responsible for behavioral abnormalities, with our results implicating ventral progenitor cells, rather than dorsal ones, in behavioral phenotypes.

During embryonic neurogenesis, interneurons and oligodendrocytes originate from the ventricular zone of the ganglionic eminence and migrate to the cortex and striatum^41–45^. Furthermore, intercellular cooperation between interneurons and OPCs is required for their proper differentiation and migration^54,55^. Evidence has suggested that dysregulated differentiation of these ventrally derived cells is associated with the development of ASD^7,56,57^. Several ASD mouse models, including those with *Nlgn3* or *Shank3* mutations, manifest defective differentiation of GABAergic interneurons^7,8,58,59^. On the other hand, proper differentiation of oligodendrocyte-lineage cells and subsequent myelination are important for the development of neural connectivity^60,61^. Mutations in major autism-related genes such as *PTEN* and *MECP2* impair oligodendrocyte differentiation and myelination through effects on the mTOR pathway and NF-κB signaling, respectively^62–65^. Importantly, single-nucleus RNA-seq analysis of postmortem human cortex revealed cell–type–specific and region-dependent changes in gene expression affecting inhibitory neurons and OPCs in individuals with ASD^66^, and scRNA-seq analysis of human cerebral organoids showed that *CHD8* disruption compromises the differentiation and thereby increases the production of inhibitory neurons^23,24^. These human data are consistent with our results obtained with the *Chd8* mouse model, supporting a conserved role for CHD8 in the regulation of inhibitory neurogenesis across species.

Integration of our findings with the embryonic ganglionic eminence, the P5 telencephalon, and adult cortex and striatum suggests a stage-dependent pattern of neurodevelopmental changes. 

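Enrichment scores were also computed with fgsea on genes ranked by the Wilcoxon score over cells, a ranking chosen after seeing the data, for all cells of a type and within each replicate. In inhibitory neurons, the Int4 set of Supplementary Data 2 had a normalized enrichment score of 1.69, at 1.64 in replicate 1 and 1.41 in replicate 2, and the Int2 set had a score of -1.62, at -1.68 in replicate 1 and 0.79 in replicate 2. In OPCs, the score of the oligodendrocyte set was 1.71, at 1.74 in replicate 1 and 0.89 in replicate 2, and that of the OPC set was 1.66, at 1.83 in replicate 1 and -1.23 in replicate 2. In oligodendrocytes, the oligodendrocyte set scored 2.12, at 1.94 and 2.01 in replicates 1 and 2, and the OPC set -2.04, at -1.97 and -1.79. The Int4 set in inhibitory neurons and both sets in oligodendrocytes thus kept their sign in both replicates, and the OPC set in OPCs did not. Cells are not independent replicates of a genotype, so these scores measure the difference between libraries, and the signs are those of the libraries as labelled.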

Consistent with a prenatal shift toward differentiation of ventral progenitors induced by *Chd8* mutation as revealed by EdU labeling (Fig. 3d–m), scRNA-seq analysis of the telencephalon at P5 revealed enrichment of differentiation programs across inhibitory neuron, OPC, and oligodendrocyte clusters (Fig. 2i). Of note, whereas OPC and oligodendrocyte fractions were increased in the *Chd8* mutant mice at P5, the interneuron fraction was unchanged (Fig. 2h). This latter result may reflect the physiological wave of early postnatal death of cortical interneurons^67^, which might mask prenatal differences in the production of inhibitory neurons. 

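Inhibitory neurons made up 21.6% (exact 95% interval 20.6 to 22.7) and 9.42% (8.39 to 10.5) of the cells of control replicates 1 and 2 and 19.0% (18.0 to 20.0) and 8.29% (7.37 to 9.29) of those of mutant replicates 1 and 2. Their mean share was 15.5% ± 8.65 (SD, n = 2 libraries) for the control and 13.6% ± 7.57 (SD, n = 2) for the mutant (exact permutation test, two-sided, p = 0.667). The mutant share was the lower within each replicate, by -2.65 percentage points in replicate 1 and -1.13 in replicate 2, and the contrast between replicates was several times as large. Leaving out control replicate 1 or mutant replicate 2 changed the sign of the mean difference, to 4.23 and 3.46 percentage points, since the replicates then weighed unequally. IN progenitors made up 6.50% and 3.63% of the control libraries and 6.08% and 2.13% of the mutant libraries (exact permutation test, p = 0.667). The log2 change in the abundance of inhibitory neurons was -0.19 (adjusted p = 0.987 in edgeR's quasi-likelihood test). For OPCs, whose share was higher in both mutant libraries, the number of pooled cells behind a percentage does not replace the number of libraries, which was 2 per genotype.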

Transcriptome profiling of the adult cortex and striatum revealed downregulation of myelination programs in oligodendrocytes and reduced inhibitory synapse–related gene expression in interneurons of the mutant mice (Fig. 4g–n), indicative of hypomaturation or hypofunction at later stages. Consistent with these molecular signatures, our functional analysis in the medial prefrontal cortex indicated that the inhibitory control exerted by VGAT^+^ interneurons over the surrounding network is weakened in adult *Chd8* heterozygous mutant mice. Several ASD models have shown that precocious cell-cycle exit of progenitors leads to transient developmental advancement followed by hypofunction at later stages^27,68^. Indeed, a previous analysis of *Chd8* heterozygous mice found enhanced oligodendrocyte function up to P11 but reduced functionality at adult stages^27^, consistent with our current findings. The relations among our findings obtained at different developmental stages require careful interpretation, however. Given that the datasets are cross-sectional snapshots, they should be viewed within a developmental stage–specific framework and do not establish lineage-level causality.

Finally, with the use of newly established *Chd8*^+/LSL^ mice, we showed that the development of behavioral abnormalities due to CHD8 haploinsufficiency can be ameliorated by genetic restoration of *Chd8* expression in a spatiotemporally dependent manner. The improvement of behavioral phenotypes by restoration of *Chd8* expression specifically in neural stem cells at E14.5 or in ventral progenitor cells of *Chd8* mutant mice confirmed that the development of autistic-like behavior is dependent on both time and cell type. In addition, the prevention of behavioral phenotypes suggests a degree of plasticity in ASD associated with CHD8 haploinsufficiency and opens avenues for future therapeutic possibilities, as has been shown in other ASD mouse models^69,70^. We have here presented a new strategy to identify the primary relation between neural alterations and behavioral phenotypes, thereby providing a platform that may facilitate the development of treatments for the core symptoms of ASD.

## Methods

### Mice

*Chd8*^+/F^ mice were generated by flanking exon 11-13 of the *Chd8* gene with loxP sites, and *Chd8*^+/–^ mice were obtained by Cre-mediated deletion of the floxed allele^14^. *Chd8*^+/F^ mice were crossed with *Nestin-Cre*, *Nestin-CreER*^T2^, or *CAG-CreER* heterozygous mice to produce *Nestin-Cre*/*Chd8*^+/F^, *Nestin-CreER*^T2^/*Chd8*^+/F^, or *CAG-CreER*/*Chd8*^+/F^ mice, respectively. *Rosa26-tdTomato* mice harboring a tdTomato reporter gene with a CAG promoter and LSL cassette at the *Rosa26* locus were crossed with *Nestin-CreER*^T2^ or *Olig1-Cre* mice to produce *Nestin-CreER*^T2^*/Rosa-tdTomato* and *Olig1-Cre/Rosa-tdTomato* mice, respectively. Offspring of *Chd8*^+/F^, *Nestin-Cre*, *Nestin-CreER*^T2^, *CAG-CreER*, *Olig1-Cre*, and *Rosa-tdTomato* mice were backcrossed onto the C57BL/6 J line for at least nine generations. *Vgat-ires-Cre* mice were generated by in vitro fertilization with cryopreserved sperm provided by K. Kaneda (Kanazawa University). The original mice were obtained from The Jackson Laboratory (stock *Slc32a1*^*tm2(cre)Lowl*^/J, strain #:016962), and they had been backcrossed to the C57BL/6 J background for more than five generations before sperm cryopreservation. Mice were genotyped by polymerase chain reaction (PCR) analysis of genomic DNA with primers for *Chd8* (5’-CCCAAAAGACCAAATCAAACAAAC-3’, 5’-CCATAGGCTGAAGAACCGTAATTG-3’, and 5’-AGGCTTAGAAACCCGTCGAG-3’), *Cre* (5’-AGGTTCGTTCACTCATGGA-3’ and 5’-TCGACCAGTTTAGTTACCC-3’), *Rosa-tdTomato* (5’-CTGTTCCTGTACGGCATGG-3’ and 5’-GGCATTAAAGCAGCGTATCC-3’), and *Vgat-ires-Cre* (5’-CTTCGTCATCGGCGGCATCTG-3’, 5’-CAGGGCGATGTGGAATAGAAA-3’, and 5’-CCAAAAGACGGCAATATGGT-3’). Sex was not determined for fetal experiments, whereas both male and female mice were used in postnatal experiments, as indicated where applicable. All mice, with the exception of *Vgat-ires-Cre and Chd8*^+/–^ mice, were maintained under specific pathogen–free conditions, and all experiments were approved by the Animal Care Committee of Kanazawa University (permission no. AP-224334). Experiments with genetically modified animals were approved by the Institutional Biosafety Committee (protocol no. KINDAI 6-2135). Animals were monitored regularly to ensure welfare, and all efforts were made to minimize suffering. Mice were housed under a 12 h light/dark cycle at 23 ± 3 °C and 55 ± 10% humidity, with ad libitum access to food and water. Mice were euthanized by carbon dioxide inhalation in accordance with institutional guidelines.

### Generation of *Chd8* LSL mice

*Chd8* conditional knock-in floxed (*Chd8*^+/LSL^) mice were generated by CRISPR/Cas9-based genome editing in the C57BL/6 J strain. The donor plasmid contained an adenoviral splice acceptor site and a stop cassette flanked by loxP sequences, as described previously^71^. The 5’ and 3’ homology arms of 1075 and 995 bp, respectively, were targeted to the region between exons 8 and 9 of the endogenous *Chd8* locus. The resulting *Chd8* LSL mice were backcrossed onto the C57BL/6 J background for at least five generations to eliminate off-target effects. Mice were genotyped by PCR analysis of genomic DNA with primers for *Chd8*^+/LSL^ (5’-CGGGGGTGGGTACACAGACTA-3’, 5’-TAACAACAACGGCGGCTACA-3’, and 5’-GCTAGGCTTCCTAGCTATGCGA-3’).

### Tamoxifen treatment

For induced deletion of *Chd8* in embryos and neonates, pregnant or neonatal mice were treated with tamoxifen as described previously^38^, with minor modification. In brief, tamoxifen (Sigma-Aldrich) was dissolved in corn oil (Sigma-Aldrich) to a final concentration of 40 mg/ml for oral administration or of 1 mg/ml for intragastric injection. A single dose of 200 mg/kg was administered by oral gavage to wild-type females made pregnant by *Nestin-CreER*^T2^/*Chd8*^+/F^ or *Nestin-CreER*^T2^/*Chd8*^+/LSL^ males. Given that tamoxifen administration to pregnant mice interferes with endogenous estrogen-dependent biological processes and can result in difficulty with vaginal delivery, embryos were delivered by cesarean section at E19.5^38^ and fostered by C57BL/6 J females. For the induction of Cre-mediated recombination in neonates harboring *CAG-CreER*, the mice were subjected to intragastric injection of 50 µg of tamoxifen at P1, P2, and P3 as described previously^38^.

### Antibodies

Antibodies included those to SOX2 (ab97959, abcam; 1:1000 dilution), Ki67 (550609, BD Biosciences; 1:500), DCX (ab18723, abcam; 1:1000), OLIG2 (AB9610, Millipore; 1:500), DLX1 (Af460, Frontier Institute; 1:500), PDGFRα (558774, BD Pharmingen; 1:500), GABA (A2052, Sigma-Aldrich; 1:500), VGAT (14471-1-AP, Proteintech; 1:500), and NeuN (MAB377, Millipore; 1:1000) for immunofluorescence staining, and those to CHD8 (77694, Cell Signaling Technology; 1:1000) and HSP90 (610419, BD Biosciences; 1:1000) for immunoblot analysis. Antibodies to RFP (5f8, ChromoTek; or MA5-15257, Thermo Fisher Scientific, both at 1:1000) were used to enhance the tdTomato signal in immunofluorescence analysis.

### Immunofluorescence staining

Immunofluorescence staining of cryosections was performed as described previously^20,26^. In brief, the mouse brain was fixed with 4% paraformaldehyde in phosphate-buffered saline (PBS) for 4 h at 4 °C. Cryosections (thickness of 16 µm) were exposed to 3% bovine serum albumin and 0.1% Triton X-100 before incubation overnight at 4 °C with primary antibodies. They were then washed with PBS, incubated with Alexa Fluor 488–, Alexa Fluor 555–, or Alexa Fluor 647–conjugated goat secondary antibodies (Thermo Fisher Scientific) for 1 h at room temperature, counterstained with DAPI (Wako), and mounted with the use of Fluoromount (Diagnostic BioSystems). Images were captured with an All-in-One Microscope BZ-X800 (Keyence) or Dragonfly 350 Confocal Microscope System (Andor Technology). BZ-X800 Analyzer or ImageJ software was applied to count the numbers of each cell type. tdTomato signal intensity was measured by quantification of each area after correction for the background signal with ImageJ software.

### Immunoblot analysis

Total protein was extracted from tissue with a lysis buffer (50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 0.5% Triton X-100) supplemented with a protease inhibitor cocktail (Wako). The extracts were subjected to SDS-polyacrylamide gel electrophoresis on an Extra PAGE One Precast Gel (Nacalai Tesque), and the separated proteins were transferred to a 0.2 µm PVDF Mini Format membrane (Bio-Rad) with the use of a Trans-Blot Turbo Transfer System (Bio-Rad). The membrane was exposed to 3% nonfat milk for 30 min before consecutive incubations overnight at 4 °C with primary antibodies and for 1 h at room temperature with horseradish peroxidase-conjugated goat anti-rabbit or anti-mouse secondary antibodies (Thermo Fisher Scientific; 1:20000). Immune complexes were detected with SuperSignal West Pico PLUS Chemiluminescent Substrate (Thermo Fisher Scientific), and images were captured with an ImageQuant LAS 4000 system (GE Healthcare). ImageJ software was applied to measure the signal intensity for each protein.

### EdU labeling

For analysis of cell-cycle exit, pregnant dams were injected intraperitoneally with EdU (100 mg/kg) at E16.5, 6 h before isolation of embryos for analysis. For analysis of differentiation, pregnant dams were injected intraperitoneally with EdU (100 mg/kg) at E15.5, 24 h before isolation of embryos. The brain was collected from embryos and fixed for 4 h at 4 °C with 4% paraformaldehyde in PBS. Cryosections (thickness of 16 µm) were prepared and incubated for 30 min at room temperature with PBS containing 0.5 mM CuSO_4_, 50 mM ascorbic acid, and 0.5 µM of an azide conjugate of tetramethylrhodamine (5-TAMRA-azide) or fluorescein (6-FAM-azide) before exposure to primary antibodies for immunofluorescence analysis.

### FACS

The telencephalon including the cortex and striatum (without the olfactory bulb and thalamus) was collected from P5 or embryonic mice harboring *Nestin-CreER*^T2^*/Rosa26-tdTomato* after tamoxifen treatment. The tissue was dissociated with a papain dissociation system (LK003150, Worthington Biochemical), and the dissociated cells were suspended in PBS containing 2 mM EDTA and 0.5% bovine serum albumin before exposure for 30 min on ice to LIVE/DEAD Fixable Violet Dead Cell Stain reagent (Thermo Fisher Scientific) at a 1:1000 dilution. FACS was performed with a FACSAria Fusion Cell Sorter (BD Biosciences) fitted with a 100-μm nozzle. After gating for forward and side scatter to exclude doublets and debris, dead cells labeled with the LIVE/DEAD dye were removed by gating for Pacific Blue fluorescence. tdTomato-positive cells were then isolated from the P5 or embryonic brain by gating for phycoerythrin fluorescence and were subjected to scRNA-seq or immunoblot analysis, respectively. The data generated during cell sorting were analyzed with FlowJo_V10 software.

### scRNA-seq analysis

For scRNA-seq analysis, duplicate samples of tdTomato-positive cells were isolated by FACS as described above. Each sample of *Nestin-CreER*^T2^*/Rosa26-tdTomato/Chd8*^*+/+*^ (control) or *Nestin-CreER*^T2^*/Rosa26-tdTomato/Chd8*^*+/F*^ (mutant) cells was collected from three mice at P5. Libraries were prepared with a Chromium Next GEM Single Cell 3’ Kit v3.1 (10x Genomics) with the input of 5000 cells. The scRNA-seq data were generated with the 10x Genomics Chromium platform. Reads were mapped to the mouse (mm10) genome with the use of Cell Ranger (v7.0.0). Data processing and visualization of scRNA-seq data were performed mostly with Scanpy (v1.9.3)^72^. Cells with < 2000 or > 40,000 total counts were removed, as were those with < 1000 detected genes. In addition, cells with > 10% mitochondrial gene expression were excluded to minimize potential contamination by dead or stressed cells. A total of 8681 control cells and 8940 mutant cells remained for analysis. The average total counts per cell was 12,776.55 for control cells and 12,676.14 for mutant cells. 

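Over the cells that passed the filters, the mean total count was 12776.7 UMIs for control cells and 12674.1 for mutant cells. By library, it was 12886.9 in control replicate 1, 12564.9 in control replicate 2, 12722.7 in mutant replicate 1 and 12590.3 in mutant replicate 2. The median was 11837.5, 11503, 11497 and 11547 UMIs per cell in that order, with medians of 4072.5, 3912, 4020.0 and 3956 detected genes. Depth per cell thus differed little between libraries, whereas replicate 2 had about as many barcodes as replicate 1 and fewer cells past the filters. With the mitochondrial limit at 5%, the means were 13007 UMIs for control cells and 12948.4 for mutant cells.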

For dimensionality reduction and clustering, principal component analysis was performed with the 2000 highly variable genes selected by the Scanpy function (highly_variable_genes). Batch effects were corrected for by application of the single-cell Variational Inference (scVI) model^73^. Leiden clustering was performed with the neighborhood graph constructed from the scVI latent representation. UMAP was then applied to visualize the batch-corrected latent space. Marker genes characteristic of specific cell types were used to identify and label clusters. Gene expression was compared between control and mutant cells with the Wilcoxon rank-sum test (scanpy.tl.rank_genes_groups, method = ‘wilcoxon’ and scanpy.get.rank_genes_groups_df). Gene Ontology analysis of DEGs (FDR *q-*value of < 0.05) was performed with the use of DAVID^74^. GSEA was performed as described previously^75^ with the use of GSEA software version 4.3.2. Gene sets specifically expressed in each cell type were defined from RNA-seq or scRNA-seq data of previous studies^76,77^.

### RNA velocity and fate probability analysis

Splicing information was extracted from the BAM files generated by Cell Ranger with the use of the velocyto.py tool^78^. scVelo (v0.2.3) was applied to estimate RNA velocity by leveraging splicing kinetics to infer the future state of individual cells on the basis of the ratio of spliced to unspliced transcripts^79^. Cell fate probabilities were estimated with CellRank (v2.0.4)^80^ by integration of RNA velocity data with a Markov chain model. RNA velocity and transcriptomic similarity information were combined into a single kernel by weighting PseudotimeKernel and ConnectivityKernel to compute a cell-cell transition matrix. This matrix was then used to estimate cell fate trajectories, and the Generalized Perron Cluster Cluster Analysis (GPCCA) estimator was applied to identify macrostates, representing initial, intermediate, and terminal cell states. Fate probabilities were computed for the terminal states of each cell type identified with GPCCA, including oligodendrocyte, excitatory neuron, inhibitory neuron, NPC, OPC, and astrocyte. Heat maps and density plots were generated to visualize the relation between fate probabilities and cell populations, as well as the expression of cell type–specific genes.

### Sample preparation and data acquisition for spatial transcriptome analysis

Male global *Chd8* wild-type (*Chd8*^+/+^) and *Chd8* heterozygous mutant (*Chd8*^+/–^) mice at 8 weeks of age were anesthetized by intraperitoneal injection of a mixture of dexmedetomidine hydrochloride (0.75 mg/kg, Wako), midazolam (4.0 mg/kg, Wako), and butorphanol tartrate (5.0 mg/kg, Wako) and then subjected to perfusion with 10% neutral-buffered formalin. The brain was removed from the skull, sliced at a thickness of 5 mm, and exposed overnight to 10% neutral-buffered formalin at room temperature. The tissue was then dehydrated by exposure to an ethanol gradient and embedded in paraffin. Coronal sections (thickness of 5 µm) were prepared from the region 1 mm anterior to the bregma with a microtome at Genostaff (Tokyo, Japan). One section each from control and mutant mice was placed on the same VWR Premium Superfrost Plus microscope slide and analyzed with the CosMx Spatial Molecular Imager (Nanostring)^46^ and a 1000-Plex RNA Mouse Neuroscience Panel by Visualix (Kobe, Japan). Fields of view (FOVs) measuring 0.51 by 0.51 mm were set to include both the cortex and striatum.

### Data processing for spatial transcriptome analysis

Spatial transcriptomic data were processed with the use of the Scanpy (v1.9.3) and Squidpy (v1.2.4) Python packages. Raw count matrices, metadata, and FOV position files were imported with the sq.read.nanostring() function. Cells with < 200 total counts were removed, and only cells with at least 120 detected genes were retained. After filtering, 50,505 cells remained for downstream analysis. For dimensionality reduction and clustering, principal component analysis was performed with the 300 highly variable genes selected by the Scanpy function (highly_variable_genes). The scVI model was applied to correct for variation among samples. Leiden clustering was performed with the neighborhood graph constructed from the scVI latent representation. UMAP was then applied to visualize the batch-corrected latent space. Clusters were identified and annotated on the basis of marker genes characteristic of specific cell types. Gene expression was compared between control and mutant cells by the Wilcoxon rank-sum test with the scanpy.tl.rank_genes_groups function (method = ‘wilcoxon’) and scanpy.get.rank_genes_groups_df. Cell-cell communication analysis was conducted with the NeuronChat R package^47^.

### Primary neuronal culture

Neurons were isolated from the cortex and ganglionic eminence of E13.5 mice in order to establish primary cultures of excitatory and inhibitory neurons, respectively^51^. The cells were dissociated by mechanical trituration and plated at a density of 1.5 × 10^5^ cells per MEA chip or slide coated with poly-D-lysine (P6407, Sigma-Aldrich) for MEA recording or immunostaining, respectively. The cultures were maintained at 37 °C for 48 h in neurobasal medium supplemented with 2% B27 (17505055, Thermo Fisher Scientific), 2 mM L-glutamine (25030081, Thermo Fisher Scientific), and 1% penicillin-streptomycin (15140122, Thermo Fisher Scientific). Cytosine arabinoside (1 µM) was then added for 24 h to eliminate proliferating cells. The cells were subsequently maintained for an additional 21 days before MEA recording or immunostaining.

### MEA recording

Neuronal activity was recorded with the MaxOne high-density microelectrode array system (MaxWell Biosystems, Zurich, Switzerland)^81^. Each chip contains 26,400 electrodes over an area of 3.85 × 2.10 mm^2^ (3265 electrodes/mm^2^) and with an interelectrode separation of 17.5 µm. Data were acquired at a sampling rate of 20 kHz and analyzed with MaxLab Live software (version 25.2.0). For localization of active units, the ActivityScan Assay was performed with a Sparse 7x configuration scan; each configuration was sequentially recorded for 30 s. For analysis of the activity of each neuron unit, the AxonTracking Assay was performed with the positioning determined by the ActivityScan. Unit selection prioritized spike amplitude, and the minimum spacing between units was set to 175 µm. The outputs of AxonTracking were then processed through Spike Sorting and Footprint Extraction to separate each neuronal activity unit with a minimum spike count threshold of 20 and a footprint completeness threshold of 0.75. Up to 30 units were recorded per well, and we quantified mean firing rate, axonal length, and spike amplitude at the initiation site as well as conduction velocity for the top 10 units ranked by firing rate (or all units when fewer than 10 were available).

### General protocol for behavioral tests

Mice of the indicated genotypes were group-housed (three to four animals per cage) in a room with a 12-h-light, 12-h-dark cycle (lights on at 8:00 a.m.) and with free access to food and water. Behavioral tests were performed with male or female mice at 9 to 13 weeks of age between 9:00 a.m and 7:00 p.m. as described previously^14,26,82^. Each apparatus was cleaned with a dilute sodium hypochlorite solution before each testing to prevent bias due to olfactory cues. Behavioral tests were conducted as a battery with the same cohort of mice in the following order: open-field test, light-dark transition test, elevated plus-maze test, sociability and social-novelty tests, social-interaction test, and self-grooming test. The hot-plate test and cognitive flexibility test were performed sequentially with another cohort of mice. Each test was separated by an interval of at least 24 h. The social-interaction test, sociability and social-novelty preference tests, light-dark transition test, elevated plus-maze test, and open-field test were conducted with automated analysis systems as described below, whereas the self-grooming test, attentional set-shifting task, and hot-plate test were manually assessed by well-trained experimenters through observation of captured videos. The experimenters were always blinded to mouse genotype in order to exclude bias in behavioral measurements. Data acquisition for mouse locomotion was performed with a camera at a rate of three frames per second.

### Social-interaction test

The social-interaction test was conducted to measure social behavior in a novel environment, as described previously^82^. Two mice of the same sex and genotype that had previously been housed in different cages were placed into the opposite corners of an acrylic box (40 by 40 by 30 cm) and allowed to explore freely for 10 min. The total number of contacts, total duration of contacts, and total distance traveled were calculated automatically with in-house software written in Python.

### Sociability and social-novelty preference tests

The three-chamber social-approach test is adopted to investigate sociability and preference for social novelty^83^. The testing apparatus consisted of a rectangular three-chambered box (O’Hara & Co., Tokyo, Japan). Each chamber was 20 by 40 by 30 cm, and the dividing walls were made of clear Plexiglas and contained a small square opening (6 by 6 cm) that allowed access into each chamber. The tests were performed as previously described^82^. In brief, a subject mouse was placed in the box and allowed to explore for 10 min before the test (habituation session). During the following session, an unfamiliar C57BL/6 J mouse of the same sex (stranger 1) was placed into a wire cage located in one of the side chambers, and an identical empty wire cage was placed in the opposite side chamber to provide a nonsocial stimulus. The right-left positions of the stranger-containing cage and the empty cage were systematically alternated between trials. The subject mouse was then placed in the central compartment and allowed to explore the entire box for 10 min for assessment of sociability (sociability test). Next, a second stranger mouse of the same sex was placed into the wire cage in the other outside compartment that had been empty during the first 10-min test session, so as to evaluate social preference for a new stranger over 10 min (social-novelty preference test). The subject mouse thus had a choice between the first, already-investigated, and now-familiar mouse (stranger 1) and the novel, unfamiliar mouse (stranger 2). The amount of time spent in each chamber during each session was analyzed automatically with in-house software written in Python. The sociability index was calculated as the ratio of the difference in the time spent in the chamber with stranger 1 and that spent in the chamber with the empty cage to the sum of the time spent in each side chamber in the sociability test^83^. The social-novelty index was calculated as the ratio of the difference in the time spent in the chamber with stranger 2 (novel mouse) and that spent in the chamber with stranger 1 (familiar mouse) to the sum of the time spent in each side chamber in the social-novelty preference test^83^.

### Light-dark transition test

The light-dark transition test is widely adopted to measure anxiety-like behavior in mice and was performed as previously described^84^. The apparatus comprised a cage (21 by 42 by 25 cm) divided into two sections of equal size by a partition with a door (O’Hara & Co.). In each test, a subject mouse was placed into the dark chamber with the door closed and was then allowed to move freely between the two chambers for 10 min with the door open. The distance traveled, total number of transitions between the two compartments, latency to first entry into the light chamber, and time spent in the light chamber were recorded automatically with in-house software written in Python.

### Elevated plus-maze test

The elevated plus-maze test, also widely used to assess anxiety-like behavior, was performed as previously described^85^. The apparatus consisted of two arms without walls (open arms, 25 by 5 cm), two arms of the same size including transparent walls with a height of 10 cm (closed arms), and a central square (5 by 5 cm) connecting the arms, which were at an angle of 90 degrees to each other (O’Hara & Co.). The arms and central square were made of white plastic plates and were elevated to a height of 55 cm above the floor. The open arms were surrounded by a raised ledge (3 mm in thickness and height) to prevent mice from falling off the apparatus. Arms of the same type were located opposite one another. Each mouse was placed in the central square at the beginning of each test, and the number of arm entries, distance traveled, and time spent in the open arms over 10 min were recorded automatically with in-house software written in Python.

### Open-field test

Locomotor activity was measured with the open-field test. A subject mouse was placed in the corner of an open-field apparatus (50 by 50 by 40 cm, O’Hara & Co.), which was illuminated at 100 lux. The total distance traveled and time spent in the central area (25 by 25 cm) were recorded over 10 min and analyzed automatically with in-house software written in Python. In addition, perimeter circling was quantified during the same session to assess motor stereotypies. A rotation was scored when a subject mouse progressed unidirectionally along the periphery (within 5 cm of the outer wall)^86^.

### Self-grooming test

Repetitive behavior was evaluated with the self-grooming test, as previously described^14^. Each mouse was placed individually into a new transparent cage (10 by 25 by 15 cm). After a 10 min habituation period, the activity of the mouse was videotaped, and the time spent engaged in grooming behavior (paw licking, body grooming or scratching, and head, hind leg, or genital washing) was calculated manually by the experimenters.

### Attentional set-shifting task

Cognitive flexibility was evaluated with the attentional set-shifting task (ASST), as previously described^87,88^. A U-maze apparatus comprised a starting compartment (11 by 19 cm) opening onto two identical reward compartments (each 21 by 9.5 cm). Mice were subjected to food restriction (1 g of chow/day) for 4 days before and throughout testing so to maintain ~ 85% of their free-feeding body weight, with water being available ad libitum. On day 1, the subject mouse was habituated to the chamber and digging bowls. On day 2, testing comprised simple discrimination (SD), compound discrimination (CD), and reversal (REV). On day 3, mice completed two intradimensional shifts (IDS1, IDS2) and the extradimensional shift (EDS). In each trial, a buried reward was paired with odor or digging-medium cues, with side and cue identities being counterbalanced. In brief, SD required discrimination within one relevant dimension; CD included a nonpredictive second dimension; REV involved inverted contingencies; IDS used novel exemplars within the same relevant dimension; and EDS required shifting to the previously irrelevant dimension. A choice was defined as digging. The criterion was six consecutive correct choices (maximum of 30 trials per stage), and mice not achieving the criterion were excluded.

### Hot-plate test

Thermal nociception was assessed with the hot-plate test. Mice were placed on a heated surface at a temperature of 55 °C, and the latency to the first nocifensive response (hind-paw lick, foot shake, or jump) was recorded with a cutoff time of 15 s.

### Viral vectors

Virus preparations were obtained from Addgene and included

pENN.AAV.CamKII.GCaMP6f.WPRE.SV40 (provided by James M. Wilson, Addgene viral prep # 100834-AAV1; http://n2t.net/addgene:100834; RRID:Addgene_100834), pAAV.Syn.Flex.GCaMP6f.WPRE.SV40^89^ (provided by Douglas Kim and GENIE Project, Addgene viral prep # 100833-AAV1; http://n2t.net/addgene:100833; RRID:Addgene_100833), and pAAV-Syn-FLEX-rc[ChrimsonR-tdTomato]^48^ (provided by Edward Boyden, Addgene viral prep # 62723-AAV1; http://n2t.net/addgene:62723; RRID:Addgene_62723).

### Viral vector injection and optic fiber implantation

Fiber photometry was performed with *Vgat-ires-Cre*^+/–^/*Chd8*^+/+^ and *Vgat-ires-Cre*^+/–^/*Chd8*^+/–^ mice. A mixture of AAV-Syn-FLEX-GCaMP6f and AAV-Syn-FLEX-ChrimsonR-tdTomato was diluted in PBS to a final titer of 2.0 × 10^12^ genome copies/ml for each vector. Mice were anesthetized with isoflurane and injected with 0.2 μl of the virus mixture at stereotaxic coordinates of 2.43 mm anterior and 0.45 mm lateral (right) to the bregma, and 1.20 mm ventral to the brain surface. An optic fiber cannula was implanted at the same anterior-posterior and medial-lateral coordinates, with the fiber tip positioned 0.95 mm ventral to the brain surface, during the same surgery.

### Fiber photometry

Recording was performed 21 to 47 days after viral vector injection and fiber cannula implantation and with the use of a fiber photometry system (Doric Lenses, Quebec, Canada) connected to a Fluorescence Mini Cube for monitoring of GCaMP6f fluorescence (Doric Lenses) that was equipped with a 400–410 nm excitation filter (Ca^2+^-independent signal), 460– 490 nm excitation filter (Ca^2+^-dependent signal), and 500- to 540-nm emission filter. Excitation light at 405 nm and 475 nm was generated by light-emitting diodes (CLED_405 and CLED_HP_475, Doric Lenses), and 648-nm light for ChrimsonR excitation was generated with an OBIS FP 1193843 laser (Coherent). All excitation sources were combined in the Fluorescence Mini Cube for delivery through a single optic fiber, allowing simultaneous monitoring of GCaMP6f fluorescence and ChrimsonR activation. The fiber cable was connected to a rotary joint (Doric Lenses) and thence to another optic fiber cable leading to the fiber cannula implanted in the subject mouse. For ChrimsonR stimulation, transistor-transistor logic (TTL) pulses (0.5-ms in duration) were delivered, with a power of 2.8 to 3.0 mW measured at the tip of the fiber cable before connection to the fiber cannula. Up to 90 light stimulation trials were performed per recording session, with ~ 10-s intervals (total duration up to ~ 15 min). For recordings, cable-connected mice were placed individually in a cage identical in shape and material to the home cage. Data obtained from a total of 180 to 480 trials per animal are presented. Fluorescence signals were recorded at 120 Hz. The arPLS baseline-estimation algorithm^90^ (https://github.com/heal-research/arPLS) was applied for the extraction of slowly varying components from the fluorescence traces obtained with 475 nm and 405 nm excitation. The resulting baseline was subtracted from the raw signal, and the baseline-corrected fluorescence traces were used for all subsequent analyses.

### Histological confirmation of virus transduction and recording location

After completion of fiber photometry recordings, mice were subjected to intracardiac perfusion with 4% paraformaldehyde in 0.1 M phosphate buffer, and the head was then fixed in the same solution with the implanted cannula in place for at least 1 day. Coronal brain sections (thickness of 40 μm) were prepared to verify that the ventral tip of the optic fiber was located in the medial prefrontal cortex and that GCaMP6f and ChrimsonR-tdTomato expression was detected below the ventral tip of the fiber. All examined mice (*n* = 17) met these criteria, and so none was excluded from the analysis.

### Statistical analysis

Quantitative data are presented as means ± s.e.m. unless indicated otherwise, with the number of mice subjected to each experiment also being stated. Statistical analysis by the unpaired Student’s *t* test or by one-way analysis of variance (ANOVA) with Tukey’s post hoc test was performed with the use of the R language. A *P-*value of < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The scRNA-seq data have been deposited in GEO under the accession number GSE278323 and in DDBJ Sequence Read Archive under the accession number DRA016611 [https://ddbj.nig.ac.jp/search/entry/bioproject/PRJDB14499]. Spatial transcriptome analysis data have been deposited in GEO under the accession number GSE278133 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi]. All other data are available within the Source Data file. Source data are provided in this paper.

# Supplementary material for: Defective ventral neurogenesis due to midfetal Chd8 mutation drives autistic-like behavior in mice
**Source:** Nat Commun. 2026 May 27;17:4457. doi: 10.1038/s41467-026-73416-2
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Defective ventral neurogenesis due to midfetal *Chd8* mutation drives autistic-like behavior in mice**

Kenta Nitahara, Atsuki Kawamura, Ayumu Tashiro, Tomoya Iwasaki, Shin-Ichi Horike, Jumpei Terakawa, Takiko Daikoku, Koichi Higashi, Ken Kurokawa, Kiyoko Kato & Masaaki Nishiyama

**Supplementary Figures 1–15**

**Supplementary Data 1–3**

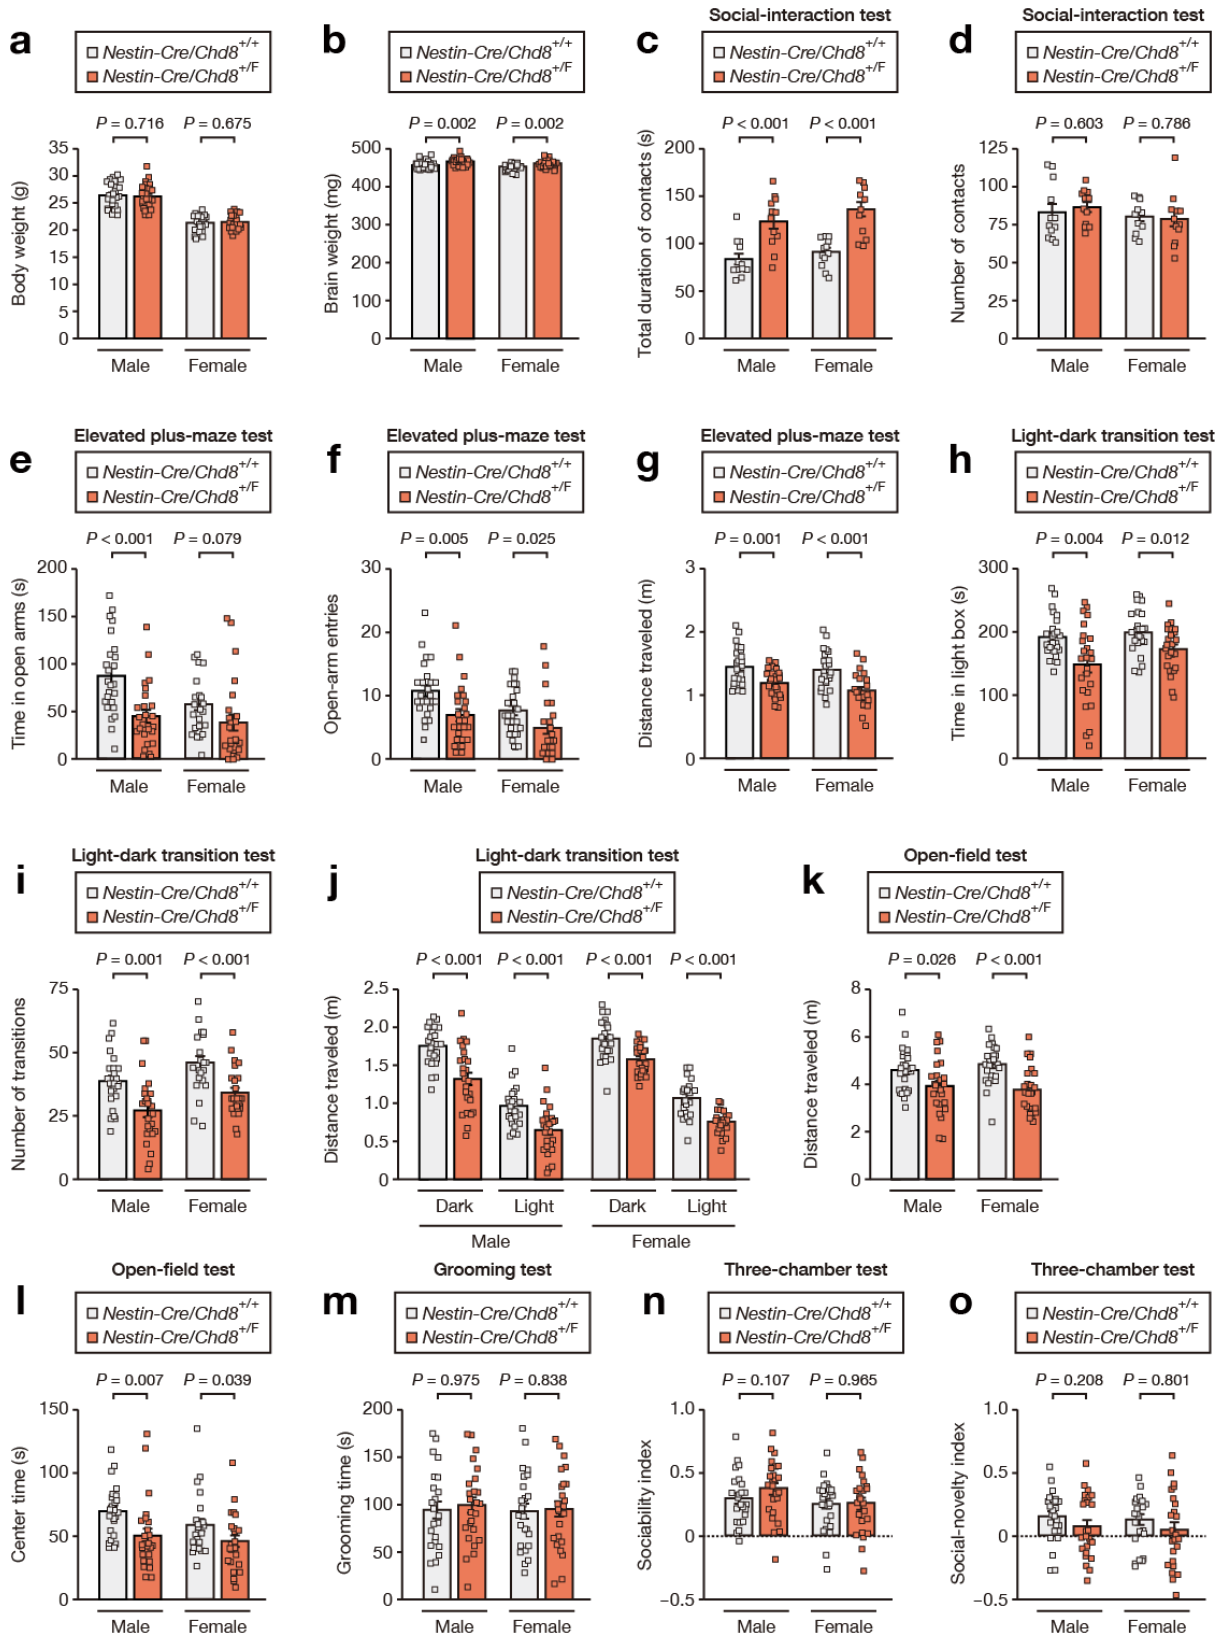

**Supplementary Fig. 1 Neural stem cell-specific mutation of *Chd8* results in macrocephaly and behavioral abnormalities in female and male mice.** **a,b**, Body weight (**a**) and brain weight (**b**) for mice subjected to behavioral tests. **c,d**, Total duration of contacts (**c**) and total number of contacts (**d**) for the social-interaction test. **e–g**, Time spent in the open arms (**e**), number of entries into the open arms (**f**), and total distance traveled (**g**) for the elevated plus-maze test. **h–j**, Time spent in the light chamber (**h**), number of transitions between the light and dark chambers (**i**), and total distance traveled in the light or dark chamber (**j**) for the light-dark transition test. **k,l**, Total distance traveled (**k**) and time spent in the central area (**l**) for the open-field test. **m**, Total duration of self-grooming in the self-grooming test. **n,o**, Scores for the sociability index (**n**) and social-novelty index (**o**) in three-chamber tests. All data are means  $\pm$  s.e.m. and were obtained with *Nestin-Cre/Chd8<sup>+/+</sup>* and *Nestin-Cre/Chd8<sup>+/-</sup>* male and female mice. For the social-interaction test only,  $n = 12$  pairs per genotype (one pair = two unfamiliar mice), with  $n = 25$  mice per genotype for all other tests. All behavioral tests were conducted with mice at 9 to 13 weeks of age.  $P$  values were calculated with the two-tailed Student's  $t$  test.

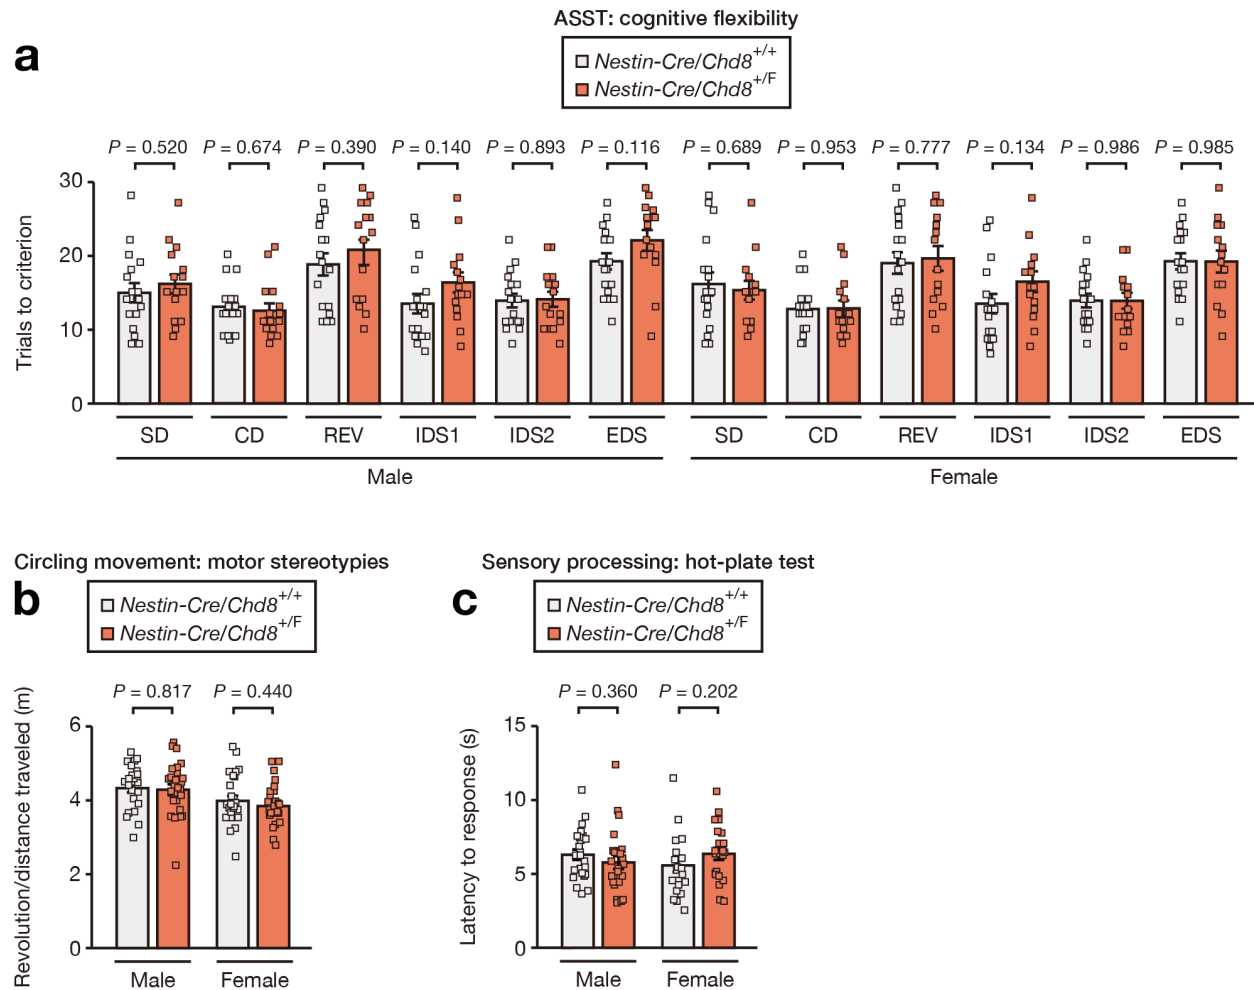

**Supplementary Fig. 2 Neural stem cell-specific mutation of *Chd8* does not affect cognitive flexibility, motor stereotypes, or sensory processing in female and male mice.** **a**, Number of trials required to reach the criterion (six consecutive correct choices) for SD, CD, REV, IDS1, IDS2, and EDS in the attentional set-shifting task (ASST). SD, simple discrimination; CD, compound discrimination; REV, reversal; IDS, intradimensional shift; EDS, extradimensional shift. **b**, Number of perimeter circling behaviors divided by the total distance traveled for the open-field test. **c**, Latency to the first nocifensive response in the hot-plate test. All data are means  $\pm$  s.e.m. and were obtained with *Nestin-Cre/Chd8*<sup>+/+</sup> and *Nestin-Cre/Chd8*<sup>+/F</sup> male ( $n = 17$  and 15 per each genotype for ASST,  $n = 25$  per genotype for circling movement, and  $n = 24$  per genotype for hot-plate test) and female ( $n = 17$  and 14 per each genotype for ASST,  $n = 25$  per

genotype for circling movement, and  $n = 22$  per genotype for hot-plate test) mice. All behavioral tests were conducted with mice at 9 to 13 weeks of age.  $P$  values were calculated with the two-tailed Student's  $t$  test.

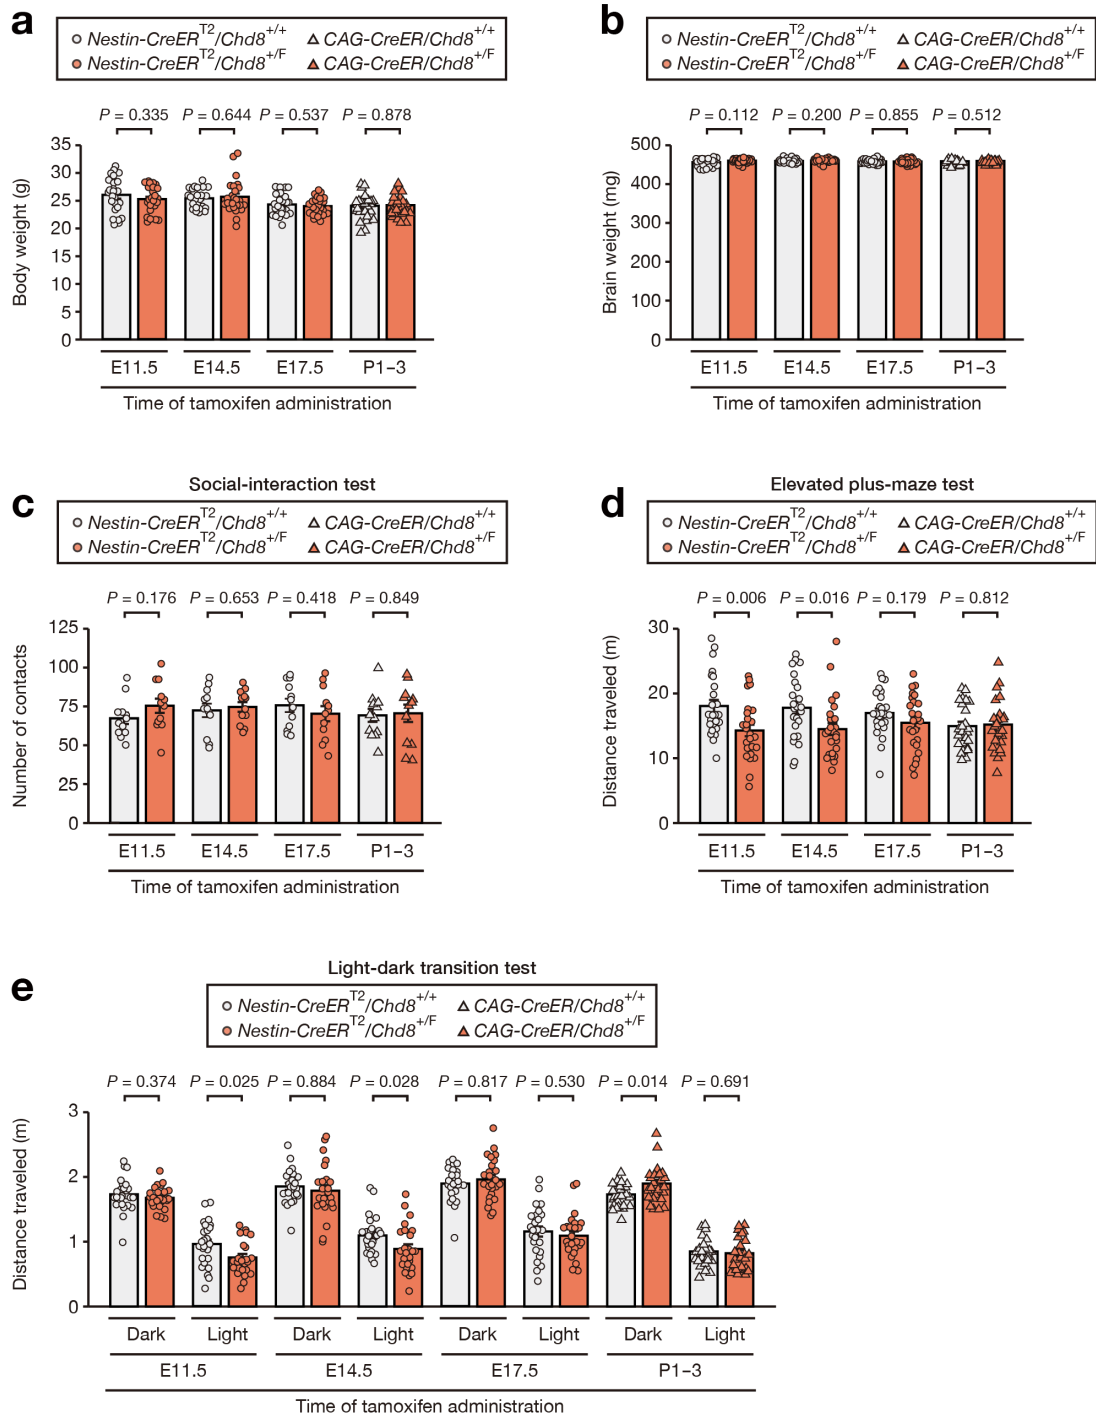

**Supplementary Fig. 3 Identification of the critical period for the development of autistic-like behavior due to *Chd8* heterozygous mutation in male mice. a,b, Body weight (a) and**

brain weight (**b**) for mice subjected to behavioral tests. **c**, Total number of contacts for the social-interaction test. **d**, Total distance traveled in the elevated plus-maze test. **e**, Total distance traveled in the light or dark chamber for the light-dark transition test. All data are means  $\pm$  s.e.m. and were obtained from *Nestin-CreER<sup>T2</sup>/Chd8<sup>+/+</sup>* and *Nestin-CreER<sup>T2</sup>/Chd8<sup>+/-</sup>* adult male mice treated with tamoxifen at E11.5, E14.5, or E17.5, or from *CAG-CreER/Chd8<sup>+/+</sup>* and *CAG-CreER/Chd8<sup>+/-</sup>* adult male mice treated with tamoxifen at P1–3. For the social-interaction test only,  $n = 12$  pairs per genotype per induction time (one pair = two unfamiliar mice), with  $n = 25$  mice per genotype per induction time for all other tests. All behavioral examinations were conducted with male mice at 9 to 13 weeks of age.  $P$  values are calculated with the two-tailed Student's  $t$  test.

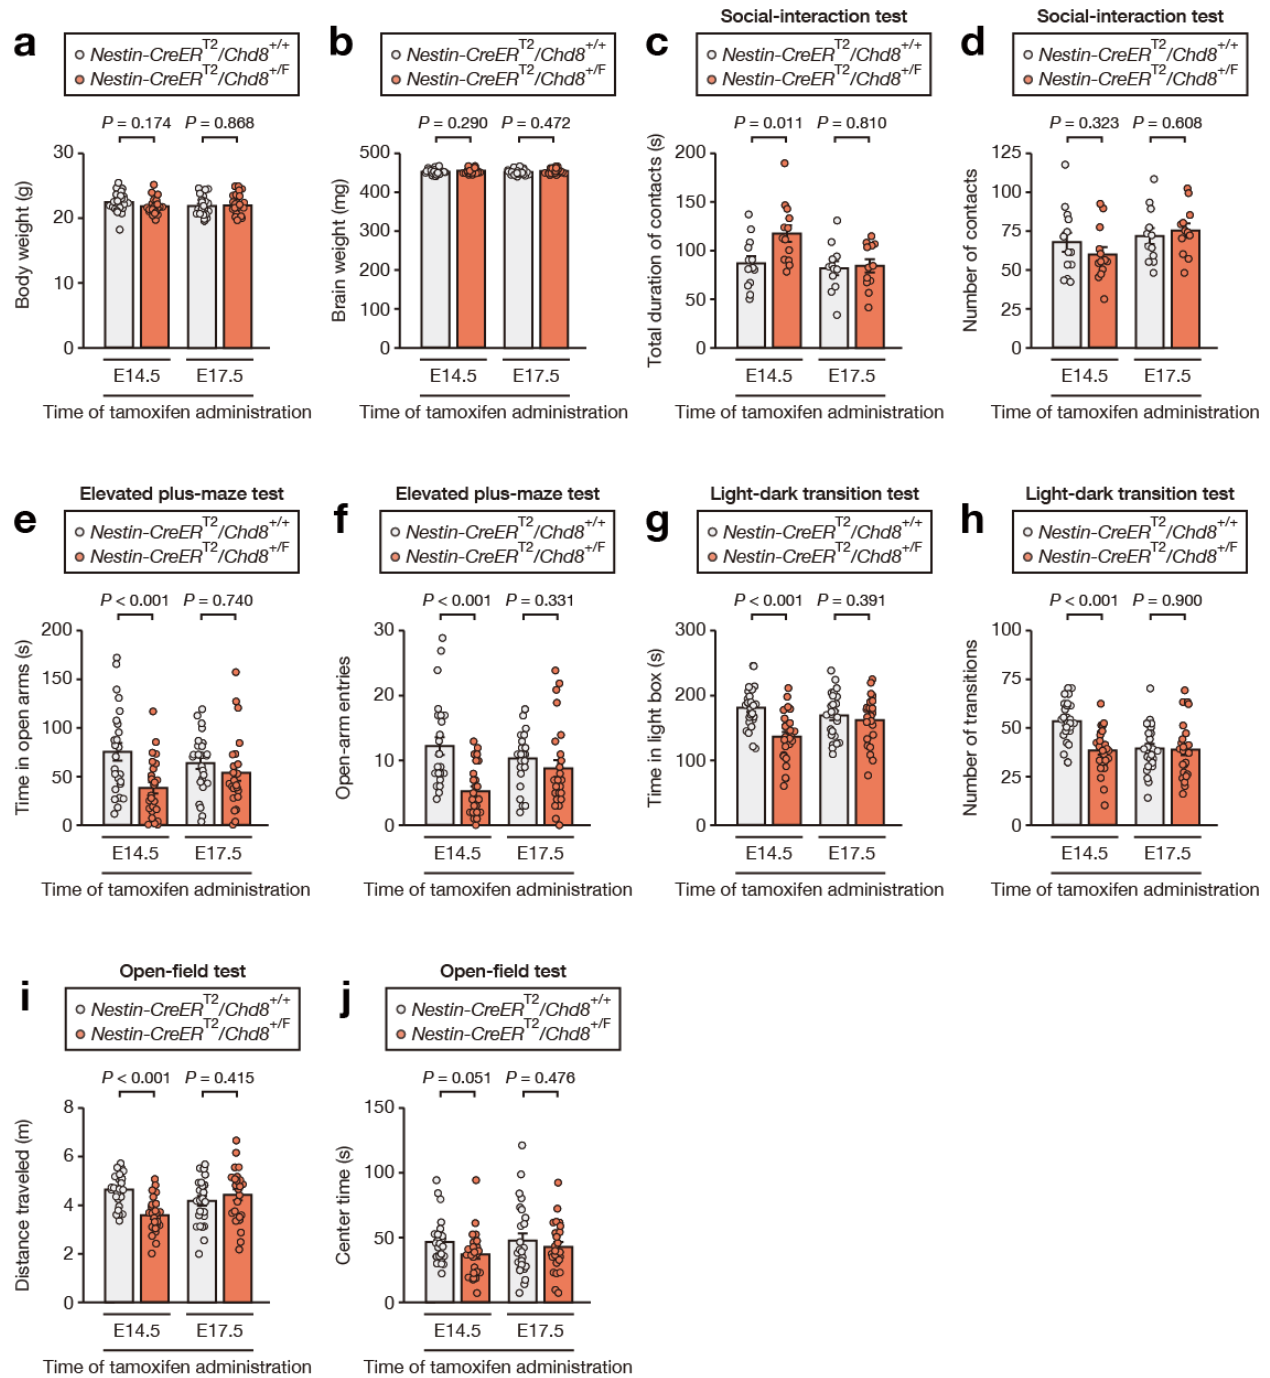

**Supplementary Fig. 4 Identification of the critical period for the development of autistic-like behavior due to *Chd8* heterozygous mutation in female mice. a,b,** Body weight (a) and brain weight (b) for mice subjected to behavioral tests. **c,d,** Total duration of contacts (c) and

total number of contacts (**d**) for the social-interaction test. **e,f**, Time spent in the open arms (**e**) and number of entries into the open arms (**f**) for the elevated plus-maze test. **g,h**, Time spent in the light chamber (**g**) and number of transitions between the light and dark chambers (**h**) for the light-dark transition test. **i,j**, Total distance traveled (**i**) and time spent in the central area (**j**) for the open-field test. All data are means  $\pm$  s.e.m. and were obtained with *Nestin-CreER<sup>T2</sup>/Chd8<sup>+/+</sup>* and *Nestin-CreER<sup>T2</sup>/Chd8<sup>+F</sup>* adult female mice treated with tamoxifen at E14.5 ( $n = 26$  mice per genotype with the exception that  $n = 13$  pairs of mice for the social-interaction test) or E17.5 ( $n = 25$  mice per genotype, with the exception that  $n = 12$  pairs of mice for the social-interaction test). All behavioral tests were conducted with female mice at 9 to 13 weeks of age.  $P$  values were calculated with the two-tailed Student's  $t$  test.

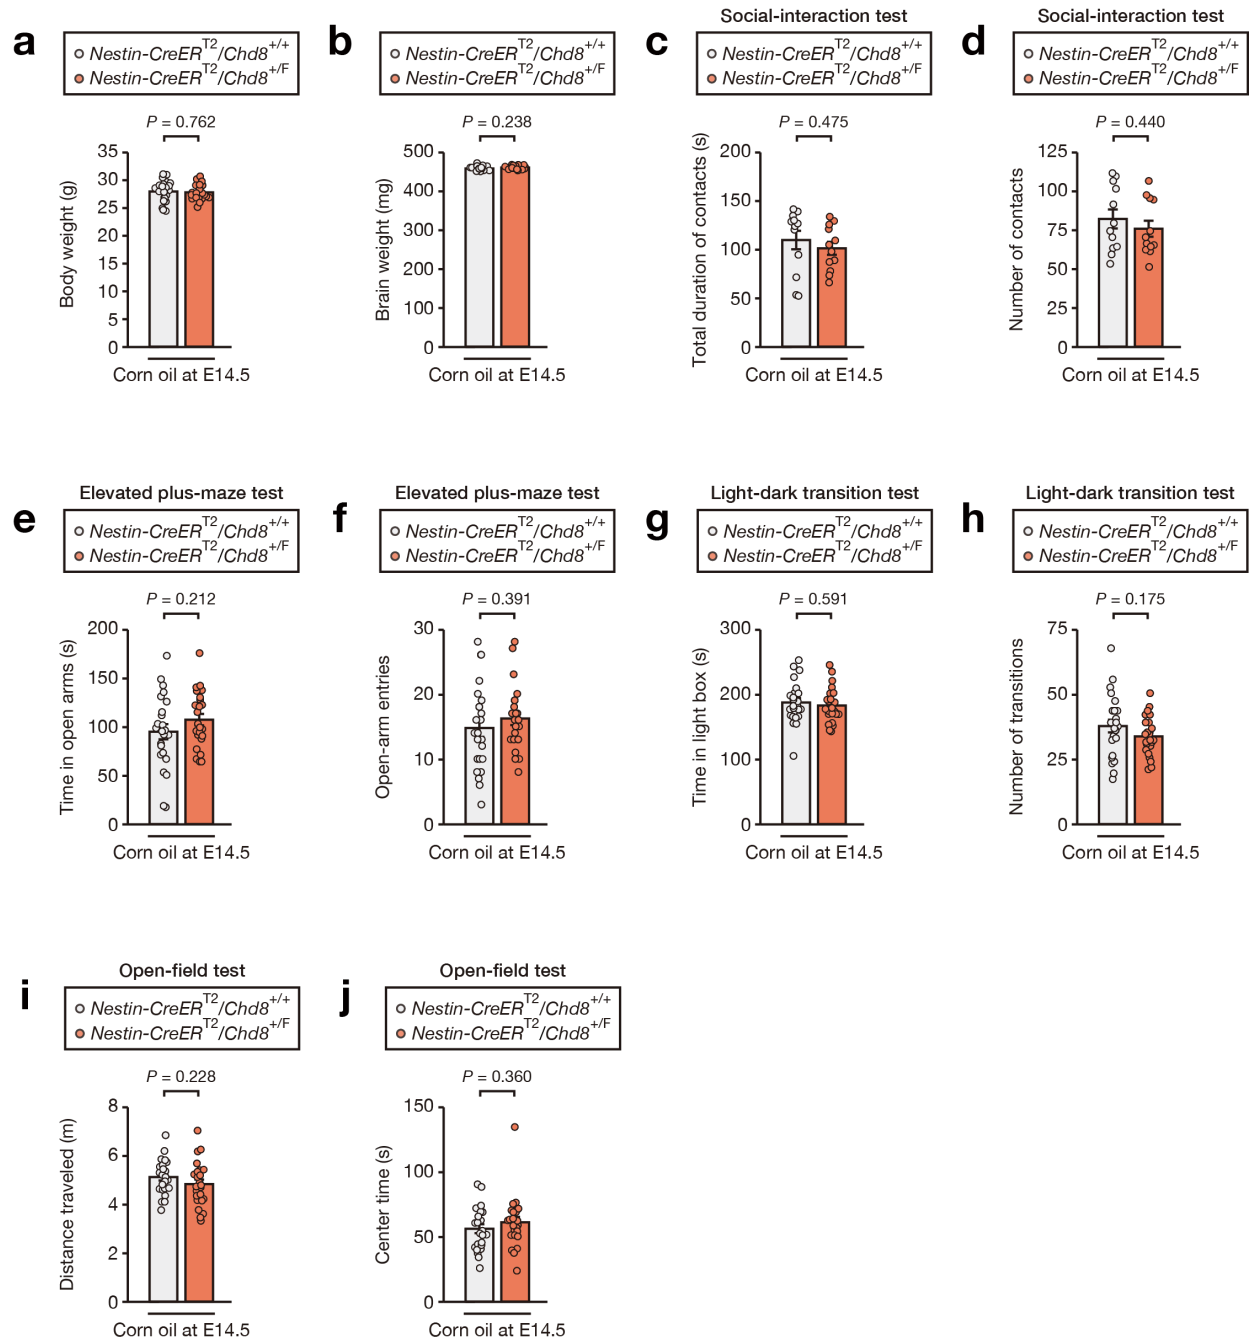

**Supplementary Fig. 5 Procedures of cesarean section and fostering were not associated with behavioral phenotypes. a,b**, Body weight (a) and brain weight (b) for mice subjected to behavioral tests. **c,d**, Total duration of contacts (c) and total number of contacts (d) for the social-interaction test. **e,f**, Time spent in the open arms (e) and number of entries into the open arms (f)

for the elevated plus-maze test. **g,h**, Time spent in the light chamber (**g**) and number of transitions between the light and dark chambers (**h**) for the light-dark transition test. **i,j**, Total distance traveled (**i**) and time spent in the central area (**j**) for the open-field test. All data are means  $\pm$  s.e.m. and were obtained with *Nestin-CreER<sup>T2</sup>/Chd8<sup>+/+</sup>* and *Nestin-CreER<sup>T2</sup>/Chd8<sup>+/-</sup>* male mice ( $n = 24$  mice per genotype, with the exception that  $n = 12$  pairs of mice for the social-interaction test) that underwent administration of corn oil at E14.5 and subsequent delivery by cesarean section and fostering at E19.5. All behavioral tests were conducted with male mice at 9 to 13 weeks of age.  $P$  values were calculated with the two-tailed Student's  $t$  test.

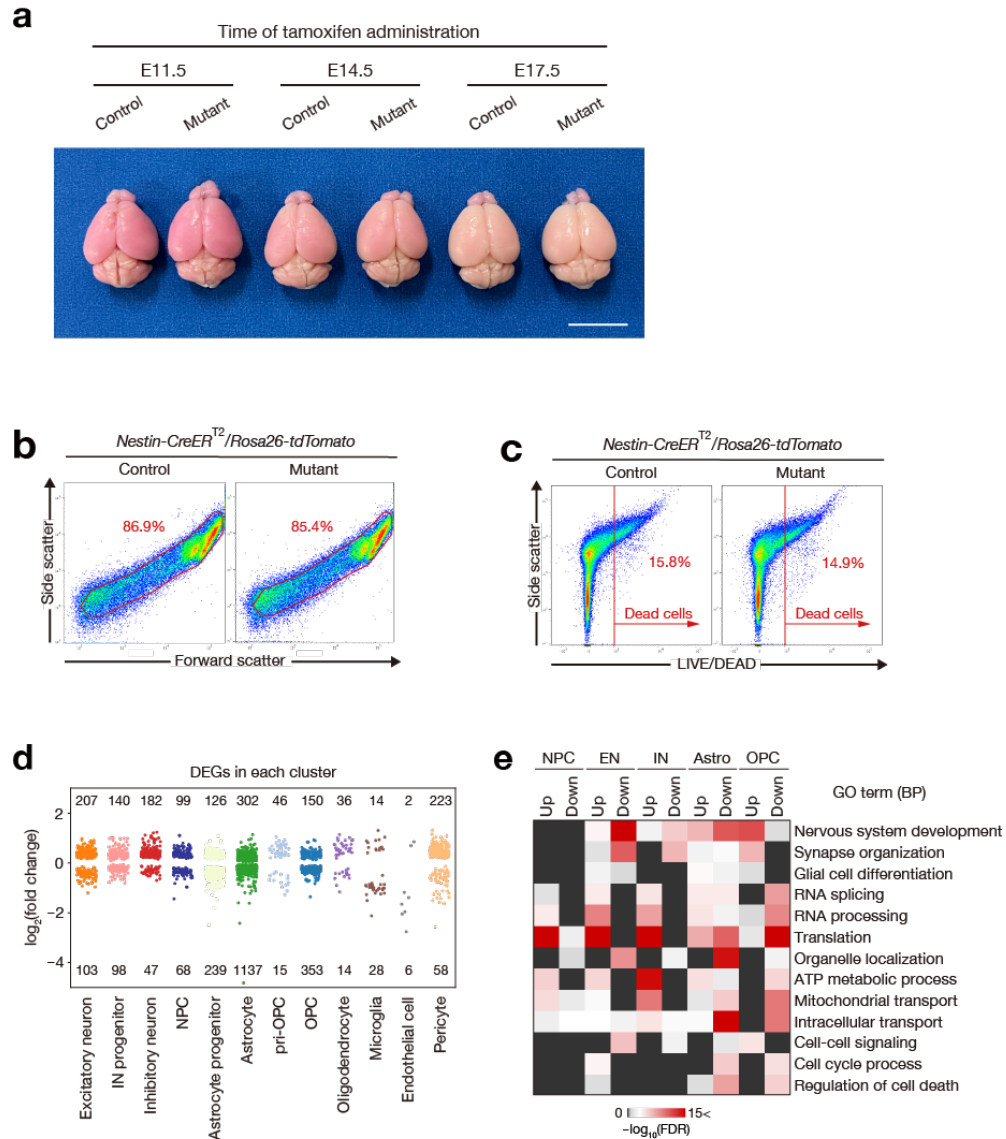

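Numbers of DEGs were also obtained with the test that the paper names, the Wilcoxon rank-sum test over cells with Benjamini-Hochberg adjustment, over the 24735 genes found in at least 3 cells. With the cells of both replicates pooled, 254 genes were called in excitatory neurons (153 higher and 101 lower in the libraries labelled mutant), 211 in inhibitory neurons (170 and 41), 306 in OPCs (97 and 209), 116 in oligodendrocytes (59 and 57) and 1263 in astrocytes (238 and 1025). Within replicate 1 alone, 84, 196, 255, 124 and 784 genes were called in the same order of types, and within replicate 2 alone 227, 166, 454, 34 and 1759. Between the 2 control libraries, the test called 2994 genes in excitatory neurons, 2448 in inhibitory neurons, 3370 in OPCs, 1013 in oligodendrocytes and 5219 in astrocytes. When the cells of a type in control replicate 1 were divided at random and the counts of 200 genes were thinned to 50% in 1 part, the test recovered 42.5% of them in OPCs and 44% in inhibitory neurons with 0 false calls. It thus detects differences between groups of cells of the same library. The comparisons within replicates and between controls were chosen after seeing the data.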

**Supplementary Fig. 6 Combination of lineage tracing and scRNA-seq analysis reveals cell type-specific alterations in gene expression associated with midfetal induction of *Chd8* heterozygous mutation.** **a**, Appearance of the brain of *Nestin-CreER<sup>T2</sup>/Rosa26-tdTomato/Chd8<sup>+/+</sup>* (control) or *Nestin-CreER<sup>T2</sup>/Rosa26-tdTomato/Chd8<sup>+/F</sup>* (mutant) mice at 8 weeks of age after tamoxifen administration at E11.5, E14.5, or E17.5. Scale bar, 1 cm. **b,c**, FACS strategy of gating for forward and side scatter (**b**) and for Pacific Blue fluorescence (**c**) to exclude doublets/debris and dead cells, respectively. **d**, Fold change in expression for DEGs in

each cluster of mutant cells compared with control cells based on scRNA-seq data. The numbers of up- and downregulated DEGs are shown in the upper and lower parts of the plot, respectively. e, Gene Ontology (GO) analysis for DEGs whose expression was up- or downregulated in the indicated clusters. EN, excitatory neuron; IN, inhibitory neuron; Astro, astrocyte; BP, biological process.

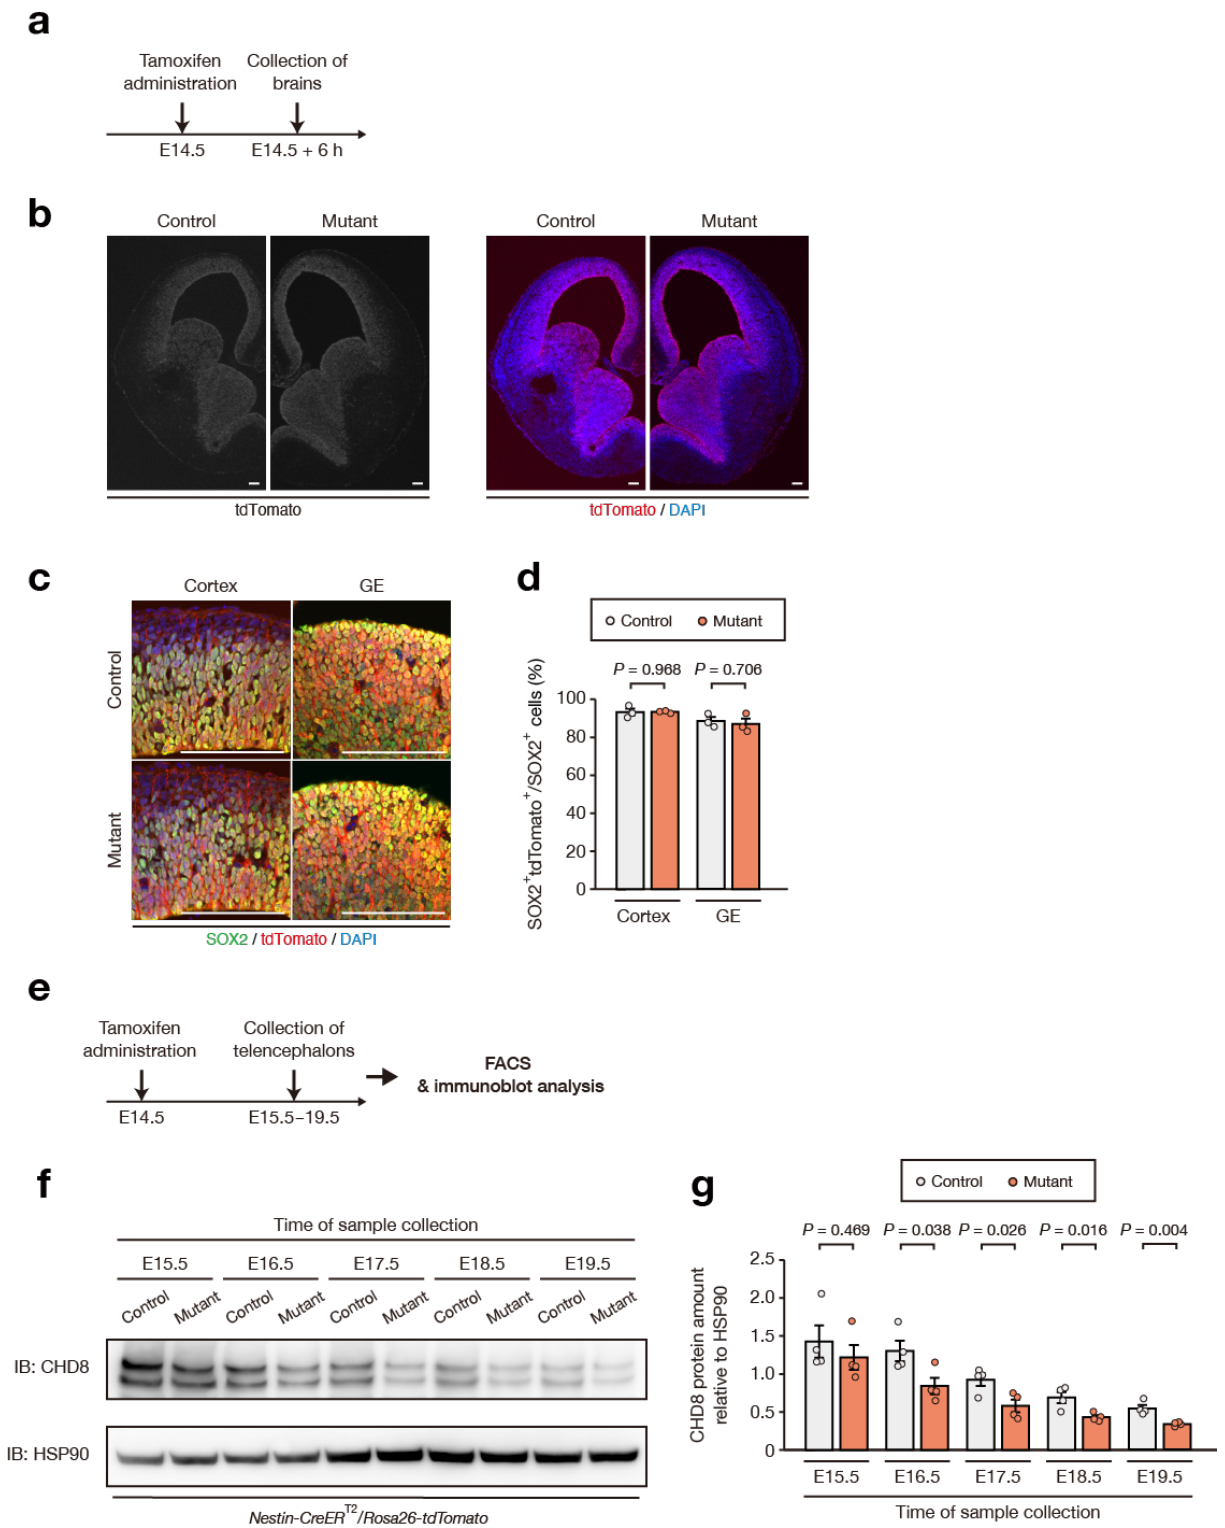

**Supplementary Fig. 7 *Chd8* heterozygous mutation is associated with accelerated cell-cycle exit and differentiation in ventral progenitor cells.** **a–d**, Protocol for tamoxifen administration and sample collection (**a**), immunofluorescence staining of tdTomato (**b**) or of SOX2 and tdTomato (**c**), and quantification of the number of cells positive for tdTomato among SOX2<sup>+</sup> cells in the cortex and ganglionic eminence (GE) (**d**) for *Nestin-CreER<sup>T2</sup>/Rosa26-tdTomato/Chd8<sup>+/+</sup>* (control) and *Nestin-CreER<sup>T2</sup>/Rosa26-tdTomato/Chd8<sup>+/-</sup>* (mutant) embryos ( $n = 3$  mice per genotype). Scale bars, 100  $\mu$ m. **e–g**, Protocol for tamoxifen administration and sample collection (**e**) as well as immunoblot (IB) analysis of CHD8 and HSP90 (loading control) (**f**) and quantification of the CHD8/HSP90 band intensity ratio (**g**) for tdTomato-positive cells isolated by FACS from *Nestin-CreER<sup>T2</sup>/Rosa26-tdTomato/Chd8<sup>+/+</sup>* (control) and *Nestin-CreER<sup>T2</sup>/Rosa26-tdTomato/Chd8<sup>+/-</sup>* (mutant) embryos ( $n = 4$  mice per genotype). All quantitative data are means  $\pm$  s.e.m. *P* values were calculated with the two-tailed Student's *t* test.

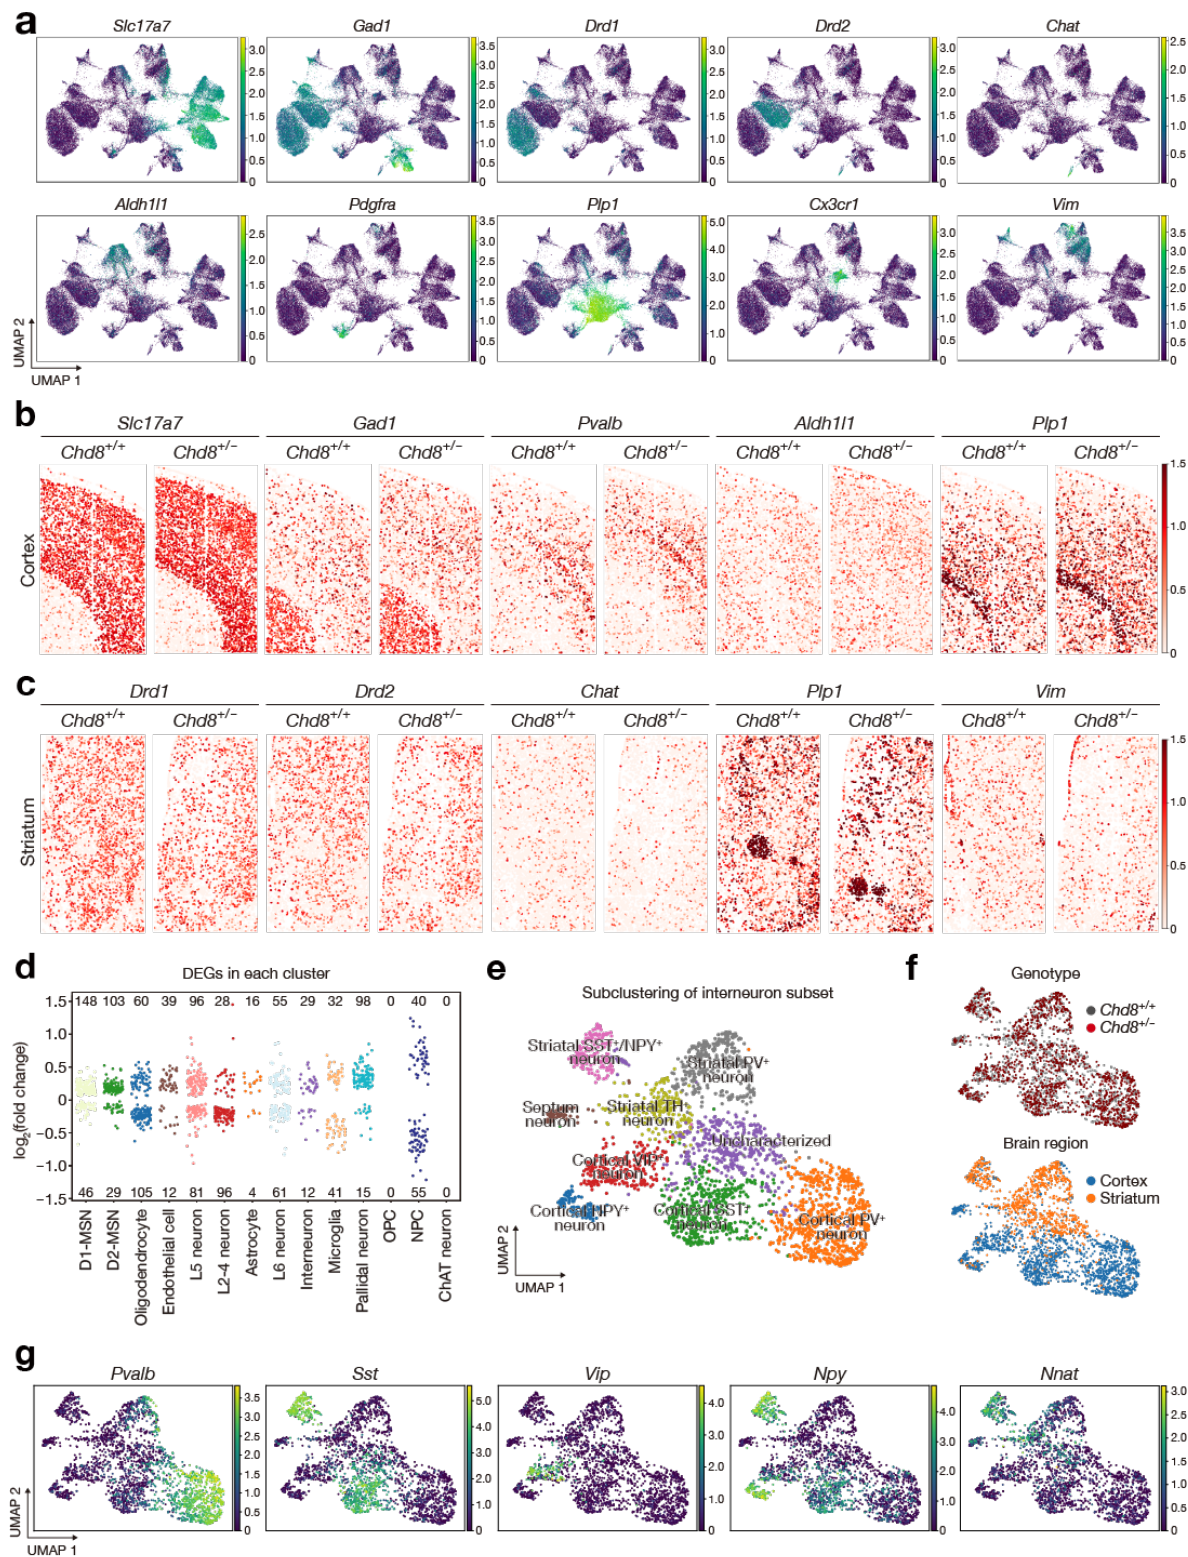

**Supplementary Fig. 8 Spatial transcriptome analysis reveals that *Chd8* mutation is associated with region-specific changes in gene expression in the adult brain.** **a**, Heat maps for expression levels of the indicated cell marker genes shown on the UMAP for spatial transcriptome analysis. **b,c**, Spatial distribution for expression levels of the indicated cell marker genes in the cortex (**b**) and striatum (**c**) of mutant mice compared with control mice. **d**, Fold change in expression for DEGs in each cluster of mutant mice compared with control mice based on spatial transcriptome data. The numbers of up- or downregulated DEGs are indicated in the upper and lower parts of the plot, respectively. **e**, UMAP showing nine subclusters for the interneuron cluster in Figure 4b. **f**, Distribution of genotype (upper panel) and brain region (lower panel) shown on the UMAP of the interneuron cluster. **g**, Heat maps for expression levels of the indicated cell marker genes shown on the UMAP of the interneuron cluster.

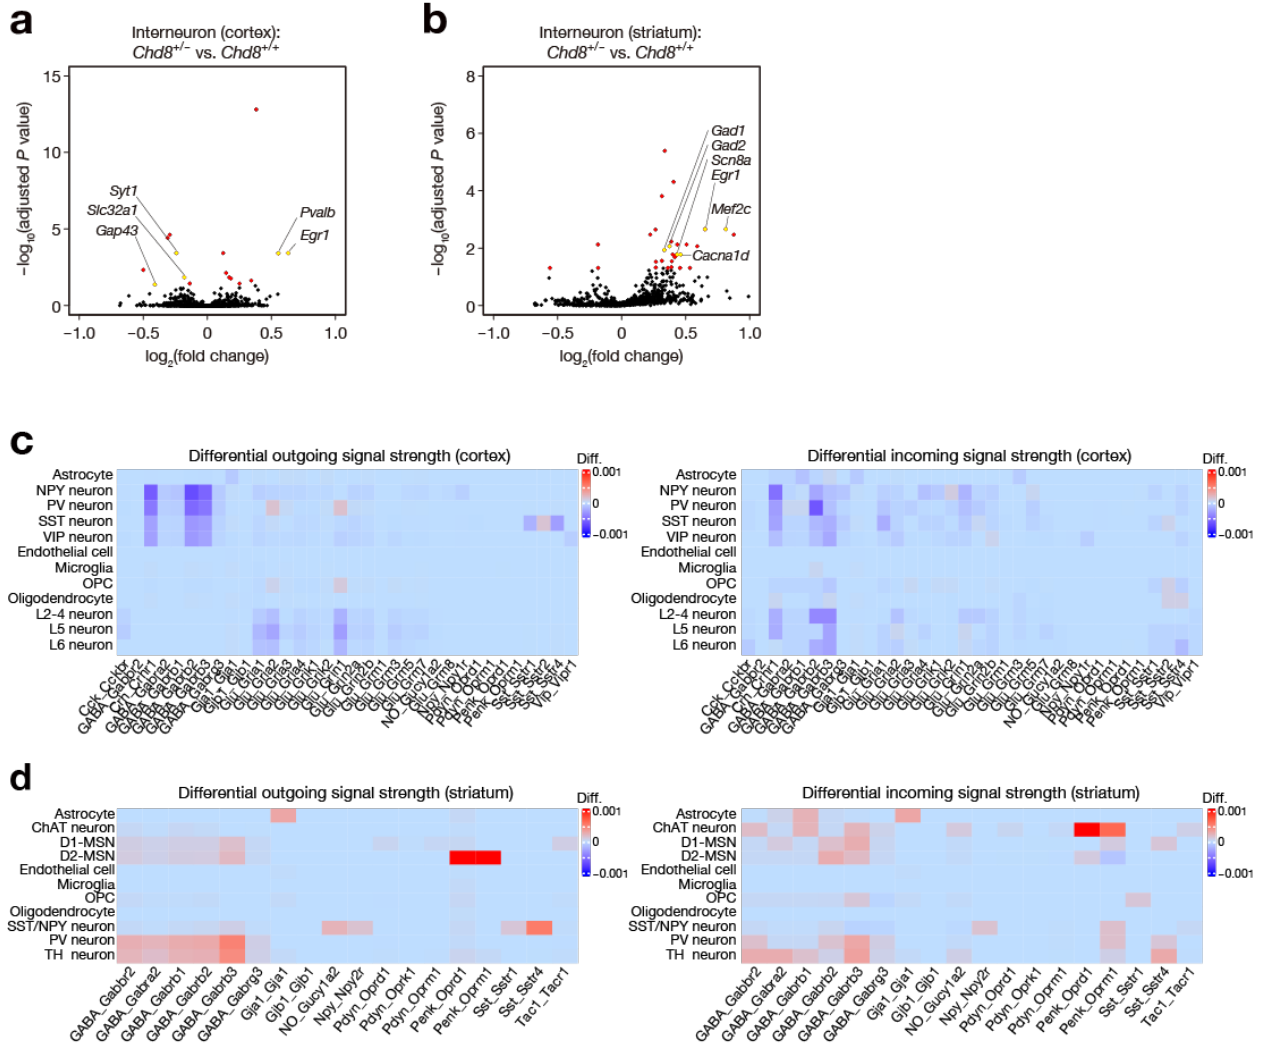

**Supplementary Fig. 9 Spatial transcriptome analysis reveals that *Chd8* mutation is associated with region-specific changes in gene expression and cell communication in the adult brain. a,b**, Volcano plots for DEGs in the interneuron cluster for the cortex (**a**) and striatum (**b**) of mutant mice compared with control mice. DEGs (FDR-adjusted *P* value of <0.05) are shown in red. Synapse-, neurotransmitter receptor-, and neuronal activity-related genes are highlighted in yellow. **c,d**, Heat maps based on NeuronChat analysis for the differential outgoing (left panels) and incoming (right panels) signal strengths across cell types are shown for the cortex (**c**) and striatum (**d**) of mutant mice compared with control mice.

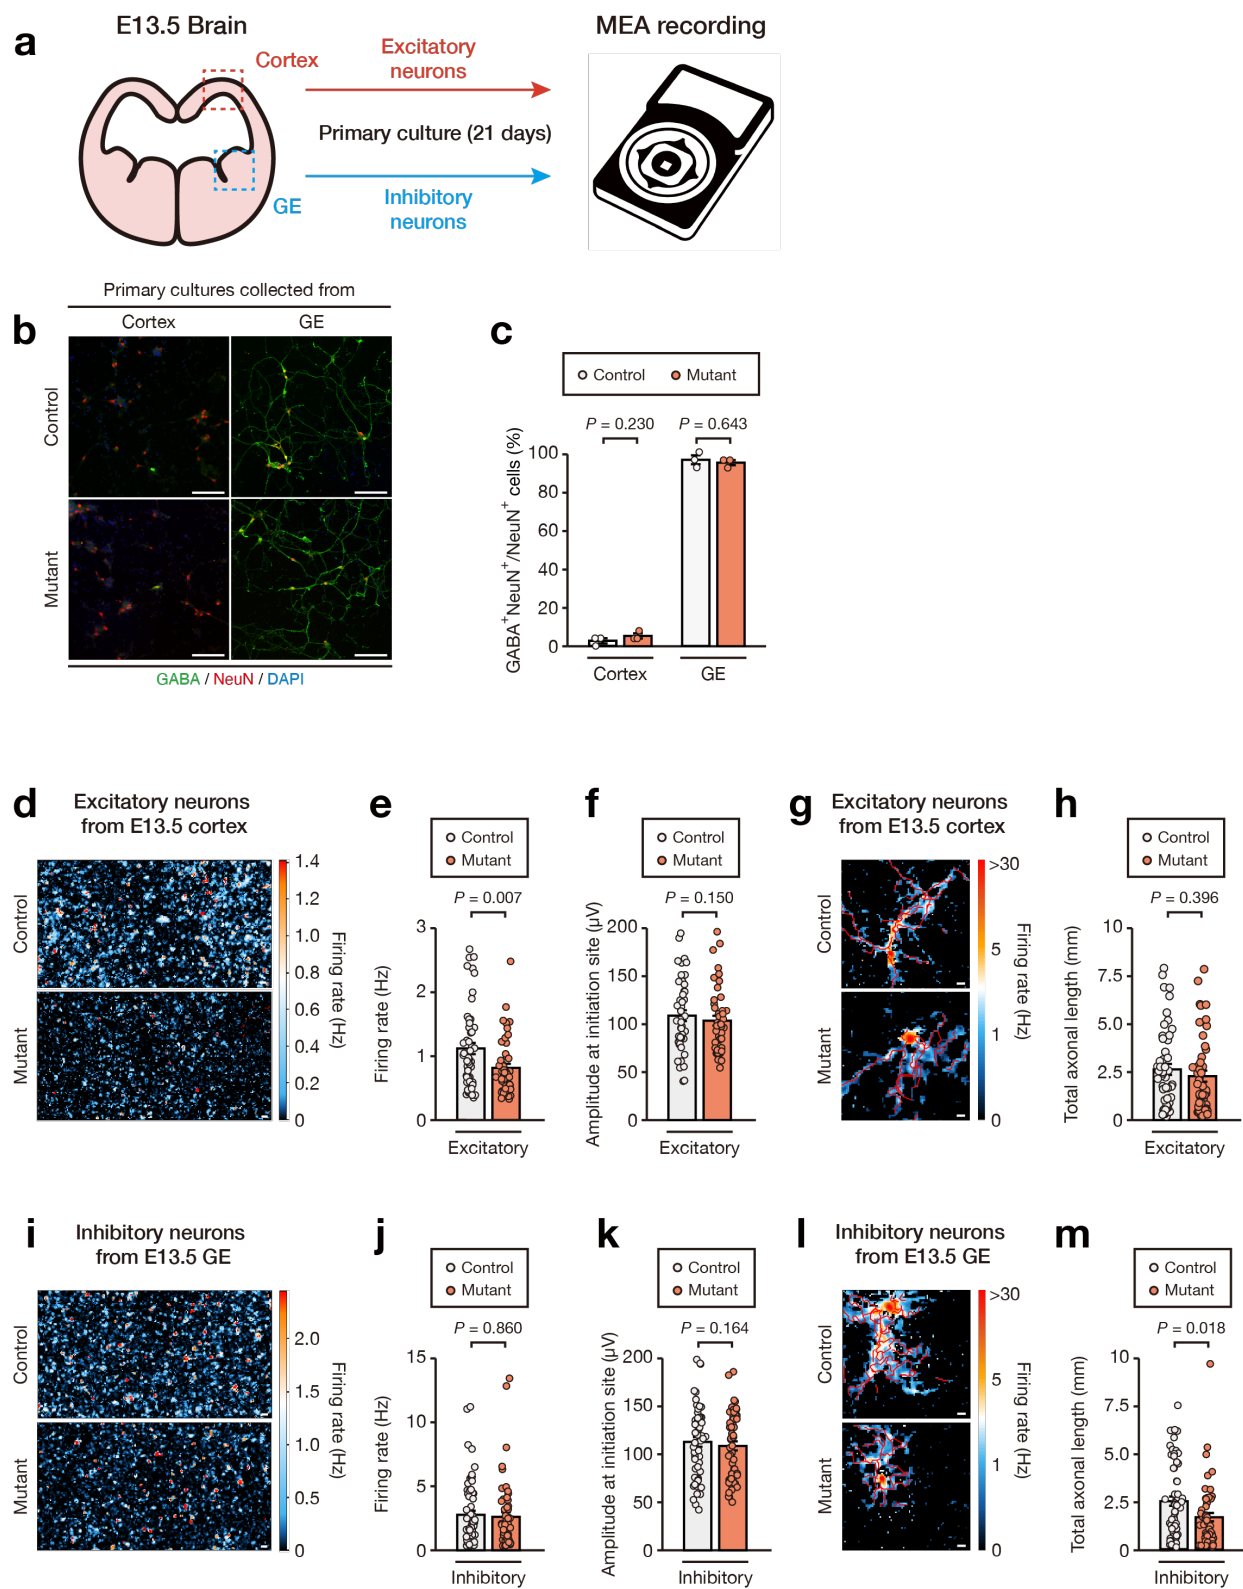

**Supplementary Fig. 10 Microelectrode array recordings reveal impaired function of**

***Chd8*<sup>+/-</sup> mouse neurons.** **a**, Strategy for evaluation of excitatory and inhibitory neurons by MEA analysis. Primary cultures of excitatory or inhibitory neurons were prepared from the E13.5 mouse cortex and ganglionic eminence (GE), respectively, and were subjected to MEA recording. **b,c**, Immunofluorescence staining of GABA and NeuN (**b**) as well as quantification of the number of cells positive for GABA among NeuN<sup>+</sup> cells (**c**) in the cultures of primary neurons established from the E13.5 cortex or GE of *Chd8*<sup>+/+</sup> (control) and *Chd8*<sup>+/-</sup> (mutant) mice ( $n = 3$  cultures per genotype). Scale bars, 100  $\mu$ m. **d–f**, Spatial heat maps of firing rate for each electrode unit across the MEAs (**d**) as well as quantification of neuronal firing rate (**e**) and spike amplitude at the initiation site (**f**) for cultures prepared from the E13.5 cortex (excitatory neurons) of mutant and control mice ( $n = 52$  neurons for control,  $n = 48$  neurons for mutant). Scale bars, 100  $\mu$ m. **g,h**, Heat maps of firing rate on the MEAs, with the reconstructed axonal trajectory shown in red (**g**), as well as quantification of total axonal length for neurons (**h**) in cultures prepared from the E13.5 cortex of mutant and control mice ( $n = 52$  neurons for control,  $n = 48$  neurons for mutant). Scale bars, 100  $\mu$ m. **i–k**, Spatial heat maps of firing rate for each electrode unit across the MEAs (**i**) as well as quantification of neuronal firing rate (**j**) and spike amplitude at the initiation site (**k**) for cultures prepared from the E13.5 GE (inhibitory neurons) of mutant and control mice ( $n = 63$  neurons for control,  $n = 56$  neurons for mutant). Scale bars, 100  $\mu$ m. **l,m**, Heat maps of firing rate on the MEAs, with the reconstructed axonal trajectory shown in red (**l**), as well as quantification of total axonal length for neurons (**m**) in cultures prepared from the E13.5 GE of mutant and control mice ( $n = 63$  neurons for control,  $n = 56$  neurons for mutant). Scale bars, 100  $\mu$ m. All quantitative data are means  $\pm$  s.e.m., and the  $P$  values were calculated with the two-tailed Student's  $t$  test.

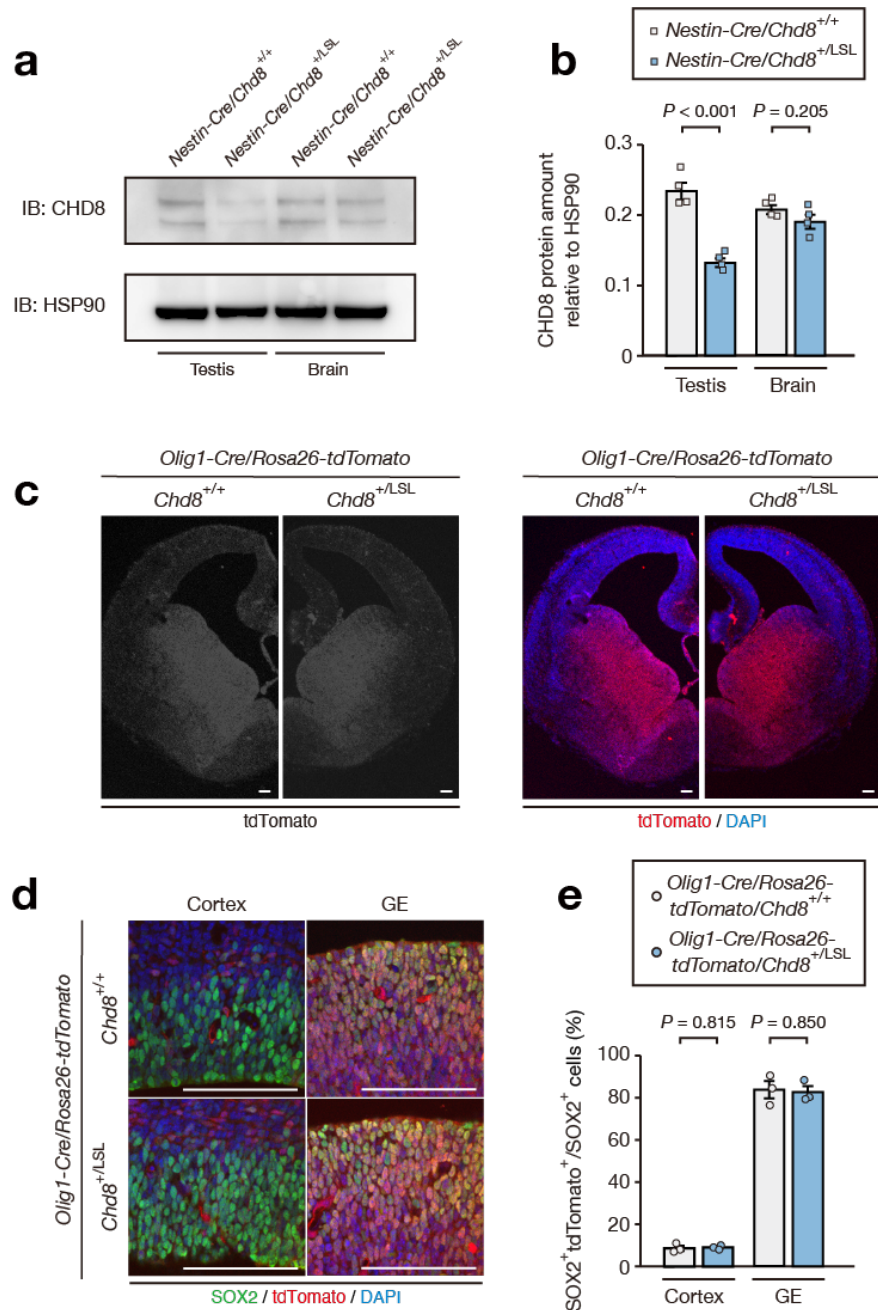

**Supplementary Fig. 11 Genetic rescue of *Chd8* expression in neural stem cells and localization of *Olig1-Cre* expression for ventral progenitor cells.** **a,b**, Immunoblot analysis of CHD8 and HSP90 (loading control) (**a**) as well as quantification of the CHD8/HSP90 band intensity ratio (**b**) for testis and brain of mice of the indicated genotypes at 8 weeks of age ( $n = 4$

mice per genotype). **c–e**, Immunofluorescence staining of tdTomato (**c**) and of SOX2 and tdTomato (**d**), as well as quantification of the number of cells positive for tdTomato among SOX2<sup>+</sup> cells (**e**), for the cortex and ganglionic eminence (GE) of *Olig1-Cre/Rosa26-tdTomato/Chd8<sup>+/+</sup>* and *Olig1-Cre/Rosa26-tdTomato/Chd8<sup>+/-LSL</sup>* embryos at E14.5 ( $n = 3$  mice per genotype). Scale bars, 100  $\mu\text{m}$ . All quantitative data are means  $\pm$  s.e.m.  $P$  values were calculated with the two-tailed Student's  $t$  test.

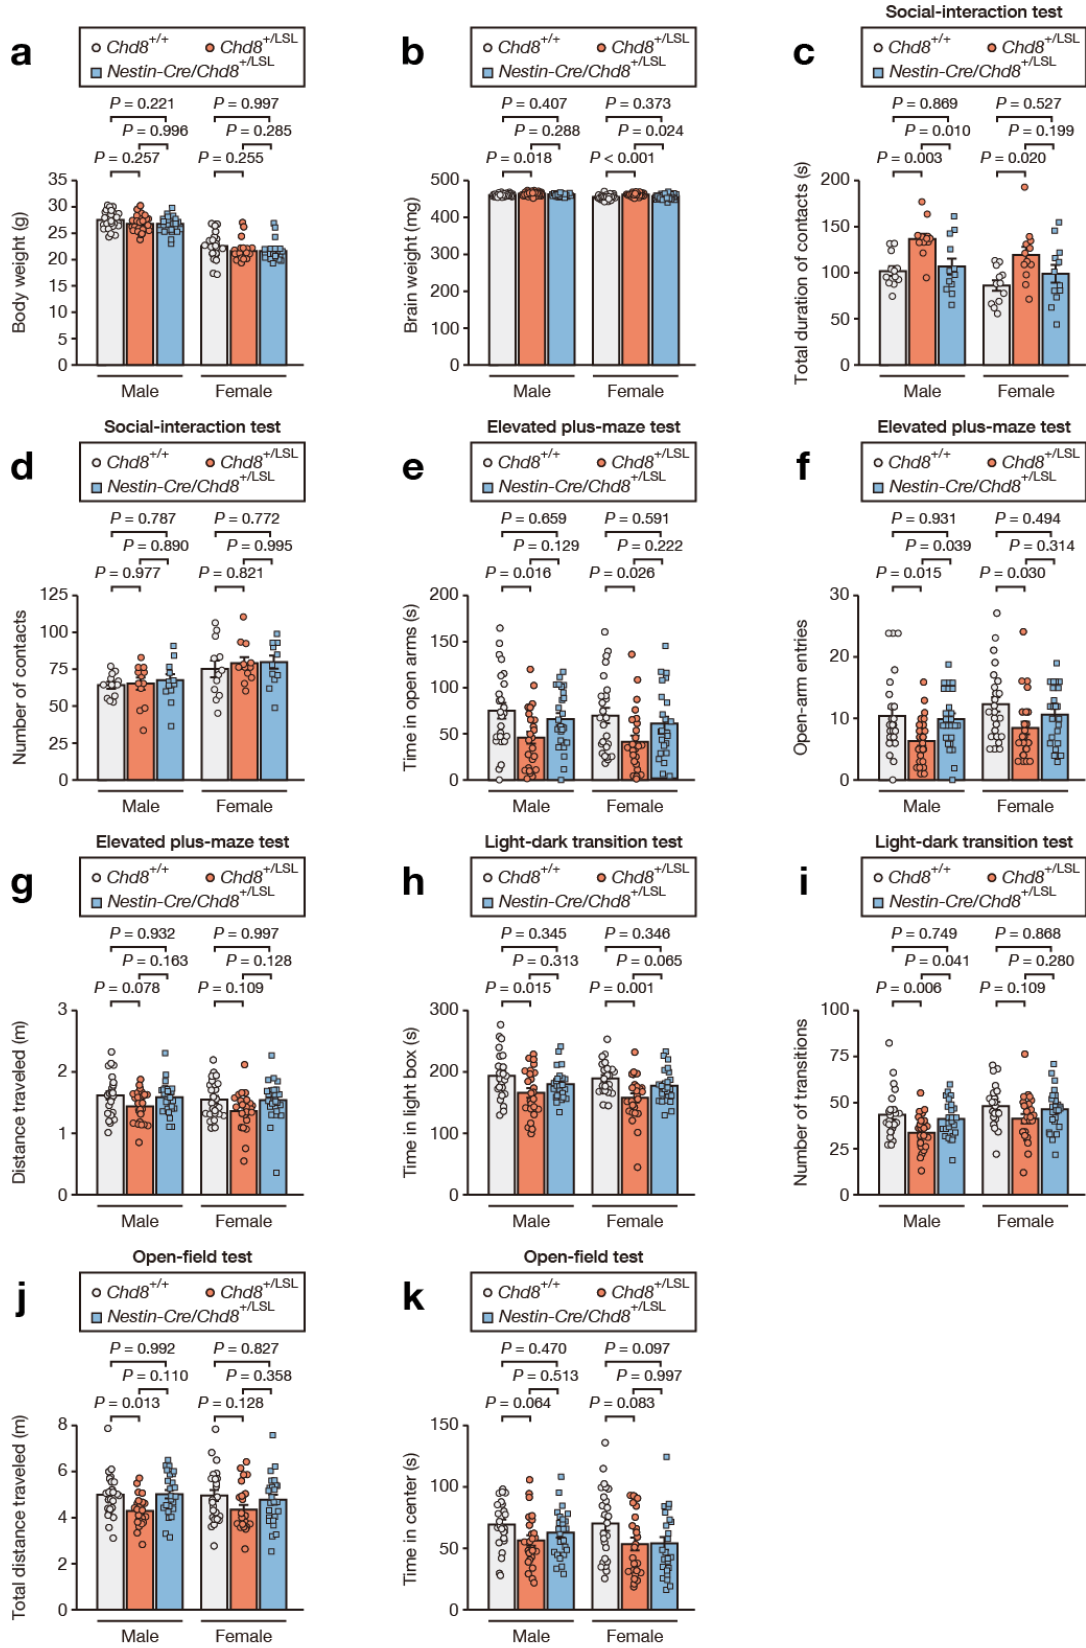

**Supplementary Fig. 12 Genetic rescue of *Chd8* expression in neural stem cells ameliorates behavioral abnormalities.** **a,b**, Body weight (**a**) and brain weight (**b**) for mice subjected to behavioral tests. **c,d**, Total duration of contacts (**c**) and total number of contacts (**d**) for the social-interaction test. **e–g**, Time spent in the open arms (**e**), number of entries into the open arms (**f**), and total distance traveled (**g**) for the elevated plus-maze test. **h,i**, Time spent in the light chamber (**h**) and number of transitions between the light and dark chambers (**i**) for the light-dark transition test. **j,k**, Total distance traveled (**j**) and time spent in the central area (**k**) for the open-field test. All data are means  $\pm$  s.e.m. and were obtained with *Chd8*<sup>+/+</sup>, *Chd8*<sup>+/<sup>LSL</sup></sup>, and *Nestin-Cre/Chd8*<sup>+/<sup>LSL</sup></sup> males ( $n = 25$  mice per genotype, with the exception that  $n = 12$  pairs of mice for the social-interaction test) and females ( $n = 25$  mice per genotype, with the exception that  $n = 12$  pairs of mice for the social-interaction test). All behavioral tests were conducted with mice at 9 to 13 weeks of age. *P* values were calculated by one-way ANOVA with Tukey's post hoc test.

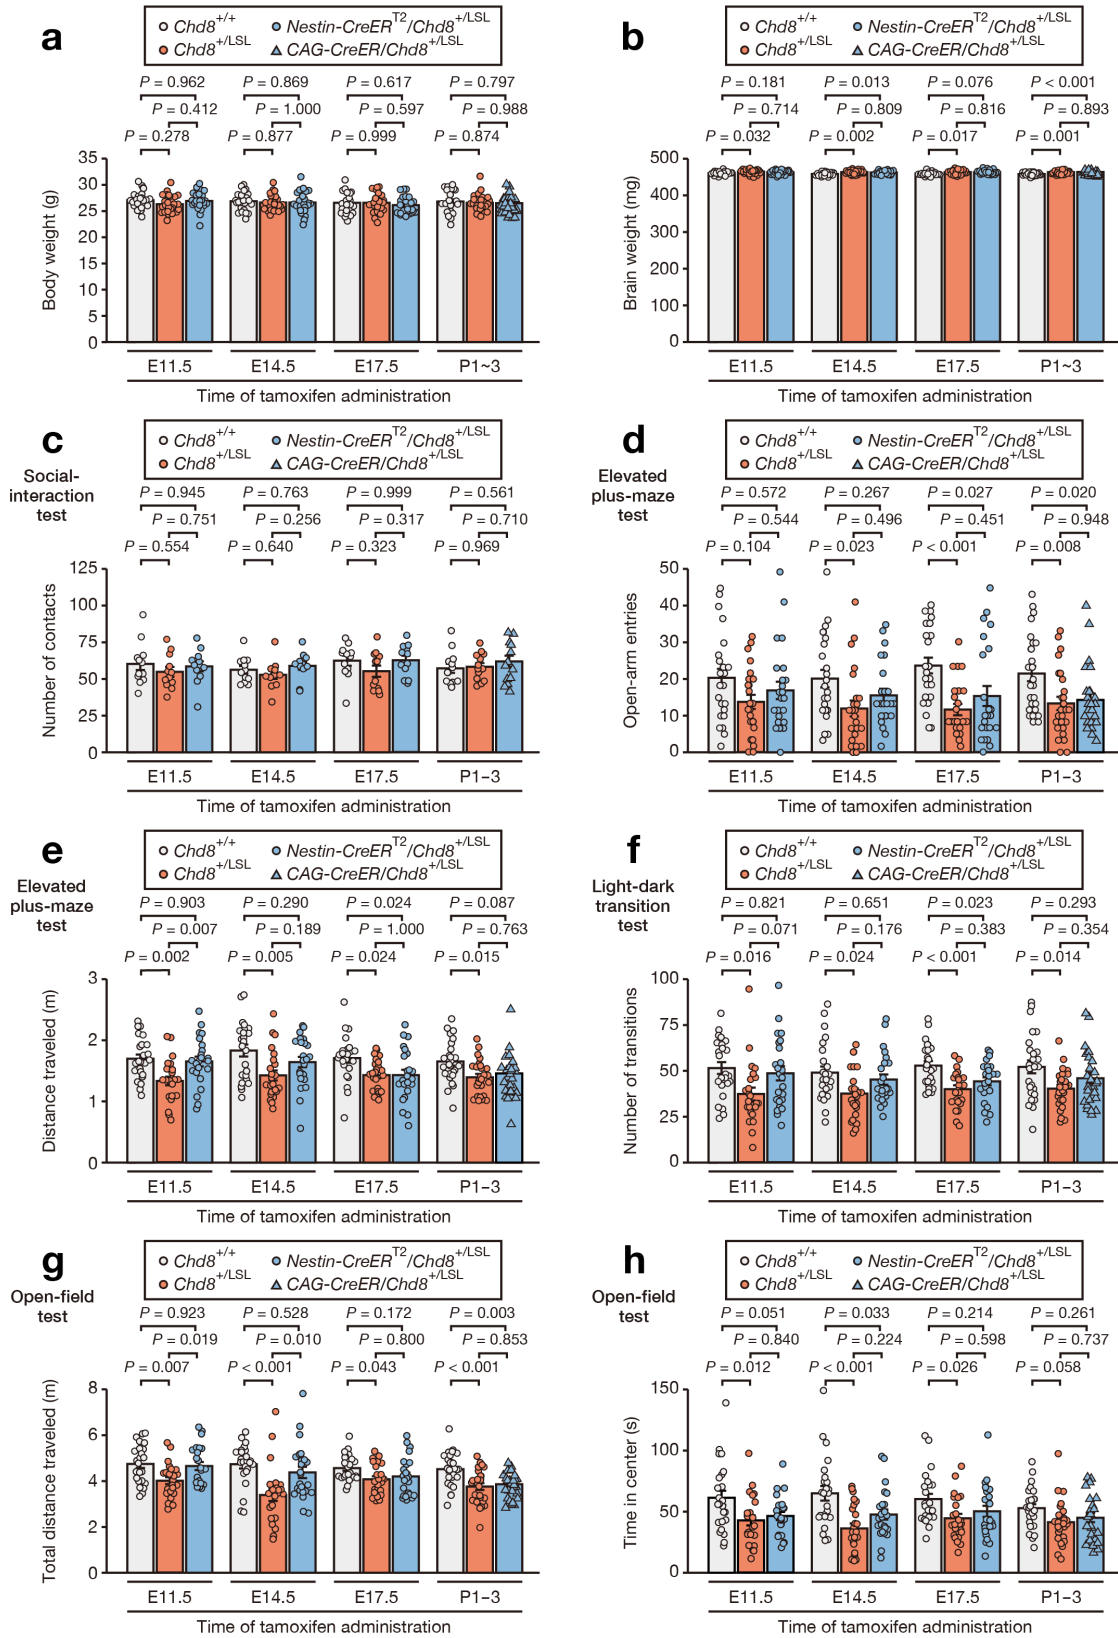

**Supplementary Fig. 13 Genetic rescue of *Chd8* expression in neural stem cells at E11.5 or E14.5 ameliorates behavioral abnormalities in male mice.** **a,b**, Body weight (**a**) and brain weight (**b**) for mice subjected to behavioral tests. **c**, Total number of contacts for the social-interaction test. **d,e**, Number of entries into the open arms (**d**) and total distance traveled (**e**) for the elevated plus-maze test. **f**, Number of transitions between the light and dark chambers for the light-dark transition test. **g,h**, Total distance traveled (**g**) and time spent in the central area (**h**) for the open-field test. All data are means  $\pm$  s.e.m. and were obtained with *Chd8*<sup>+/+</sup>, *Chd8*<sup>+/-LSL</sup>, and *Nestin-CreER*<sup>T2</sup>/*Chd8*<sup>+/-LSL</sup> adult male mice treated with tamoxifen at E11.5 (*n* = 24 mice per genotype), E14.5 (*n* = 25 mice per genotype), or E17.5 (*n* = 24 mice per genotype), and with *Chd8*<sup>+/+</sup>, *Chd8*<sup>+/-LSL</sup>, and *CAG-CreER*/*Chd8*<sup>+/-LSL</sup> adult male mice treated with tamoxifen at P1–3 (*n* = 26 mice per genotype). All behavioral tests were conducted with male mice at 9 to 13 weeks of age. For the social-interaction test only, two unfamiliar mice constituted one experimental unit (one pair); thus, *n* values are indicated as numbers of mice, statistical analyses were performed based on the number of pairs. *P* values were calculated by one-way ANOVA with Tukey's post hoc test.

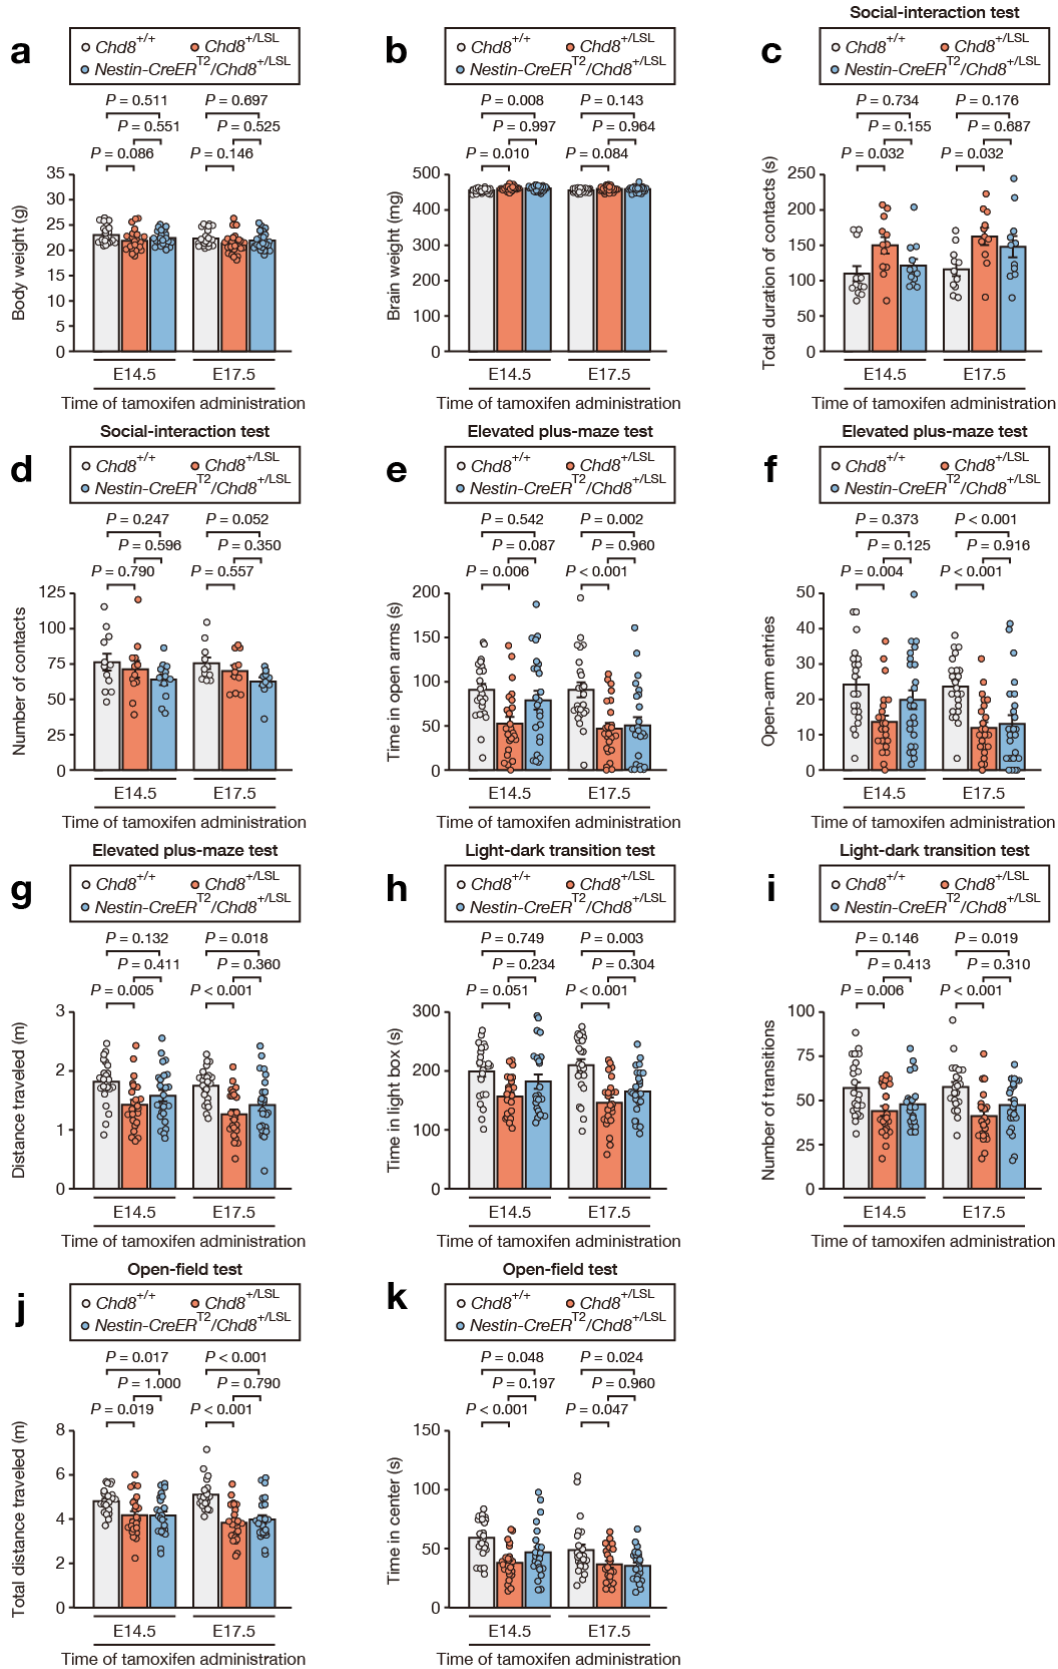

**Supplementary Fig. 14 Genetic rescue of *Chd8* expression in neural stem cells at E14.5 ameliorates behavioral abnormalities in female mice.** **a,b**, Body weight (**a**) and brain weight (**b**) for mice subjected to behavioral tests. **c,d**, Total duration of contacts (**c**) and total number of contacts (**d**) for the social-interaction test. **e–g**, Time spent in the open arms (**e**), number of entries into the open arms (**f**), and total distance traveled (**g**) for the elevated plus-maze test. **h,i**, Time spent in the light chamber (**h**) and number of transitions between the light and dark chambers (**i**) for the light-dark transition test. **j,k**, Total distance traveled (**j**) and time spent in the central area (**k**) for the open-field test. All data are means  $\pm$  s.e.m. and were obtained with *Chd8*<sup>+/+</sup>, *Chd8*<sup>+/<sup>LSL</sup></sup>, and *Nestin-CreER*<sup>T2</sup>/*Chd8*<sup>+/<sup>LSL</sup></sup> adult female mice treated with tamoxifen at E14.5 ( $n = 24$  mice per genotype, with the exception that  $n = 12$  pairs of mice for the social-interaction test) or E17.5 ( $n = 24$  mice per genotype, with the exception that  $n = 12$  pairs of mice for the social-interaction test). All behavioral tests were conducted with female mice at 9 to 13 weeks of age. *P* values were calculated by one-way ANOVA with Tukey's post hoc test.

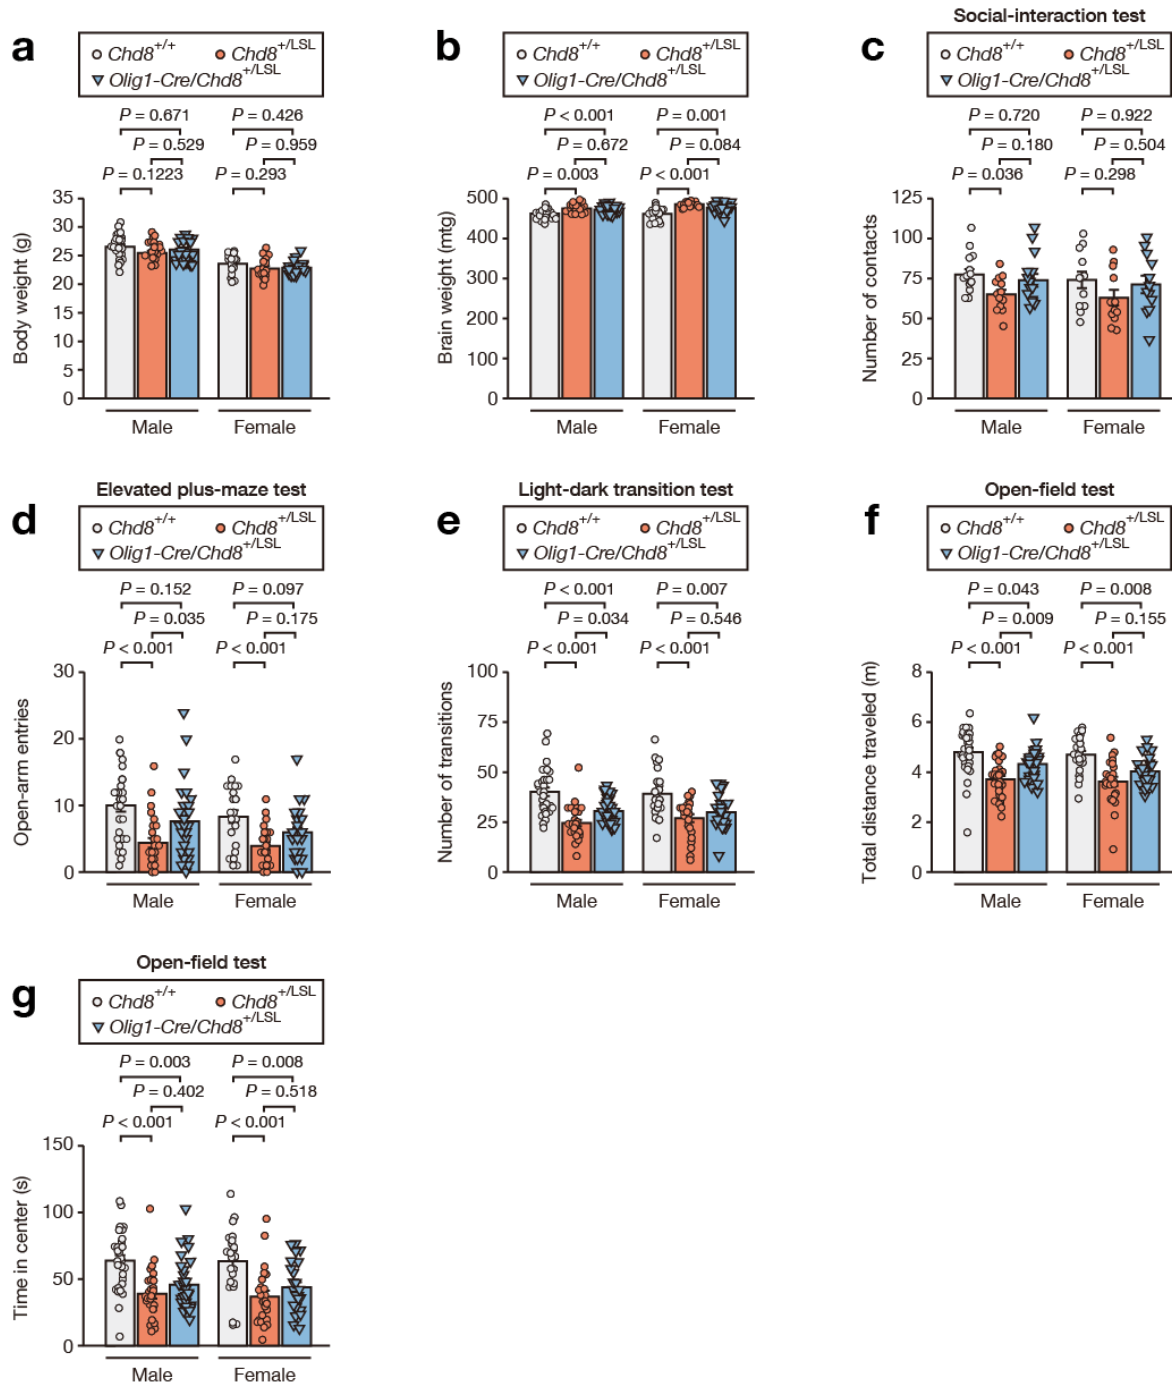

### Supplementary Fig. 15 Genetic rescue of *Chd8* expression in ventral progenitor cells

ameliorates behavioral abnormalities in male and female mice. **a,b**, Body weight (**a**) and

brain weight (**b**) for mice subjected to behavioral tests. **c**, Total number of contacts for the social-

interaction test. **d**, Number of entries into the open arms for the elevated plus-maze test. **e**, Number of transitions between the light and dark chambers for the light-dark transition test. **f,g**, Total distance traveled (**f**) and time spent in the central area (**g**) for the open-field test. All data are means  $\pm$  s.e.m. and were obtained with *Chd8*<sup>+/+</sup>, *Chd8*<sup>+/-LSL</sup>, and *Olig1-Cre/Chd8*<sup>+/-LSL</sup> adult male mice ( $n = 30, 29$ , and  $30$  mice, respectively) and female mice ( $n = 24$  mice per genotype). For the social-interaction test only, two unfamiliar mice constituted one experimental unit (one pair); thus,  $n$  values are indicated as numbers of mice, statistical analyses were performed based on the number of pairs. All behavioral tests were conducted with mice at 9 to 13 weeks of age.  $P$  values were calculated by one-way ANOVA with Tukey's post hoc test.

# Supplementary material for: Defective ventral neurogenesis due to midfetal Chd8 mutation drives autistic-like behavior in mice
**Source:** Nat Commun. 2026 May 27;17:4457. doi: 10.1038/s41467-026-73416-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **File name: Supplementary Data 1**

Description: Results (fold change and  $P$  value) for total genes in the scRNA-seq analysis performed in this study.

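This table gives a fold change and P value per gene and cluster for cells of the mutant against cells of the control, which the methods describe as a Wilcoxon rank-sum test over cells. A cell-level test of this kind treats each cell as a replicate and answers whether the cells differ between groups of libraries. The copy held here is incomplete, and no value was taken from it. When the test was computed from the deposited counts over pooled cells, *Nlgn1* and *Neurod1* in excitatory neurons (adjusted p = 0.0136 and 0.000118), *Auts2*, *Nrxn3* and *Gphn* in inhibitory neurons (adjusted p = 0.0382, 0.0215 and 0.0109), and *Tcf4* and *Nfia* in OPCs were called, and *Olig1* was not (adjusted p = 0.0574). In replicate 1 alone, *Neurod1*, *Auts2*, *Nrxn3* and *Gphn* were called, in replicate 2 alone *Olig1*, *Tcf4* and *Nfia*, and none of these genes was called in both. Of the other genes marked in Fig. 2j, *Sox11* alone was called within both replicates, as higher in the mutant library each time, in excitatory neurons (adjusted p = 0.0210 and 2.56e-19 in replicates 1 and 2) and in inhibitory neurons (adjusted p = 2.20e-06 and 9.05e-08). Between the control libraries, *Sox11* and every gene above except *Olig1* differed under the same test.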

### **File name: Supplementary Data 2**

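The table holds 9 sets of cell type-specific genes, listed by mouse gene symbol, and a set test asks whether the genes of a set shift together between genotypes. The number of listed genes found in the count matrices was 95 of 100 for layer I neurons, 94 of 100 for layer II-IV neurons, 97 of 100 for layer V-VI neurons, 95 of 100 for Int4, 99 of 100 for Int2, 157 of 184 for astrocytes, 310 of 383 for OPCs, 104 of 130 for oligodendrocytes and 95 of 100 for microglia. Symbols without a match were left out, and within a cell type a set was reduced further to the genes that passed the filter on low counts, such as 83 genes of the layer V-VI set in excitatory neurons and 79 of the oligodendrocyte set in oligodendrocytes.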

Description: List of genes used in the GSEA for the scRNA-seq data in this study.

### **File name: Supplementary Data 3**

Description: Results (fold change and  $P$  value) for total genes in the spatial transcriptome analysis performed in this study.

# Supplementary material for: Defective ventral neurogenesis due to midfetal Chd8 mutation drives autistic-like behavior in mice
**Source:** Nat Commun. 2026 May 27;17:4457. doi: 10.1038/s41467-026-73416-2
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Library was prepared using Chromium Next GEM Single Cell 3' Kit v3.1 (10x Genomics). scRNA-seq data were generated with the 10x Genomics Chromium platform. Reads were mapped to the mouse (mm10) genome with the use of Cell Ranger (v7.0.0).<br>For spatial transcriptome analysis, each section was analyzed with the CosMx Spatial Molecular Imager (Nanostring) and a 1000-Plex RNA Mouse Neuroscience Panel by Visualix (Kobe, Japan). Fields of view (FOVs) measuring 0.51 by 0.51 mm were set to include both the cortex and striatum.                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Data analysis   | Data processing and visualization of scRNA-seq data were performed with Scanpy (v1.9.3). Batch effects were corrected for by application of the single-cell Variational Inference (scVI) model. Gene Ontology analysis of DEGs and GSEA were performed with the use of DAVID and GSEA software (v4.3.2), respectively. scVelo (v0.2.3) was applied to estimate RNA velocity, and cell fate probabilities were estimated with CellRank (v2.0.4).<br>Spatial transcriptomic data were processed using the Scanpy (v1.9.3) and Squidpy (v1.2.4) Python packages. Cell-cell communication analysis was conducted with the NeuronChat R package. The codes for the scRNA-seq and spatial transcriptome analyses used in this study can be found on GitHub: <a href="https://github.com/akwamura/Chd8_scRNA-seq">https://github.com/akwamura/Chd8_scRNA-seq</a> , and archived on Zenodo as Kawamura A (2024) Chd8_scRNA-seq: <a href="https://doi.org/10.5281/zenodo.19105439">https://doi.org/10.5281/zenodo.19105439</a> . |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

scRNA-seq data have been deposited in GEO under the accession number GSE278323 and in DDBJ Sequence Read Archive under the accession number DRA016611. Spatial transcriptome analysis data have been deposited in GEO under the accession number GSE278133.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |    |
|--------------------------------------------------------------------|----|
| Reporting on sex and gender                                        | NA |
| Reporting on race, ethnicity, or other socially relevant groupings | NA |
| Population characteristics                                         | NA |
| Recruitment                                                        | NA |
| Ethics oversight                                                   | NA |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Although no statistical power analysis was performed beforehand, our sample sizes were in accordance with those generally adopted in the field. |
| Data exclusions | No data were excluded from the analyses.                                                                                                        |
| Replication     | The experimental findings were reliably reproduced through repeated experiments.                                                                |
| Randomization   | All individual mice or samples were randomly allocated to the experimental groups.                                                              |
| Blinding        | The experimenters were blinded to mouse genotype during data collection.                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

Antibodies included those to SOX2 (ab97959, abcam; 1:1000 dilution), Ki67 (550609, BD Biosciences; 1:500), DCX (ab18723, abcam; 1:1000), OLIG2 (AB9610, Millipore; 1:500), DLX1 (Af460, Frontier Institute; 1:500), PDGFRa (558774, BD Pharmingen; 1:500), GABA (A2052, Sigma-Aldrich; 1:500), vGAT (14471-1-AP, proteintech; 1:500), and NeuN (MAB377, Millipore; 1:1000) for immunofluorescence staining, and those to CHD8 (77694, Cell Signaling Technology; 1:1000) and HSP90 (610419, BD Biosciences; 1:1000) for immunoblot analysis. Antibodies to RFP (5f8, ChromoTek; or MA5-15257, Thermo Fisher Scientific, both at 1:1000) were used to enhance the tdTomato signal in immunofluorescence analysis.

Validation

Antibody validation was reported from the companies that provide the antibodies or from cited literature.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

The generation of Chd8+/F mice was described previously (Katayama, et al., Nature. 2016). Offspring were backcrossed onto the C57BL/6J line for at least nine generations. Chd8+/F mice were crossed with Nestin-Cre, Nestin-CreERT2, or CAG-CreER heterozygous mice to produce Nestin-Cre/Chd8+/F, Nestin-CreERT2/Chd8+/F, or CAG-CreER/Chd8+/F mice, respectively. Chd8 conditional knock-in floxed (Chd8+/LSL) mice were generated by CRISPR/Cas9-based genome editing in the C57BL/6J strain. The donor plasmid contained an adenoviral splice acceptor site and a stop cassette flanked by loxP sequences. Vgat-ires-Cre mice were generated by in vitro fertilization using cryopreserved sperm provided by Dr. K. Kaneda at Kanazawa University. The original mice were purchased from The Jackson Laboratory (STOCK Slc32a1tm2(cre)Lowl/J, Strain #:016962). Mice were housed under a 12-h light/dark cycle at 23±3°C and 55±10% humidity, with ad libitum access to food and water.

Wild animals

NA

Reporting on sex

Both sexes were used in this study. For postnatal experiments, the sex of mice was identified and specified in the figure legends where applicable. For fetal experiments, sex was not determined due to technical limitations at the embryonic stage. For scRNA-seq and transcriptome analysis, we used samples from male mice, as previous studies primarily employed male mice, and we aimed to compare our results with those studies.

Field-collected samples

NA

Ethics oversight

All experiments were performed with the approval of the Animal Care Committee of Kanazawa University (protocol no. KINDAI 6-2135).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

NA

Novel plant genotypes

NA

Authentication

NA

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

The telencephalon including the cortex and striatum (without the olfactory bulb and thalamus) was collected from P5 or embryonic mice harboring Nestin-CreERT2/Rosa26-tdTomato after tamoxifen treatment. The tissue was dissociated with a papain dissociation system (LK003150, Worthington Biochemical).

Instrument

FACS was performed with a FACSria Fusion Cell Sorter (BD Biosciences) fitted with a 100- $\mu$ m nozzle.

Software

The data generated during cell sorting were analyzed with FlowJo\_V10 software.

Cell population abundance

Approximately 25% of input cells were sorted as tdTomato positive after gating for forward/side scatter, LIVE/DEAD dye (Pacific Blue), and tdTomato (phycoerythrin) fluorescence.

Gating strategy

After gating for forward and side scatter, approximately 85% of cells were sorted. Then approximately 15% of cells labeled with the LIVE/DEAD dye were removed by gating for Pacific Blue fluorescence. Finally about one-third of cells were sorted as tdTomato-positive by gating for phycoerythrin fluorescence.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

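The data were single-cell counts from 4 libraries, 2 of control and 2 of mutant mice, each pooled from 3 mice and made from sorted tdTomato-positive cells of the telencephalon at postnatal day 5. The conditions and replicate numbers were taken from the labels of the samples. The authors aligned reads to mm10 and produced with Cell Ranger, for each library, a matrix of raw counts of UMIs per gene and barcode, and these counts were deposited without normalization. Gene positions, exons and lengths came from the GENCODE vM21 annotation, which held 99.6% of the genes of the matrices.

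Cells with 2000 to 40000 UMIs, at least 1000 genes and at most 10% mitochondrial counts were kept. Counts were log-normalized, centred and scaled within each library over 2000 variable genes, and clustered with scanpy 1.11.5 (anndata 0.12.19, numpy 2.4.6, pandas 2.3.3) on 30 principal components and 15 neighbours at a resolution of 1. Each cluster took the cell type with the highest mean log2 level of its listed markers over their median across clusters, provided that at least 3 markers were found in 10% of its cells. Where more of the 10 leading genes of a cluster (found in at least 25% of its cells, at 50 CPM or more) were markers of another type, that type was taken if its score lay within 25%, and otherwise the cluster was left unnamed. A cluster of low UMI count with no marker among its leading genes was also left unnamed. The number of components and neighbours, the resolution and this naming rule were set after the cells had been examined, and an exploratory clustering and a first version of the naming rule came before them.

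Counts were summed per cell type and library where every library had at least 20 cells. Genes were filtered with filterByExpr, scaled by TMM and tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test, with genotype as the only term and a prior count of 2 for fitted changes, and p-values were adjusted by the Benjamini-Hochberg method within each type. Replicate numbers pair the libraries by software version, and a replicate block was an alternative. Gene sets were tested with camera at a correlation of 0.01 in limma 3.58.1, adjusted over 99 tests. Numbers of cells per type were tested with edgeR, and shares with exact permutation over the 6 assignments of 4 libraries. Intervals on shares are exact Clopper-Pearson 95% intervals and cover counting error alone. The genes named in the text are those that the paper names in its text or figures for these cells and *Chd8*, together with sex-linked genes and, in each type, up to 5 genes with the largest change among those past the threshold, a rule that no gene met. Genes named outside this rule were chosen after their values were seen, and the text says so.

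The alternatives were DESeq2 1.42.0, no scaling, at least 10 counts in every library, no filter on low counts, a replicate block, the rank-sum test over cells, camera with estimated correlation, fry, fgsea 1.28.0, a mitochondrial limit of 5%, doublets removed with Scrublet at an expected rate of 0.05, no correction for the library, a resolution of 2, cells not thinned, shares without non-neural cells and each library left out in turn. The fits were tested on simulated data in which 200 genes changed by 2-fold. RNA velocity, fate probabilities and the scVI model were not used here, nor was Supplementary Data 1, which was held in part. 2 of the genes named in the paper are not reported here.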

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

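The tests of the sex genes, of microglia and of *Chd8* given here were chosen only after the result was seen, and that of single-library differences was set before its own result, on runs within replicates that were chosen after the data were seen.

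Several comparisons took opposite signs in the 2 replicates, each of which sets 1 mutant library against 1 control library. The share of excitatory neurons differed by -2.59 percentage points in replicate 1 and by 0.0527 in replicate 2, and that of microglia by -1.71 and 0.446. The sign for excitatory neurons in replicate 2 depended on the clustering, at -0.0872 with a resolution of 2 and -0.229 without correction for the library, and with a mitochondrial limit of 5% it was 2.14, against -2.35 in replicate 1. In OPCs the log2 change was -0.11 and 0.61 for *Olig1* and -0.0260 and 0.45 for *Nfia*. In excitatory neurons it was -0.23 and 0.14 for *Nlgn1* and 0.47 and -0.09 for *Neurod1*, and in inhibitory neurons -0.16 and 0.02 for *Auts2*. The excess of the layer II-IV set in excitatory neurons was -0.31 and 0.18, and that of the layer V-VI set -0.31 and 0.04. With 1 library per genotype and replicate, none of these differences between replicates was tested. For microglia, control replicate 1 is a candidate explanation of the lower mean, since without it the mean difference was 0.295 percentage points. For the genes, differences between single libraries may be a source, but the counts do not show it. Of the genes called over cells within both replicates, 33.1% changed in the same direction. Unrelated differences between libraries would on average give about as many in the same as in opposite directions, and more went opposite ways. A part shared by the replicates stays open, since 77.5% of the genes called over pooled cells had the same sign in both, a share that pooling raises by favouring such genes. A difference in response between male and female mice stays open, as sex coincided with the replicate and was not tested.

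*Xist* was counted at 1633.47 CPM in control replicate 2 and 1748.73 CPM in mutant replicate 2, a signal that the paper does not report. The lowest of these was 10690 times the highest level in a library of replicate 1, as female mice in replicate 2 and male mice in replicate 1 would give. A mixture of the sexes within the libraries of replicate 2 was argued against by Y-linked transcripts, found in at most 1.16% of their cells. Free RNA in the droplets that brought *Xist* to male cells was argued against by the same value, since it would leave the Y-linked transcripts of those cells in place, and these were found in at least 87.4% of the cells of a library of replicate 1. The sex of the mice is therefore a hypothesis that the counts leave standing, and the labels give no sex for any library.

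Over all cells, *Chd8* was not lower in the library labelled mutant within either replicate. Loss of the transcripts of the deleted allele would lower the level, and the lower counting limit was at least 101% of the control level in either replicate. That limit covers counting error only. The spread between libraries was wider (log2 change 0.09, standard error 0.335), so that a small loss stays open. Counts from 3′ ends that do not tell the deleted allele from the intact one could leave the level at 106% or above, and this cannot be told apart from an allele that was not deleted, since no value here separates the alleles. By immunoblot, the paper reports a lower level of CHD8 protein in sorted tdTomato-positive cells of mutant embryos after tamoxifen at the same embryonic day. Those were other mice at an earlier age, so that value does not cover the pools sequenced here.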

How the results depend on the processing

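The rank-sum tests within replicates, the enrichment scores on the rank-sum ranking and the replicate block with fry were tests chosen only after the result was seen, and the other alternatives were set before the data were examined, that of the resolution as a multiple of a main resolution chosen afterwards.

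Differences in the share of cells kept their size within the spread between libraries in 28 of 28 comparisons for the types named at the claims and in 33 of 33 for other types. That spread was wide, with 2 libraries per genotype. The log2 abundance kept its sign in 34 of 34, and none passed the threshold under any setting. Its size did move, with a mitochondrial limit of 5% from 0.54 to 0.91 for oligodendrocytes and from -0.26 to -0.0216 for excitatory neurons. The permutation test cannot pass a threshold of 0.05 here, so these counts do not speak to significance. With the mitochondrial limit at 5%, the 4 numbers of cells and mean counts moved. The share of mature cells in the inhibitory lineage moved to -0.769 percentage points without correction for the library, and the cause was not tested. The other 22 comparisons of mature cells changed by less than the SD between libraries, which was wide. Within it, the difference in the share with a *Gad1* UMI went from 0.129 to 3.38 percentage points without thinning, and changed sign with doublets removed (-0.478), without correction for the library (-0.980) and at a resolution of 2 (-0.233). The difference in the share of oligodendrocytes in their lineage went from 0.638 to 2.97 with a mitochondrial limit of 5%. It changed sign without control replicate 2 (-4.02) or mutant replicate 1 (-4.73), where the replicates weighed unequally.

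Counts of called genes depended most on the test. In place of 0 genes over all types, 2 were called with DESeq2, 64 without a filter on low counts (8 in oligodendrocytes) and 125 with a replicate block (38 in excitatory neurons and 38 in oligodendrocytes). The rank-sum test over pooled cells, within replicate 1 and within replicate 2 called 3206, 1850 and 4265 genes over all types, 254, 84 and 227 in excitatory neurons, 211, 196 and 166 in inhibitory neurons, 306, 255 and 454 in OPCs, and 116, 124 and 34 in oligodendrocytes. Of the 9 genes named in the text, it called 8, 4 and 3. The remaining 38 of 59 counts per type and setting were 0, and for the settings without a call over all types the number of genes with an unadjusted p-value under 0.05 ran from 200 to 273. Oligodendrocytes had too few cells in a library for a test with a mitochondrial limit of 5%, so that alternative gave no value for their genes or sets.

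Of the values for single genes, 14 of 355 changed sign and 17 passed the threshold, all with the rank-sum test over cells. The cause of the changes in sign was not tested. In the excitatory lineage, the log2 change of *Pcna* became -0.22 with a mitochondrial limit of 5%, -0.0664 without correction for the library and -0.0442 at a resolution of 2, that of *Emx1* 0.11, 0.0796 and 0.0243 under the same settings, that of *Eomes* -0.0307 with doublets removed, and that of *Rbfox1* 0.15 with a replicate block. Without correction for the library, the log2 change in the inhibitory lineage became 0.0409 for *Pcna*, 0.0521 for *Hmgn2* and -0.0419 for *Gad1*, and in the oligodendrocyte lineage 0.0300 for *Pcna*. That of *Gad1* also became -0.0112 with doublets removed and -0.00675 at a resolution of 2. None of the other 324 values changed sign or passed the threshold. The *Chd8* level kept its direction in 9 of 9 alternatives that kept all 4 libraries. With a library left out it did not, at a log2 change of -0.19 without control replicate 1 and -0.14 without mutant replicate 2.

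Gene set values changed with the test of significance. Over 118 comparisons, 85 kept their direction and side of the threshold, 20 no longer passed the threshold, 7 newly passed it and 6 changed direction. With the correlation between genes estimated (adjusted p from 0.678 to 0.994) or with fry (0.563 to 0.998), the layer V-VI and Int2 sets in excitatory neurons, the layer I and Int2 sets in inhibitory neurons and the oligodendrocyte and OPC sets in oligodendrocytes no longer passed, at excesses of -0.19, -0.19, -0.64, -0.21, 0.31 and -0.41, and with a replicate block and fry, at -0.19, -0.19, -0.49, -0.18, 0.30 and -0.40 in that order, they did not pass either (adjusted p = 0.962 for each). With a mitochondrial limit of 5%, the layer V-VI and Int2 sets of excitatory neurons no longer passed (excess -0.19 and -0.14, adjusted p = 0.0664 and 0.189) and camera gave the opposite direction for the layer II-IV set (excess -0.11, adjusted p = 0.976), which with a replicate block passed (excess -0.14, adjusted p = 0.00456). For the Int4 set of excitatory neurons, not past the threshold in any of them, the direction that the set test gave changed at an excess near 0 with fgsea (-0.0406), with doublets removed (-0.0155), with a mitochondrial limit of 5% (0.0616), without correction for the library (0.0381) and at a resolution of 2 (-0.0143). The layer V-VI set of inhibitory neurons passed with fgsea (-0.14, adjusted p = 0.0206), a replicate block (-0.14, adjusted p = 0.00953), doublets removed (-0.19, adjusted p = 0.00352), a mitochondrial limit of 5% (-0.24, adjusted p = 0.000366) and no correction for the library (-0.20, adjusted p = 0.00199), and the oligodendrocyte set of OPCs with fgsea (0.0531, adjusted p = 0.0407). Enrichment scores on the rank-sum ranking changed sign within replicate 2 for the layer II-IV, layer V-VI and Int2 sets in excitatory neurons (1.51, 0.973 and 1.15), the layer I, layer V-VI and Int2 sets in inhibitory neurons (0.866, 0.973 and 0.790) and the OPC set in OPCs (-1.23). The causes of these changes were not tested.

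Over the 4 comparisons that each left out 1 library, the excess ran from -0.49 to 0.36 for the layer II-IV set, from -0.64 to 0.36 for the layer V-VI set, from -0.10 to 0.0795 for the Int4 set and from -0.42 to 0.11 for the Int2 set in excitatory neurons, from -0.32 to 0.12 for the layer V-VI set in inhibitory neurons, from -0.0687 to 0.11 for the OPC set in OPCs, and from 0.18 to 0.45 and from -0.78 to -0.0950 for the oligodendrocyte and OPC sets in oligodendrocytes. Both sets in oligodendrocytes thus kept their sign with any library left out. Of 148 values for single genes with a library left out, 4 moved by more than the spread between libraries. None of the 24 differences in share named at the claims did. That spread was itself wide with 2 libraries per genotype. With a library left out the replicates weighed unequally, so that a change of sign can come from the level of a replicate and not from the genotype. The mean difference in share changed sign without control replicate 1 for excitatory neurons (0.0702), microglia (0.295) and inhibitory neurons (4.23 percentage points). Without mutant replicate 1 it changed sign for oligodendrocytes (-0.618 percentage points). Single genes also changed sign within the spread. In excitatory neurons, the log2 change without control replicates 1 and 2 in turn was 2.21 and -2.30 for *Nlgn1* and -0.32 and 0.70 for *Neurod1*. There *Map2*, *Tcf4*, *Lhx2*, *Rbfox3* and *Id2* kept their sign with any library left out.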

Differences from the paper's values

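The rank-sum tests within replicates, the scores on the rank-sum ranking, the sum of endothelial cells and pericytes and the use of ependymal cells as NPCs were tests chosen only after the result was seen. For numbers of genes and shares of cells, a gap is called closed where the values differ by a factor of at most 1.5 or by no more than the SD between libraries of the genotype, which does not mean that they are equal.

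The paper's Supplementary Fig. 6d shows, read by eye, about 210 higher and about 100 lower genes in excitatory neurons, about 180 higher and about 47 lower in inhibitory neurons, about 150 higher and about 350 lower in OPCs, about 36 higher and about 14 lower in oligodendrocytes and about 300 higher and about 1100 lower in astrocytes, against 0 and 0 in each type over libraries here. Among the alternatives set before the data were examined, the rank-sum test over cells, which the paper's methods name, gave 153 and 101 in excitatory neurons, 170 and 41 in inhibitory neurons and 238 and 1025 in astrocytes, within that limit, but 97 and 209 in OPCs and 59 and 57 in oligodendrocytes, outside it, and none of the other alternatives closed the gap. The rank-sum test within replicate 1, chosen after seeing the values, gave 156 and 40 in inhibitory neurons and 132 higher genes in OPCs, and that within replicate 2, also chosen after seeing the values, 120 and 334 in OPCs, 115 lower genes in excitatory neurons, 55 in inhibitory neurons and 1208 in astrocytes. No setting closed the gap for oligodendrocytes.

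The paper's Source Data give endothelial cells as 3.69773% of control and 5.85011% of mutant cells, against 0.415% and 1.45% here, and no alternative set before the data were examined closed the gap. Endothelial cells and pericytes together, a sum chosen after seeing the values, made up 3.05% and 5.26%, within that limit. The 11 clusters of the Source Data add up to 100% of the cells and hold neither pericytes nor ependymal cells, so that the paper's clusters can be wider than the types named here. The paper gives NPCs as 5.03398% and 4.78747%, against 0.887% and 0.470%, which no alternative set before the data were examined closed. Cells named as ependymal, taken as NPCs after seeing the values, made up 5.32% and 5.06%, and 6.21% and 5.53% together with the cells named as NPCs, so that the naming of this type closed the gap. For IN progenitors of the control, the paper's value is 8.67412% and that here 5.52%, and among the alternatives set before the data were examined it came within that limit with doublets removed (7.26%), a mitochondrial limit of 5% (6.31%) or non-neural cells left out (5.89%), but not without correction for the library or at a resolution of 2. For pri-OPCs the paper gives 2.70706% and 3.33333%, against 4.96% and 5.00%, of which clustering without correction for the library closed the mutant value (2.07%) and no other alternative closed either.

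In oligodendrocytes, the paper's normalized enrichment scores are 1.6286 for the oligodendrocyte set and -1.39951 for the OPC set, against 2.69 and -3.01 here with fgsea on the quasi-likelihood statistic. Scores on the rank-sum ranking, chosen after seeing the values, were 2.12 and -2.04 and did not close the gap, nor did any alternative set before the data were examined.

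The paper states DEGs among the genes named in the text, whereas none passed an adjusted p-value of 0.05 over libraries here, and the rank-sum test over cells, set before the data were examined, called *Nlgn1*, *Neurod1*, *Auts2*, *Nrxn3*, *Gphn*, *Tcf4* and *Nfia*, and called *Olig1* within replicate 2, a run chosen after seeing the values. The paper places *Naaa* as a signature gene of NPCs, and here it was highest in cells named as ependymal (343 CPM, against 132 in NPCs). With the Int4 column, which holds *Dlx1* and *Dlx2*, taken as the paper's set of IN progenitors and Int2 as that of inhibitory neurons, the paper gives the opposite direction for both in excitatory and in inhibitory neurons. That match was made here, since the headings carry no label. With it the sign was the same in 8 of 12 scores, and with the match exchanged in 12 of 12. For the other 7 sets it was the same in 39 of 42, on the rank-sum ranking chosen after seeing the values, with the astrocyte set in excitatory neurons and the layer I and astrocyte sets in OPCs as the exceptions (0.718, -0.860 and -1.24 here). The paper describes larger mature populations in the mutant for inhibitory neurons and oligodendrocytes from fate probabilities, which were not computed here. The difference in the share of cells with a *Gad1* UMI took opposite signs in the replicates. The share with an *Mbp* UMI was higher in the mutant in both. It also was in microglia, with 0 of 23 against 3 of 40 cells in replicate 2. In pericytes it was lower in the mutant in replicate 2 (0.388% against 1.55%). The paper states that male mice were used, and the libraries of replicate 2 carried *Xist* in over 95% of their cells.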

Other observations

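The tests of intron length, cell makeup, short transcripts, ribosomal protein genes, set names and neural markers were chosen only after the result was seen. Those of pooled cells and of single-library differences, the latter on runs within replicates chosen after the data were seen, and those of UMI counts and Scrublet were set before their own results.

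Genes with long introns had lower counts in replicate 2 than in replicate 1 in both genotypes. Reads on introns that were counted in replicate 1 and not in replicate 2 are a candidate explanation, as the headers name different versions of the counting software, and the log2 difference between the control libraries fell with intronic length (Spearman's rho = -0.409 over multi-exon genes, across genes and not replicates), against a rho of 0.173 with the length of genes of a single exon. A difference in the makeup of cell types was argued against as the whole cause, because the relation held within each type, with a weakest rho of -0.263. No biological explanation was tested, and sex, which coincided with the replicate, stays open.

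More genes were called over pooled cells than over libraries. A shift in the share of replicate 1 cells between the genotypes gives a direction for each gene. Of the genes called over pooled cells, 59.0% went that way, from 41.6% of 1263 in astrocytes to 93.0% of 43 in microglia. The share was 87.4% in excitatory neurons, 77.3% in inhibitory neurons, 76.8% in OPCs and 56.9% in oligodendrocytes. Over all types this cause cannot be told apart from others, and in the types with a high share it may account for part. Differences between single libraries may account for part, although the counts do not show it. Of the genes called within both replicates, 33.1% went the same way, whereas unrelated differences would on average give about as many one way as the other. Changes shared by the replicates stay open, as 77.5% of the genes called over pooled cells had the same sign in both, a share that pooling raises by favouring such genes.

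*Rps29*, *Rpl39* and *mt-Nd3*, chosen after their values were seen, were counted at 800, 1817, 1859 and 1576 CPM, 627, 1084, 1098 and 1385 CPM and 378, 1015, 849 and 1107 CPM in control replicates 1 and 2 and mutant replicates 1 and 2. A lower recovery of short transcripts in control replicate 1 is a possible explanation, since transcripts under 600 bases without ribosomal protein genes (21 genes) had a median log2 difference 0.246 above that of longer ones in replicate 1 and 0.0435 in replicate 2. Over 77 ribosomal protein genes, the median log2 difference was 0.0993 in replicate 2 and -0.0396 in replicate 1. In replicate 1 it was 0.682 for the 7 short ones and -0.0549 for the 70 longer ones, so that the rise there lay in the short ones. In replicate 2 it was 0.138 and 0.0959, higher in both groups. Over both replicates, an effect of the genotype on ribosomal protein genes thus cannot be told apart from a recovery by length.

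Microglia, endothelial cells and pericytes, which do not descend from neural progenitors, were present among the sorted cells. Doublets with a labelled neural cell were argued against as the whole cause by their markers. Levels of the marker genes of 6 neural types, as a percentage of the level in the type itself and summed over the types, reached 9.425% in microglia, 4.47% in endothelial cells and 8.66% in pericytes, and at most 13.8% in a single library, against 50% for a partner with equal counts. Other values left it open, as their median UMI counts were from 0.435 to 1.23 times those of astrocytes of the same library, and Scrublet called 6.14% of them in replicate 1 against 2.48% of astrocytes. Doublets as the source of some of these cells, sorting of unlabelled cells and expression of the reporter outside the neural lineage stay open and were not tested.

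For the 2 interneuron sets, the headings Int4 and Int2 give no label of Fig. 2i, and the match of column to label was made here. It may be the wrong way round, or the names may differ between the gene list and the figure. With the match exchanged, the median absolute difference from the paper's scores was 0.125, against 0.237 as first matched, and the same sign was found in 12 of 12 scores. In excitatory and inhibitory neurons, where the paper's scores for the 2 sets lie far apart, the differences as first matched were 3.12 and 3.41 for Int4 and 3.44 and 3.46 for Int2. With the match exchanged they were 0.210, 0.148, 0.106 and 0.101, against a median of 0.132 for the other sets. These 4 scores favour the exchanged reading, but they also raised the question, and the other 8 do not separate the readings. Since the headings do not give the labels, an exchange in the paper cannot be told apart from columns matched to the wrong labels here.

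Cycling cells, with at least 2 UMIs of cycling genes after thinning, made up 2.35%, 5.91%, 4.74% and 10.1% of the excitatory lineage in control replicates 1 and 2 and mutant replicates 1 and 2, 24.9%, 29.6%, 26.8% and 24.3% of the inhibitory lineage and 17.6%, 24.4%, 16.2% and 26.1% of the oligodendrocyte lineage.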
